# Clock-dependent chromatin accessibility rhythms regulate circadian transcription

**DOI:** 10.1371/journal.pgen.1011278

**Published:** 2024-05-28

**Authors:** Ye Yuan, Qianqian Chen, Margarita Brovkina, E Josephine Clowney, Swathi Yadlapalli

## Abstract

Chromatin organization plays a crucial role in gene regulation by controlling the accessibility of DNA to transcription machinery. While significant progress has been made in understanding the regulatory role of clock proteins in circadian rhythms, how chromatin organization affects circadian rhythms remains poorly understood. Here, we employed ATAC-seq (Assay for Transposase-Accessible Chromatin with Sequencing) on FAC-sorted Drosophila clock neurons to assess genome-wide chromatin accessibility at dawn and dusk over the circadian cycle. We observed significant oscillations in chromatin accessibility at promoter and enhancer regions of hundreds of genes, with enhanced accessibility either at dusk or dawn, which correlated with their peak transcriptional activity. Notably, genes with enhanced accessibility at dusk were enriched with E-box motifs, while those more accessible at dawn were enriched with VRI/PDP1-box motifs, indicating that they are regulated by the core circadian feedback loops, PER/CLK and VRI/PDP1, respectively. Further, we observed a complete loss of chromatin accessibility rhythms in *per*^*01*^ null mutants, with chromatin consistently accessible at both dawn and dusk, underscoring the critical role of Period protein in driving chromatin compaction during the repression phase at dawn. Together, this study demonstrates the significant role of chromatin organization in circadian regulation, revealing how the interplay between clock proteins and chromatin structure orchestrates the precise timing of biological processes throughout the day. This work further implies that variations in chromatin accessibility might play a central role in the generation of diverse circadian gene expression patterns in clock neurons.

## Author summary

The intricate organization of chromatin is crucial for orchestrating precise gene expression patterns throughout various biological processes such as development and differentiation. In this study, we adapted ATAC-seq (Assay for Transposase-Accessible Chromatin) to assay chromatin accessibility genome-wide from FAC (Fluorescence-activated cell)-sorted Drosophila clock neurons at dawn and dusk timepoints over the circadian cycle. Our findings reveal that regulatory elements of hundreds of clock-regulated genes undergo diurnal oscillations in chromatin accessibility, with more accessible chromatin during the activation phase leading to higher transcription, and compacted chromatin during the repression phase leading to gene silencing. Motif analysis further elucidated distinct regulatory motifs associated with chromatin accessibility changes. Specifically, genes exhibiting increased accessibility around dusk were enriched with E-boxes, whereas those with enhanced accessibility around dawn showed enrichment for VP-boxes. Notably, our studies unveiled that these diurnal fluctuations in chromatin accessibility within clock neurons are dependent on the presence of a functional clock, as per^01^ null mutants displayed a loss of these rhythmic patterns. In summary, our studies shed light on the intricate relationship between circadian transcriptional regulation and chromatin accessibility dynamics. These insights underscore the role of chromatin accessibility dynamics in priming the genome for rhythmic gene expression, thereby contributing to the orchestration of circadian rhythms.

## Introduction

Chromatin organization plays a pivotal role in ensuring proper gene expression patterns during development, differentiation, and in response to environmental stimuli [1]. Chromatin can adopt either an "open" or "closed" configuration. Euchromatin is less condensed (open) and is associated with active gene transcription, while heterochromatin is more compact (closed), which makes the DNA less accessible, and is generally associated with gene repression [2]. For example, during the developmental transition from a stem cell to a more specialized cell type, the promoters, enhancers, and other regulatory elements of specific genes necessary for the function of the differentiated cell become more accessible to transcriptional machinery, which enables their expression [3,4]. Conversely, other regions become less accessible, leading to gene silencing. For instance, during mammalian development, key developmental genes like the Hox loci undergo a significant change in chromatin structure, becoming highly accessible during the differentiation process [5].

While the essential role of chromatin accessibility in controlling gene expression during development is widely recognized, much less is known about chromatin accessibility dynamics over the 24-hour circadian cycle and its role in driving circadian rhythms. Circadian clocks are cell-autonomous timekeepers that orchestrate ~24-hour rhythms in the expression of a large number of genes, thereby controlling much of our physiology and behavior, including sleep-wake cycles, and metabolism [6–8]. Prior studies have demonstrated that the core clock transcription machinery recruits a variety of epigenetic remodelers—including histone-modifying enzymes, Polycomb complexes, and ATP-dependent chromatin remodeling enzymes—to orchestrate rhythmic gene expression over the circadian cycle [8]. Further, previous work has identified rhythmic patterns in promoter-enhancer contacts of clock genes over the circadian cycle in mouse liver and kidney cells [9,10]. Additionally, both our past work [11] and that of others [12] have shown that subnuclear location of clock-regulated genes at the nuclear periphery is critical for their rhythmic gene expression.

Circadian transcription could predominantly be governed by specific protein factors, while the underlying chromatin structure remains stable over the 24-hour circadian cycle. However, an alternative hypothesis is that the clock might actively modulate chromatin accessibility rhythms, thereby producing daily transcriptional oscillations. While earlier studies have investigated chromatin accessibility patterns across the circadian cycle in various model organisms [13–19], the mechanisms by which chromatin accessibility affects circadian rhythms remain less well understood. Here, we utilized *Drosophila melanogaster* as it has a well conserved, yet relatively simple circadian clock system. The *Drosophila* clock network consists of ~150 clock neurons that express clock proteins [20,21] (**S1A Fig**). Circadian clocks in all eukaryotes are based on negative transcription-translation delayed feedback loops [6]. In *Drosophila*, the circadian clock is primarily regulated by two key feedback loops involving the PERIOD/CLOCK and VRILLE/PDP1 proteins [6]. CLOCK (CLK) and CYCLE (CYC) proteins serve as transcriptional activators, binding to the E-boxes (enhancer-box) of clock-regulated genes, including core clock genes such as *period* (*per*), *timeless* (tim), *vrille* (vri), and *pdp1-ε*, and activating their transcription around dusk (**Fig 1A**). After a time-delay, PER and TIM proteins enter the nucleus around dawn, where they function as transcriptional repressors. There, they counteract the activities of CLK/CYC, inhibiting their own transcription as well as the transcription of other clock-regulated genes. The sequential binding of CLK/CYC activators to chromatin around dusk followed by PER/TIM repressors around dawn orchestrates rhythmic gene expression patterns (**Fig 1A**).

**Fig 1:**
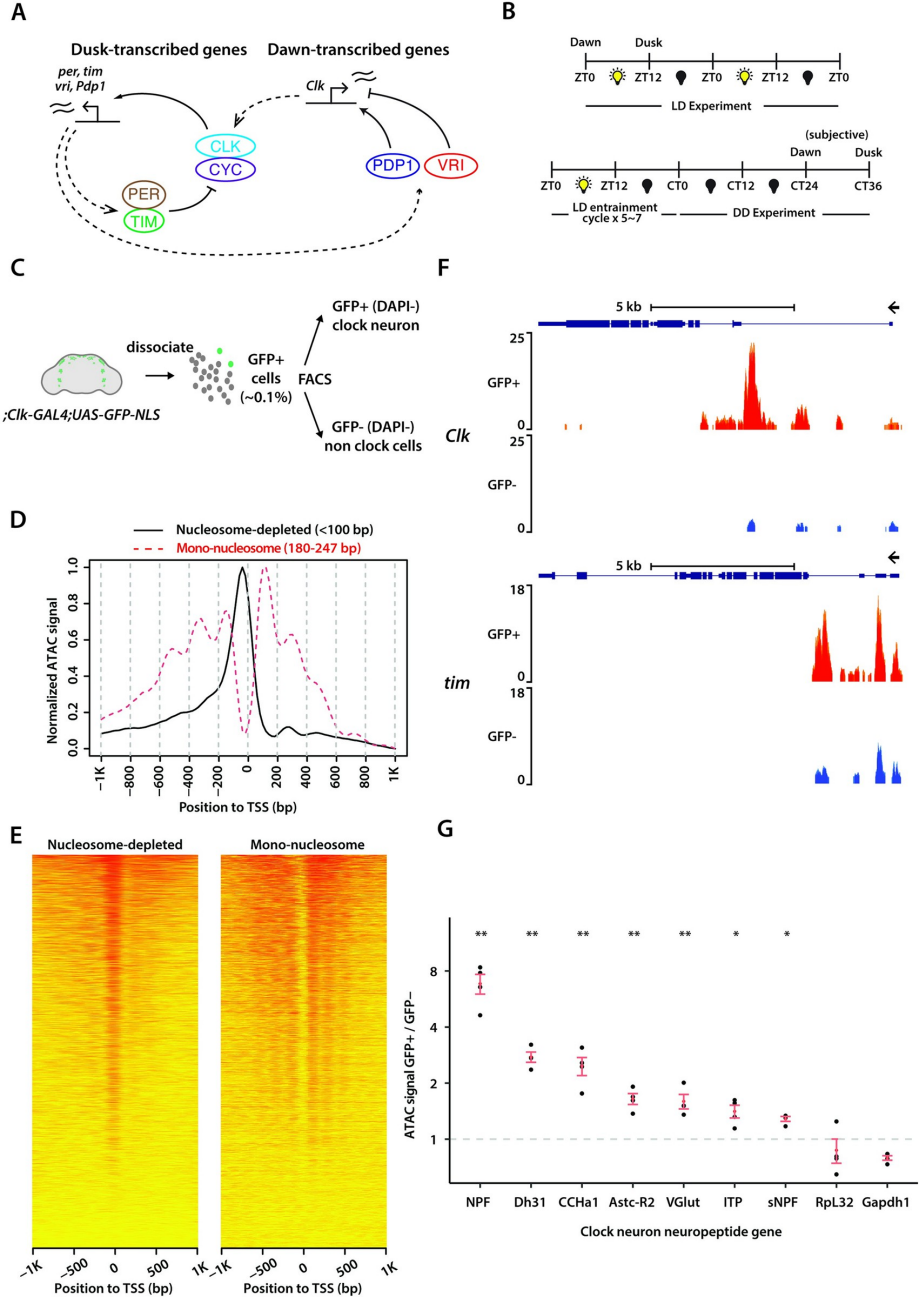
ATAC-sequencing of *Drosophila* clock neurons. (**A**) Schema of the *Drosophila* molecular clock feedback loops. (**B**) Experimental schema. Flies were entrained for 5 days in light-dark cycles (ZT0: lights-on/dawn, ZT12: lights-off/dusk) for LD experiments and then optionally released into complete darkness for DD experiments. (**C**) Overview of clock neuron isolation procedure. Nuclear GFP signal is expressed with *Clk-GAL4* driver and cell suspension was prepared from ~60 brains for each sample. Fluorescence activated cell sorting is used to sort live clock neurons with DAPI as viability marker. GFP-negative cells are sorted as non-clock-neuron control. (**D**) Representative ATAC-signal distribution aligned to transcription start sites (TSS) as reported by ATACseqQC. Fragments are classified into different groups according to alignment length, including the nucleosome-depleted (<100bp) and mono-nucleosome (180~247bp) groups. Clear TSS enrichment of nucleosome-depleted signal and nucleosome ladder are observed. (**E**) Heatmap of normalized ATAC signal distribution aligned to TSS plotted with ATACseqQC. Normalized ATAC signal at different positions relative to TSS (x-axis) were computed against 34920 annotated TSS’s (y-axis). (**F**) Representative ATAC signal pile-up tracks at *Clock* and *timeless* loci. Signal is normalized to total number of reads for each sample and therefore is comparable among samples. Four different replicates are overlaid. Clock neurons (GFP+, DAPI-) show strong ATAC signal in *Clk* and *tim* loci while non-clock cells (GFP-, DAPI-) show significantly lower readout. (**G**) Comparison of ATAC signal (total number of reads over the full-length gene with promoter) at various clock-neuron neuropeptide gene loci between clock-neurons and non-clock cells. While housekeeping genes (*RpL32* and *Gapdh1*) does not show clock-neuron enrichment, many clock-neuron neuropeptide genes are significantly more accessible in clock neurons. For each neuropeptide, a one-way ANOVA test was used to determine whether clock neuron values are different from non-clock cell values. *P < 0.01, **P < 0.001.

The VRI/PDP1 feedback loop forms the second key regulatory circuit. Around dusk, VRI, acting as a repressor, binds to specific sites (VP-box) within the *Clk* enhancer to inhibit its transcription. Conversely, at dawn, PDP1-ε, acting as an activator, binds to these VP-boxes within the *Clk* enhancer to promote its transcription (**Fig 1A**). This alternating binding activity of PDP1-ε (activator) and VRI (repressor) results in the rhythmic expression of *Clk* mRNA [22]. This VRI/PDP1 feedback loop also plays a crucial role in controlling the rhythmic expression of numerous clock output genes, thereby influencing rhythmic behavior [23,24]. These two interlinked feedback loops, PER/CLK and VRI/PDP1, generate gene expression rhythms with opposite phases, where genes regulated by the PER/CLK loop peak around dusk while those regulated by the VRI/PDP1 loop peak around dawn (**Fig 1A**), thereby helping establish a robust circadian rhythm in *Drosophila*.

To investigate the impact of chromatin dynamics on circadian rhythms, here, we adapted ATAC-seq [25] (Assay for Transposase-Accessible Chromatin) to assay chromatin accessibility genome-wide from FAC (Fluorescence-activated cell)-sorted *Drosophila* clock neurons at multiple timepoints over the circadian cycle. Our studies revealed that circadian transcriptional activation and repression are accompanied by dynamic chromatin accessibility states that poise the genome for rhythmic gene expression. Specifically, we found that regulatory elements of clock-regulated genes undergo diurnal oscillations in chromatin accessibility. Motif analysis identified that genes that were more accessible around dusk contained E-boxes, while those that were more accessible around dawn contained VP-boxes. We also found that chromatin accessibility rhythms in clock neurons are completely abolished in arrhythmic *per*^*01*^ null mutants [26]. In summary, these findings highlight the important role of chromatin organization in circadian regulation, demonstrating how the interplay between chromatin accessibility and clock proteins affects circadian rhythms.

## Results

### ATAC-sequencing of *Drosophila* clock neurons

To investigate genome-wide chromatin accessibility within *Drosophila’s* clock neurons, we performed transposase-accessible chromatin sequencing (ATAC-seq) [25], a strategy that enables identification of accessible regions within the chromatin. To isolate and target clock neurons specifically, we used the *Clk-GAL4* driver [27]—which is expressed in almost all Drosophila clock neurons [28]—to express GFP in their nuclei (Fig 1B). The *Clk-GAL4>GFP-NLS* flies displayed normal locomotor-activity rhythms in both light-dark cycles (LD12:12) and constant darkness (DD), displaying ∼24-hour period rhythms and activity peaks around dawn and dusk (**S1B Fig**). To conduct our ATAC-seq experiments, we entrained these flies to a 12:12 LD cycle, and then released them into constant darkness (DD) conditions. Flies were collected either at dawn (ZT0) or dusk (ZT12) in LD, or at subjective dawn (CT24) or subjective dusk (CT36) on the second day of DD (**Fig 1B**). Subsequently, we dissected fly brains, isolated clock neurons using fluorescence-activated cell sorting (FACS), separated nuclei from cytoplasmic content, performed TN5 transposition reaction, and prepared ATAC-seq libraries for paired-end sequencing as described previously [29] (**Fig 1C**). We performed four biological replicates for each condition and timepoint. 

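ATAC-seq uses the transposase Tn5 to cut accessible DNA and add sequencing adapters to it, so that reads pile up where chromatin is open. The libraries came from adult brains in which *Clk-GAL4* drove a nuclear GFP in clock neurons. GFP-positive clock neurons gave 4 libraries at ZT0 and 4 at ZT12 in LD, and 3 at CT24 and 3 at CT36 in DD. GFP-negative non-clock cells gave 4 libraries in LD and 3 in DD. Their labels name the light regime and no time of collection, so non-clock cells were not compared between dawn and dusk here. The paper's text gives 4 biological replicates for each condition, and 3 per wild-type DD group were analysed here. The labels and the paper's text give different numbers of dissected brains and different lengths of constant darkness, and the times are those of the paper.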

For each of our experiments, we dissected ~60 brains from both male and female flies which yielded ~2,000 GFP-positive clock neurons. Additionally, we collected ~10,000 GFP-negative cells, representing non-clock cells which comprise a diverse set of neurons and glia in the brain, to serve as our control group. GFP-positive clock neurons constituted 0.1% of cells extracted from fly brains, consistent with previous estimates [28] (**S1C and S1D Fig**).

After mapping the sequencing reads to the *D*. *mel* genome (*dm6*) and filtering out PCR duplicates that were a by-product of the library amplification process, we were able to achieve a median depth of ~5–10 million unique, high-quality mapped reads per sample. 

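For each library the authors deposited one list of peaks called by MACS2, with the position, the fold enrichment and the −log10 p and q of each peak, and replicates were not pooled. From the fold and the p, the whole number of sequenced ends at each summit was recovered, counting every end over 74 bp. It came out whole, to within 0.02, for 100% of the peaks. These ends are called tags here. The genome-wide background of each list gave the total tags of the library, which ranged from 9.95 to 17.0 M (M, mega) at ZT0 (median 11.7 M) and from 7.32 to 12.2 M at ZT12 (median 11.3 M). At CT24 the range was 9.19 to 14.1 M (median 9.19 M), and at CT36 it was 8.72 to 11.2 M (median 11.1 M). CT24 replicates 1 and 2 had the same recovered total of 9.19 M, although their lists held 20146 and 20321 peaks. Whether their true totals were equal is not known. Non-clock cells had 20.0 to 36.2 M tags in LD (median 24.3 M) and 23.2 to 35.5 M in DD (median 33.0 M). The paper's methods give 6 to 15 M unique aligned reads, and all values here use the recovered tags. A clock neuron library had a median of 30 to 71 tags at the summits of its peaks, and errors of counting come on top of the spread between libraries.

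Peaks of the libraries compared were merged into regions where they shared at least 1 bp, and the highest summit in a region was its value in a library. A library without a call received the lowest number of tags among its own called peaks. The lists hold nothing below the threshold of the caller, so a region without a call can carry more tags than that where its local background is high. Libraries were scaled by the median of ratios, and log2(tags + 1) was compared between times with limma (trend method), over regions called in at least as many libraries as the smaller group holds. Single regions are given in CPM, the tags at a summit per M tags of the library.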

The high Pearson correlation between the biological replicates for each condition (a minimum of 0.94 across all samples) attests to the high reproducibility of our sequencing results and the notable similarity in chromatin profiles across all conditions (**Fig 2B**). 

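Over the 9040 regions called in all 33 libraries, log2(tags + 1) at the summits was correlated between replicates. These correlations run across regions, which are not independent replicates. Pearson's r lay between 0.929 and 0.966 among the ZT0 libraries and between 0.913 and 0.970 among the ZT12 libraries. Among the CT24 libraries it lay between 0.966 and 0.972, and among the CT36 libraries between 0.961 and 0.965. For non-clock cells it ranged from 0.973 to 0.983 in LD and from 0.979 to 0.989 in DD. Across all 528 pairs of libraries, whatever their cells and genotype, the lowest r was 0.788.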

Analysis of ATAC-seq signal across gene units from both LD and DD conditions revealed enrichment near the transcriptional start sites (TSSs), denoting the accessible chromatin within promoter regions (**Figs 1D, 1E, and S1E**). We deposited all the ATAC signal pile-up tracks on UCSC Genome Browser (https://tinyurl.com/2ftuhv5p).

**Fig 2:**
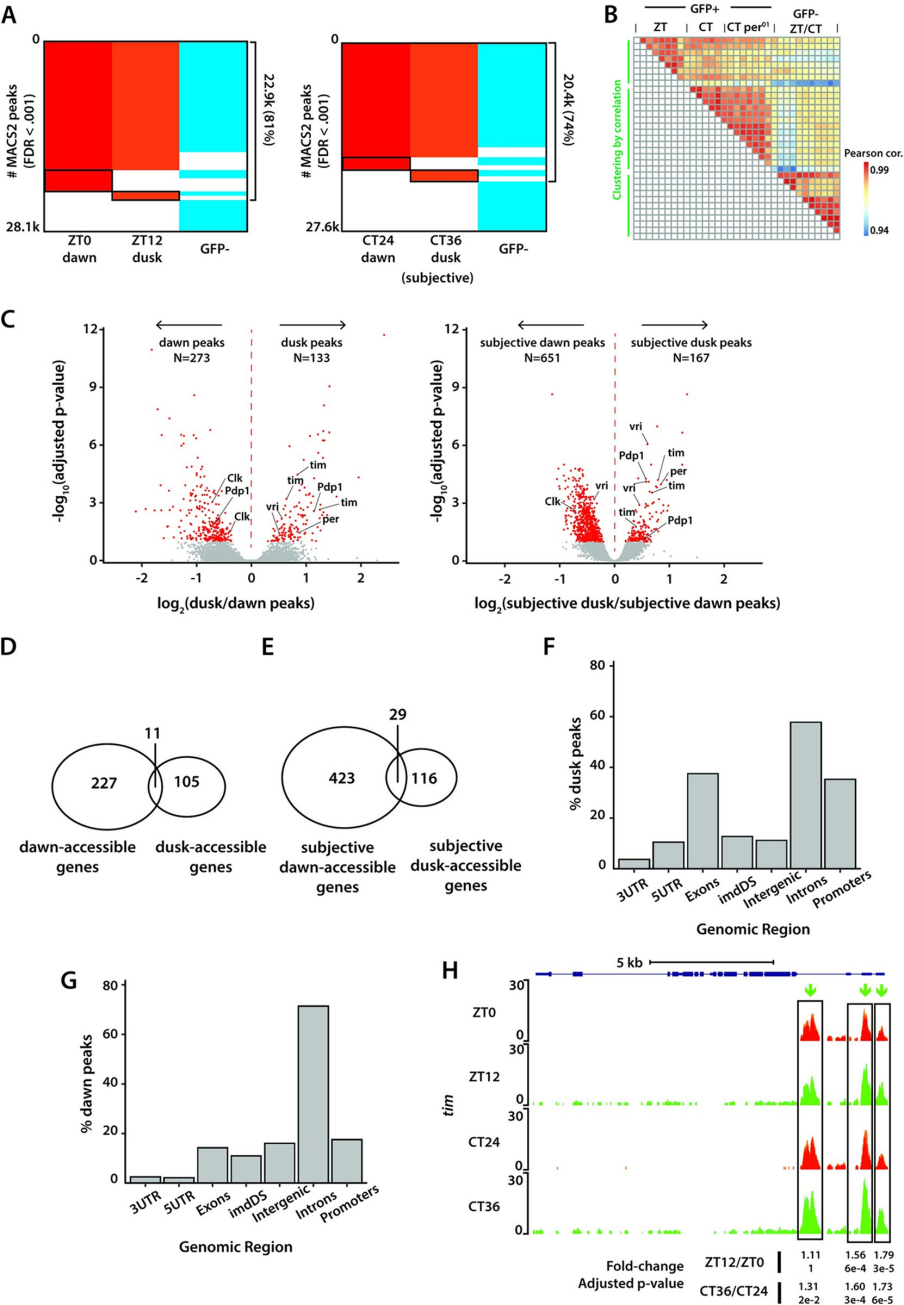
Differential analysis of chromatin accessibility in clock neurons at dawn and dusk. (**A**) Binary heatmaps of MACS2 called peaks for light-dark cycling (LD: ZT0, ZT12) and constant darkness (DD2: CT24, CT36) conditions. MACS2 is used to call distinct ATAC signal peaks for each condition. In total, we identified 28.1k/27.6k peaks under LD and DD conditions. A significant portion of the peaks overlap between GFP-positive clock neurons and GFP-negative cells at both timepoints. Black boxes show peaks called in one time-point only in either LD or DD condition. (**B**) Pairwise correlation heatmap of all samples used in this study. All sample pairs show high correlation (>0.94). Clock neuron samples in ZT0/ZT12 conditions, in CT24/CT36 conditions (including wildtype and *per*^*01*^) and non-clock cell samples in both ZT and CT conditions form three distinct clusters. (**C**) Volcano plots of differential peaks under LD and DD conditions. We identified 406 differential peaks under LD and 818 under DD conditions. Peaks corresponding to core clock genes showed higher accessibility at dusk relative to dawn. vri and Pdp1 have more intricate transcriptional regulation as they possess differential peaks at both dawn and dusk. (**D, E**) Assignment of ATAC peaks to genes by nearest neighbor ranked via chromosome coordinate. The 406 ZT peaks were assigned to 343 distinct genes (~1.2 peaks/gene) and the 818 CT peaks were assigned to 568 genes (~1.4 peaks/gene), showing a mostly bijective mapping. Distribution of dusk (ZT12) peaks (**F**) and dawn peaks (**G**) with respect to known genomic features by the ChIPpeakAnno Bioconductor package. ‘imdDS’ refers to genomic regions immediately downstream (within 1kb) of promoter regions. (**H**) Normalized ATAC signal pile-up tracks of *timeless* locus under LD and DD conditions. *tim* locus has three regulatory elements near its promoter that are more accessible during dusk when ATAC signal along its full-length gene body could also be identified.

To test the validity of our ATAC-seq data, we first assessed whether the chromatin of core clock genes and clock neuron-specific neuropeptide genes exhibited greater accessibility in GFP-positive clock neurons relative to GFP-negative non-clock cells. Our analysis revealed that the promoters of several core clock genes, including *Clk* and *Tim*, exhibited a higher degree of accessibility in GFP-positive clock neurons as compared to GFP-negative cells (**Figs 1F and S2B**). 

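Tags at the summits of all peaks called in a gene and 1 kb upstream of it were summed and given in CPM. Both times of clock neurons were taken together. The *Clk* gene (FBgn0023076, dm6 3L, 7763233 to 7775603) had 28.6 ± 4.08 CPM in clock neurons (SD, n = 8) and 6.53 ± 2.58 in non-clock cells (SD, n = 4) in LD, a ratio of 4.37 (two-sided exact permutation test, p = 0.00202; adjusted p = 0.0212 by Benjamini-Hochberg over 21 genes in LD and DD). In DD the ratio of the sums was 2.21, with 25.0 ± 3.33 (SD, n = 6) against 11.3 ± 1.62 (SD, n = 3) CPM (exact permutation p = 0.0119, the smallest that 6 against 3 libraries allow; adjusted p = 0.0263). Called peaks covered 1101 bp of this stretch in clock neurons and 561 bp in non-clock cells in LD, and 857 bp against 1190 bp in DD. Non-clock libraries called on average 4 *Clk* peaks in DD and clock neuron libraries 1.83. At the highest summit of the gene the ratio was 6.67 in LD (19.3 against 2.90 CPM) and 6.41 in DD (21.5 against 3.36 CPM), so the size of the difference depends on the measure. At *tim* (FBgn0014396, 2L, 3493986 to 3508119) clock neurons had 35.2 ± 9.27 CPM (SD, n = 8) and non-clock cells 13.4 ± 1.12 (SD, n = 4) in LD, which is 2.64 times as many (adjusted exact permutation p = 0.0263). The same sum in DD was 35.8 ± 10.1 (SD, n = 6) against 16.0 ± 3.52 (SD, n = 3), with an adjusted exact permutation p of 0.05. The *tim* peaks covered 1330 bp and 1159 bp in LD. The third gene, *vri* (FBgn0016076), had ratios of 1.94 in LD and 1.62 in DD for these sums, over on average 8.25 called peaks in clock neurons and 7 in non-clock cells in LD. At its highest summit the ratio was 1.00 in LD (exact permutation p = 0.949) and 1.11 in DD (0.286), so no difference was found at the strongest *vri* peak. At *cyc* (FBgn0023094) the order was the other way round, with a ratio of 0.799 in LD (adjusted exact permutation p = 0.111) and 0.731 in DD (0.0263).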

Interestingly, the promoters of other core clock genes, such as *Pdp1* and *Per*, demonstrated accessibility in both GFP-positive clock neurons and GFP-negative cells, suggesting that these promoters are accessible irrespective of their transcriptional status (**S2A and S2C Fig**). In these instances, our data revealed that the regulatory intronic regions of these genes exhibited enhanced accessibility in GFP-positive clock neurons relative to GFP-negative cells (**S2A and S2C Fig**). 

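At *Pdp1* (FBgn0016694, 3L, 7811458 to 7867369) the summed tags of clock neurons were 156.2 ± 5.92 CPM (SD, n = 8) and those of non-clock cells 146.3 ± 8.17 (SD, n = 4) in LD, a ratio of 1.07 with an adjusted exact permutation p of 0.0646. With the highest summit of the gene in place of the sum, the log2 ratio was -0.35 (exact permutation p = 0.0121, adjusted p = 0.0299), so this summit was lower in clock neurons. In DD the ratio of the sums was 0.985. At *per* (FBgn0003068, X, 2685580 to 2692780) the ratio was 1.43 in LD, from 56.8 ± 13.3 (SD, n = 8) and 39.6 ± 5.72 CPM (SD, n = 4, adjusted exact permutation p = 0.0769). In DD it was 1.61 (adjusted exact permutation p = 0.0263). Clock neuron libraries had on average 3.13 called peaks in *per* and its upstream kilobase in LD and non-clock libraries 1.25, and the tags per peak were 18.2 against 31.7 CPM. The highest summit of *per* had a ratio of 0.872 in LD (exact permutation p = 0.186) and 1.24 in DD (exact permutation p = 0.0357, adjusted p = 0.075). The paper proposes that the promoters of these genes are open whatever the transcriptional status, and reports intronic regions as more accessible in clock neurons. The sums and highest summits here do not set promoters apart from introns, so they measure neither part.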

We have shown pile-up tracks of individual replicates for a few key genes in **S2 Fig**. We note that the pile-up tracks for all genomic loci from all replicates are readily available on the UCSC genome browser at **http://tinyurl.com/2ftuhv5p**.

Moreover, we found that the chromatin of several clock neuron-specific neuropeptides, including NPF (expressed in two LNds), sNPF (expressed in two LNds and four s-LNvs), AstC-R2 (expressed in a single LNd), ITP (expressed in one LNd and the fifth s-LNv), and DH31 and CNMa (expressed in dorsal clock neurons), displayed enhanced accessibility in GFP-positive clock neurons relative to GFP-negative cells (**Figs 1G and S2D**). 

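Among the neuropeptide genes, *Dh31* (FBgn0032048) had 18.9 ± 3.32 CPM in sum in clock neurons (SD, n = 8) and 7.12 ± 0.0543 in non-clock cells (SD, n = 4) in LD, 2.66 times as many (two-sided exact permutation test, adjusted p = 0.0212), and the ratio of the sums in DD was 2.23. These sums run over on average 3.75 called peaks in clock neurons and 3 in non-clock cells in LD, and at the highest summit the ratios were 2.42 in LD and 1.95 in DD. *CCHa1* (FBgn0038199) had ratios of the sums of 2.95 in LD and 2.36 in DD (adjusted exact permutation p = 0.0212 and 0.0263). At its highest summit the ratios were 2.85 and 2.36. At *sNPF* (FBgn0032840) the ratio of the sums was 1.19 in LD (adjusted exact permutation p = 0.0263), over on average 7 called peaks in clock neurons and 5.5 in non-clock cells, and 1.25 in DD (0.0968). At its highest summit the ratio was 1.03 in LD (exact permutation p = 0.689) and 1.18 in DD (0.0952). *AstC-R2* (FBgn0036789) had ratios of the sums of 1.24 in LD (adjusted exact permutation p = 0.0733) and 1.14 in DD (0.603), and ratios of 0.976 and 1.04 at its highest summit. At *NPF* (FBgn0027109) peaks were called in clock neurons alone, in LD as in DD, with 2.65 ± 2.02 CPM in LD (SD, n = 8, adjusted exact permutation p = 0.0769). No library of clock neurons had a called peak at *ITP* (FBgn0035023), where non-clock cells in DD had 5.99 ± 3.36 CPM (SD, n = 3), and no library of either kind had one at *CNMa* (FBgn0035282). A list of called peaks puts no upper limit on the signal of a gene without a call, and non-clock libraries were the deeper ones.

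Of 21 genes that the paper names from these data, 7 were higher in clock neurons and 2 lower in LD at an adjusted exact permutation p below 0.05, and 5 were higher and 5 lower in DD. These counts rest on sums over called peaks. By the highest summit of each gene, 5 were higher and 5 lower in LD, and 4 were higher and 3 lower in DD. The genes with a lower sum in DD were *cyc*, *ITP*, *Sh*, *RpL32* and *Gapdh1*. At the housekeeping gene *RpL32* (FBgn0002626) the ratio was 0.947 in LD and 0.734 in DD, and at *Gapdh1* (FBgn0001091) it was 0.602 and 0.446. Leaving out any of the 3 non-clock libraries in DD took the number of genes past the threshold from 19 to 9 over both conditions. That leaves 6 against 2 libraries, too few for a DD gene to pass after adjustment, so this fall does not test the DD genes.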

Notably, many of these neuropeptides are expressed only in a few clock neurons across the whole brain [28], yet our analysis indicates that their gene loci exhibit increased accessibility in clock neurons compared to non-clock cells. These results demonstrate that our ATAC-seq protocol is highly sensitive and can assess genome-wide chromatin accessibility from a relatively small number of FAC-sorted Drosophila clock neurons.

### Chromatin accessibility rhythms in clock neurons

To explore changes in chromatin accessibility within clock neurons, we analyzed ATAC-seq data from experiments conducted at four distinct time points: dusk (ZT12) and dawn (ZT0) under light-dark (LD) conditions, and subjective dusk (CT36) and subjective dawn (CT24) under constant darkness (DD) conditions. 

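Each wild-type clock neuron library held between 19846 and 25335 peaks. Merging the peaks of all 14 libraries gave 31031 regions. At least 2 libraries called 26678 of them, and every library called 12063. In LD, 25170 regions were called by at least 2 libraries, and in DD 22341 were. The smallest −log10 q in any of the 33 lists was 3.01, so no peak passed a looser threshold than the paper states.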

Utilizing the MACS2 peak-calling algorithm [30], we identified over 27,000 peaks from GFP-positive clock neurons across all four timepoints, with a false discovery rate (FDR) threshold of < 0.001 (**Fig 2A**). Under both LD and DD conditions, we observed a significant overlap of over 75% in the peaks between GFP-positive clock neurons and GFP-negative cells, as well as between the two timepoints (**Fig 2A**). This overlap likely corresponds to genes integral to basic cellular functions, encompassing housekeeping genes and those related to general neuronal activities. 

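A region was counted as called in a group when at least 2 of its libraries called it. In LD, 19520 of the 23909 regions called at either time were called at both, which is 81.6%. In DD the share was 82.6%, or 17359 of 21005 regions. Of the regions called in clock neurons, non-clock cells also had 77.7% in LD and 85.5% in DD. Single libraries of ZT0 and ZT12 shared 72.6% ± 2.76 of their regions (SD over 16 pairs), and single libraries of CT24 and CT36 shared 75.4% ± 1.16 (SD over 9 pairs). The share with non-clock cells moved most when peaks were matched by summits within 150 bp, to 70.7% in LD and 76.4% in DD.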

Only a smaller fraction of peaks is unique to each timepoint under both LD and DD conditions. Nevertheless, our results indicate that GFP-positive clock neurons under LD conditions, GFP-positive clock neurons under DD conditions, and GFP-negative non-clock cells under both LD and DD conditions segregate into three distinct clusters, highlighting distinct chromatin accessibility patterns in each group (**Fig 2B**).

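In LD, 103 regions were called in all ZT0 libraries and in no ZT12 library, and 23 in all ZT12 libraries and in no ZT0 library. Together they are 0.423% of the 29795 regions called in any of the 8 libraries (Fisher's exact test per region, two-sided, p = 0.0286, the smallest possible). Every region that meets the rule has this p, which is not adjusted over the regions. The real split of the libraries gave 126 such regions and the highest other split 123. In DD, 144 regions were called in all CT24 libraries alone and 113 in all CT36 libraries alone, or 0.961% of 26746, and 3 libraries against 3 cannot give a p below 0.1. The real split gave 257 in DD and the highest other split 239. When 1 library per group was allowed to differ, the numbers were 1547 in LD and 3646 in DD. A region with no call at a time can still be accessible at that time, below the threshold of the caller.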

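The similarity of libraries was measured by the Jaccard index of their called bases. It was 0.705 ± 0.0317 among LD clock neuron libraries (SD over 28 pairs), 0.684 ± 0.0434 among DD clock neuron libraries of both genotypes (SD over 91 pairs) and 0.759 ± 0.0392 among non-clock libraries (SD over 55 pairs). Between clock neurons and non-clock cells it was 0.591 ± 0.0385 in the case of LD clock neurons (88 pairs) and 0.556 ± 0.0516 in the case of DD clock neurons (154 pairs). LD and DD clock neuron libraries had an index of 0.655 ± 0.0525 (112 pairs), which overlaps the spread within each. The mean within the 3 clusters exceeded that between them by 0.115, and none of 100000 permutations of the labels over the 33 libraries reached it (permutation test, p = 1e-05, the smallest they can give). With 16504 peaks from every library the difference was 0.114. The most similar library came from the same cluster for 14 of 14 DD clock neuron libraries, 7 of 8 LD clock neuron libraries and 11 of 11 non-clock libraries. The DD clock neurons include the *per*01 libraries. Without *per*01 and the X and Y chromosomes, the index still separated LD from DD clock neurons by 0.0114 (exact permutation test over 3003 splits, one-sided, p = 0.0127). The paper concludes from its clusters that each group has its own pattern of accessibility.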

To determine if any of these peaks exhibited differential accessibility across dawn and dusk timepoints, we utilized DESeq2 to quantify changes in chromatin accessibility [31], applying an adjusted p-value cut-off of 0.1 (**S3A Fig**). 

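In LD, 20669 regions were tested between ZT0 and ZT12, and 18 passed an adjusted p of 0.1 (limma with Benjamini-Hochberg adjustment), 11 of them with more tags at dawn and 7 with more at dusk. Before adjustment, 1213 regions had a p below 0.05, where 1033 are expected by chance. All ZT0 libraries lay apart from all ZT12 libraries in 3.51% of the regions, where chance gives 2.86%. In DD, 111 of 19984 regions passed the same threshold, 82 of them higher at CT24 and 29 higher at CT36. A p below 0.05 before adjustment was reached by 2057 regions, against 999.2 expected, and 15.5% of the regions were separated between the times, against 10% by chance. In at least 1 library, 17 of the 18 LD regions and 54 of the 111 DD regions had no call. With those libraries set to the highest number of tags their local background would leave uncalled, an alternative chosen after seeing the data, 59 regions passed in LD and 433 in DD. Of the 17 and 54 regions, 7 and 18 passed both ways. The single library that moved a count most was CT36 replicate 3, without which 547 regions passed in DD. The balance of times in DD also moved. Without CT24 replicate 3, 49 regions were higher at CT24 and 58 at CT36. It was near even without CT36 replicate 1 (29 and 28) and with summits matched within 150 bp (44 and 41). In every other alternative, more regions were higher at CT24, but 1 fit over all clock neuron libraries left only 11 regions in all.

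The 3 largest changes toward dusk in each regime stayed past the threshold under both values for a missing call. In LD they were an intergenic region beside *ND-24L* (FBgn0036706, 3L, 17310461 to 17310644; log2 change 1.67, standard error 0.28, limma adjusted p = 0.0533), an intron of *CG6959* (FBgn0037956, 3R, 11830575 to 11830785; 1.55, limma adjusted p = 0.0137) and an intron of *CG34353* (FBgn0085382, 3R, 27808707 to 27809877; 1.55, limma adjusted p = 0.0728). In DD they were exons of *CG1578* (FBgn0030336, X, 11816476 to 11816602; log2 change 2.39), *Edc3* (FBgn0036735, 3L, 17529824 to 17529902; 2.04) and *CG6610* (FBgn0035675, 3L, 6075484 to 6075592; 1.94), with more tags at CT36. These 3 DD regions had no call in any CT24 library. Of the LD regions, that at *CG6959* was called in 0 of 4 ZT0 libraries, that at *ND-24L* in 1 and that at *CG34353* in 3, so the sizes in both regimes depend on the value given to a missing call. The largest changes toward dawn did not pass with that value at the local limit. In LD they lay in introns of *sbb*, *per* and *CG32369*. In DD 1 lay in an intron of *CG42795* and 2 lay outside genes, with *SoxN* (849 bp away) and *NijA* (27047 bp away) as the nearest.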

Of the approximately 27,000 peaks observed under LD and DD conditions, we identified 406 differential peaks under LD conditions and 818 differential peaks under DD conditions (**Fig 2C**). 

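Of the 406 LD peaks in Table S2, 83 overlapped a DD peak of the table with a change in the same direction by at least 1 bp, and 0 overlapped one with the opposite change. That share is 20.4% (Wilson 95% confidence interval 16.8% to 24.6%, for counting error only). The lists were also followed in the libraries they were not chosen on. Over the LD peaks that were more accessible at dusk, the median log2 change from CT24 to CT36 was 0.55, and 94.4% of the 89 regions tested rose. The LD peaks more accessible at dawn fell by 0.25 on the log2 scale over the same interval, with 80.5% of 200 regions falling. In the other direction, the DD peaks more accessible at subjective dusk rose by 0.19 from ZT0 to ZT12, and those more accessible at subjective dawn fell by 0.20. The share of a list called per library moved the same way in each of these 4 cases. It rose from 49.1% ± 5.84 at CT24 to 73.2% ± 5.69 at CT36 (SD, n = 3, two-sided exact permutation p = 0.1, the smallest possible) for the LD dusk peaks.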

Interestingly, there was only a limited overlap in the differential peaks observed under LD and DD conditions, for instance, between dawn and subjective dawn or between dusk and subjective dusk (**S3B, S3C, and S3E Fig**), suggesting unique chromatin landscapes at each of these timepoints. Furthermore, these observations are consistent with previous RNA-seq findings which indicated that, beyond core clock genes, different sets of genes oscillate under light/dark (LD) and constant darkness (DD) conditions [28,32].

Out of the 406 differentially accessible peaks under LD conditions, 273 peaks showed higher accessibility at dawn, while 133 peaks showed higher accessibility at dusk. Out of the 818 differentially accessible peaks identified under DD conditions, 651 peaks showed higher accessibility at subjective dawn, while 167 peaks showed higher accessibility at subjective dusk (**Fig 2C**). To understand peak distribution among annotated genes, we assigned peaks to genes by nearest neighbor on 1D-chromosomal coordinates. The 406 differential peaks found under LD conditions were assigned to 343 distinct genes (~ 1.2 peaks per gene), and the 818 differential peaks found under DD conditions were assigned to 568 genes (~1.4 peaks per gene) (**Fig 2D and 2E**). 

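The same assignment to the nearest gene, made with Ensembl gene models of the dm6 assembly, gave 343 genes for the LD peaks (1.18 peaks per gene) and 570 for the DD peaks (1.44 peaks per gene). In LD 50 genes had more than 1 peak, with 5 at most in 1 gene. In DD 159 genes did, with up to 7.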

Interestingly, we observed that the fold-change difference in peak accessibility is overall higher in LD conditions than in DD conditions (**Fig 2C**). 

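The size of the change was compared over the peaks of Table S2. In the libraries the peaks were chosen on, the median absolute log2 change was 0.64 over 336 LD regions and 0.48 over 806 DD regions. The difference was 0.16. With CPM in place of the median of ratios it was 0.13. Among regions past the threshold of limma, the median was 1.48 in LD and 1.00 in DD, but most of the LD regions include a library without a call. A threshold selects larger changes where the spread between replicates is larger, and the median SD between replicates was 0.25 in LD and 0.20 in DD on the log2 scale. Whether this spread accounts for any of the difference of 0.16 was not tested.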

We found that dawn-accessible peaks were found mostly in intronic and promoter regions, consistent with previous reports on the chromosomal localization of regulatory elements [33] (**Figs 2F and S3D**), while the dusk-accessible peaks were found mostly in intronic regions (**Figs 2G and S3D**).

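Peaks of Table S2 were placed on the gene models, with the promoter taken as 1 kb upstream of a transcription start to the start itself, and a peak could count in several classes. Promoters held 21.8% of the LD dusk peaks (29 of 133) and 6.59% of the LD dawn peaks (18 of 273; Fisher's exact test, two-sided, p = 2.05e-05). Introns held 54.1% of the dusk and 69.2% of the dawn peaks, and exons 28.6% and 10.3%. In DD, promoters held 28.7% of the subjective dusk and 11.2% of the subjective dawn peaks (Fisher's exact test, p = 1.36e-07), and introns 52.1% and 74.5%. Of all other regions called in at least 2 LD libraries, 37.2% lay in promoters. With a promoter of 2 kb, 27.8% of the LD dusk and 13.9% of the LD dawn peaks overlapped one.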

Upon examining the chromatin accessibility of core clock genes, we noticed a distinct pattern. Peaks associated with key clock genes like *tim* and *per* exhibited higher accessibility at dusk (ZT12/CT36) (**Figs 2H and S4B**), while peaks associated with the *Clock* gene demonstrated heightened accessibility at dawn (ZT0/CT24) (**S4A Fig**). Specifically, we found that the promoter regions and the intronic regulatory elements of *tim* displayed a higher degree of accessibility at dusk relative to dawn, indicating that these regions transition from an inactive chromatin state to a more active regulatory state over the course of the ~24-hour circadian cycle. Furthermore, we observed a pervasive opening of chromatin across most of the *tim* gene at dusk timepoints, as indicated by the ATAC signal across its gene body (**Fig 2H**). This could be due to high levels of transcription of *tim* gene in all clock neurons. 

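Table S2 assigns 11 LD peaks and 13 DD peaks to *tim*, *per*, *Clk*, *vri*, *Pdp1* and *pdm3*. All 11 changed in the direction of the table in LD, and in 8 of them every library of one time lay above every library of the other. With the median of ratios as the scaling, 4 were separated. In DD all 13 kept the direction of the table and 10 were separated. The peaks of the table were chosen on these same conditions, so the directions, the separation and the exact p at single peaks are no independent evidence of a change. An intron peak of *Clk* (3L, 7772223 to 7772612) had 5.35 ± 0.35 CPM at ZT0 and 3.51 ± 1.07 at ZT12 (SD, n = 4, two-sided exact permutation p = 0.0286, limma adjusted p = 0.556). At CT24 it had 5.10 ± 0.34 and at CT36 2.62 ± 0.63 (SD, n = 3, exact permutation p = 0.1, limma adjusted p = 0.152). One library at each dusk timepoint had no call there. A second, stronger *Clk* intron peak (3L, 7770407 to 7771147) had 20.7 ± 1.85 and 17.9 ± 1.89 CPM at ZT0 and ZT12 (SD, n = 4, exact permutation p = 0.0857), and 22.1 ± 2.83 and 20.9 ± 1.69 at CT24 and CT36 (SD, n = 3, exact permutation p = 0.6).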

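The peak at the first transcription start of *tim* (2L, 3507823 to 3508230, overlapping an exon) had 5.14 ± 0.865 CPM at ZT0 and 9.10 ± 1.76 at ZT12 (SD, n = 4), 1.77 times as many (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 libraries allow, limma log2 change 0.78, standard error 0.18, adjusted p = 0.174). At CT24 it had 5.22 ± 0.492 and at CT36 8.95 ± 1.07 CPM (SD, n = 3), 1.72 times as many (exact permutation p = 0.1, the smallest that 3 against 3 allow, limma log2 change 0.80, adjusted p = 0.0663). A second exon peak (2L, 3507167 to 3507571) rose from 12.2 ± 2.16 to 17.3 ± 1.90 in LD (SD, n = 4, exact permutation p = 0.0286) and from 12.8 ± 3.07 to 18.9 ± 2.64 in DD (SD, n = 3). At the peak in the intron (2L, 3504803 to 3505451) the ratio was 1.14 in LD (exact permutation p = 0.2), and the means were 10.3 ± 1.61 at CT24 and 13.4 ± 2.31 at CT36 in DD (SD, n = 3, exact permutation p = 0.3, limma log2 change 0.40, adjusted p = 0.326). Outside the gene, a peak at 3492617 to 3492848 was called in none of the ZT0 and all of the ZT12 libraries. From the higher accessibility at dusk, the paper concludes that these elements pass from an inactive to a more active regulatory state over the circadian cycle.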

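Called peaks can show only part of such a signal. Leaving out the 3 regulatory peaks, called peaks covered 0 bp of the 14134 bp of the *tim* gene in each ZT0 library and 24.3 ± 48.5 bp in the ZT12 libraries (SD, n = 4, two-sided exact permutation p = 1), from 1 peak of 97 bp in 1 library. In DD they covered 0 bp at CT24 and at CT36. Signal below the threshold of the caller is not in the lists, so a change of this kind was not detectable here.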

In order to determine whether the widespread chromatin opening is unique to the tim gene or is a common feature, we conducted a differential analysis of ATAC signals across all annotated gene bodies, while excluding peaks identified by MACS2. This approach enabled us to concentrate on pervasive signals rather than those emanating from regulatory elements. Our analysis revealed that ~70 genes exhibit differential pervasive accessibility, with *tim* being the most significant among them (**S1 Table**).

The *per* gene exhibited significant differential peaks primarily in its first intronic region, with increased accessibility at dusk relative to dawn (**S4B Fig**). This intronic region has previously been shown to contain an E-box element which is bound by CLK/CYC proteins [34]. 

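In the intron of *per* (X, 2687363 to 2687974) tags rose from 4.17 ± 2.02 CPM at CT24 to 7.54 ± 1.12 at CT36 (SD, n = 3, two-sided exact permutation p = 0.1, limma adjusted p = 0.308). A peak was called there in 2 of the 3 CT24 libraries, and the library without a call could carry up to 4.46 CPM uncalled. In LD it was called in 1 of 4 libraries at ZT0 and 3 of 4 at ZT12, with 2.73 ± 2.03 and 7.36 ± 4.34 CPM (SD, n = 4, exact permutation p = 0.114). Libraries without a call could hold up to 5.53 at ZT0 and 5.41 at ZT12.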

We observed a slight increase in the accessibility of the E-box element within the promoter region of the *per* gene at dusk relative to dawn, however, the observed difference did not reach a statistically significant level (**S4B Fig**). 

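Peaks overlapping the kilobase upstream of the *per* transcription start (X, 2684580 to 2685579) had 32.2 ± 4.28 CPM at ZT0 and 35.1 ± 5.20 at ZT12 (SD, n = 4, two-sided exact permutation p = 0.457). In DD the values were 21.0 ± 0.783 at CT24 and 22.6 ± 3.24 at CT36 (SD, n = 3, exact permutation p = 0.5). The ratios of dusk to dawn, 1.09 and 1.08, lie within the spread between replicates.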

Interestingly, we noted that specific genes, such as vri and Pdp1, exhibited regulatory peaks that were highly accessible at both dusk and dawn. (**S4C, S4D, and S5A Figs**). This pattern may arise from the varied expression of different gene isoforms in specific subsets of clock neurons. For example, from an existing bulk RNA-seq dataset [32], we found that while the short variant of Pdp1 exhibits robust cycling across all clock neuron groups, the long variant is non-rhythmic and is expressed at a consistently high level in a large group of clock neurons (DN1 neurons) throughout the circadian cycle (**S5B Fig**).

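An intron peak of *vri* (2L, 5303195 to 5303780) rose from 10.8 ± 0.670 at ZT0 to 16.4 ± 2.23 CPM at ZT12 (SD, n = 4, two-sided exact permutation p = 0.0286, limma adjusted p = 0.155). It rose from 8.69 ± 0.510 at CT24 to 13.4 ± 0.753 at CT36 (SD, n = 3, limma log2 change 0.65, adjusted p = 0.0185). Another *vri* intron peak (2L, 5306397 to 5307107) went the other way, from 22.9 ± 1.47 to 18.6 ± 2.95 in LD (SD, n = 4, exact permutation p = 0.0286, limma adjusted p = 0.469) and from 24.8 ± 2.70 to 19.2 ± 0.546 in DD (SD, n = 3, exact permutation p = 0.1, limma adjusted p = 0.198). In ZT12 replicate 4 the value at this peak was low, at 14.2 CPM. *Pdp1* likewise had an intron peak with more tags at dusk (3L, 7833692 to 7834353; 13.5 ± 1.12 and 18.5 ± 3.07 in LD, SD, n = 4, limma adjusted p = 0.613; 12.4 ± 1.39 and 19.0 ± 0.724 in DD, SD, n = 3, limma adjusted p = 0.0435). A further intron peak of *Pdp1* (3L, 7864022 to 7864430) had more tags at dawn in LD, with 7.35 ± 1.35 and 4.76 ± 0.760 (SD, n = 4, exact permutation p = 0.0286, limma adjusted p = 0.397), and did not differ beyond the spread in DD (exact permutation p = 0.4).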

Finally, to test if variations in chromatin accessibility correspond to changes in gene transcription, we employed Hybridization Chain Reaction Fluorescence In Situ Hybridization [35] (HCR-FISH) experiments to visualize nascent *tim* mRNA in lLNv clock neurons at dawn and dusk. We performed HCR-FISH experiments using probes targeting the first intron of *tim*. These experiments revealed a single, highly concentrated spot, indicative of simultaneous nascent RNA synthesis at the transcription site of the *tim* gene (**Fig 3A)**. This was observed as a brighter FISH signal at dusk compared to dawn, suggesting increased transcription of *tim* pre-mRNAs at dusk. Additionally, nearly 100% of lLNv clock neurons displayed a *tim* ‘intron spot’ during the activation phase at dusk, compared to lower than 50% during the repression phase at dawn (**Fig 3A and 3B**). Furthermore, we performed additional HCR-FISH experiments in DD conditions using tim intron 1 probe and observed more intense signal at subjective dusk compared to subjective dawn in lLNvs, consistent with their chromatin accessibility patterns (**Fig 3C and 3D)**. The higher chromatin accessibility of the Timeless gene during its activation phase could enable more sustained interaction with CLK transcription factors, potentially increasing the number and magnitude of transcriptional bursts at dusk. Conversely, during the repression phase, the more condensed chromatin might lead to less consistent and more sporadic CLK binding at the promoter region. As a result, a smaller proportion of lLNv clock neurons—less than half—demonstrate transcriptional bursts, which are also markedly smaller in size. These findings show a strong correlation between chromatin accessibility and transcription activity for *tim* gene.

**Fig 3:**
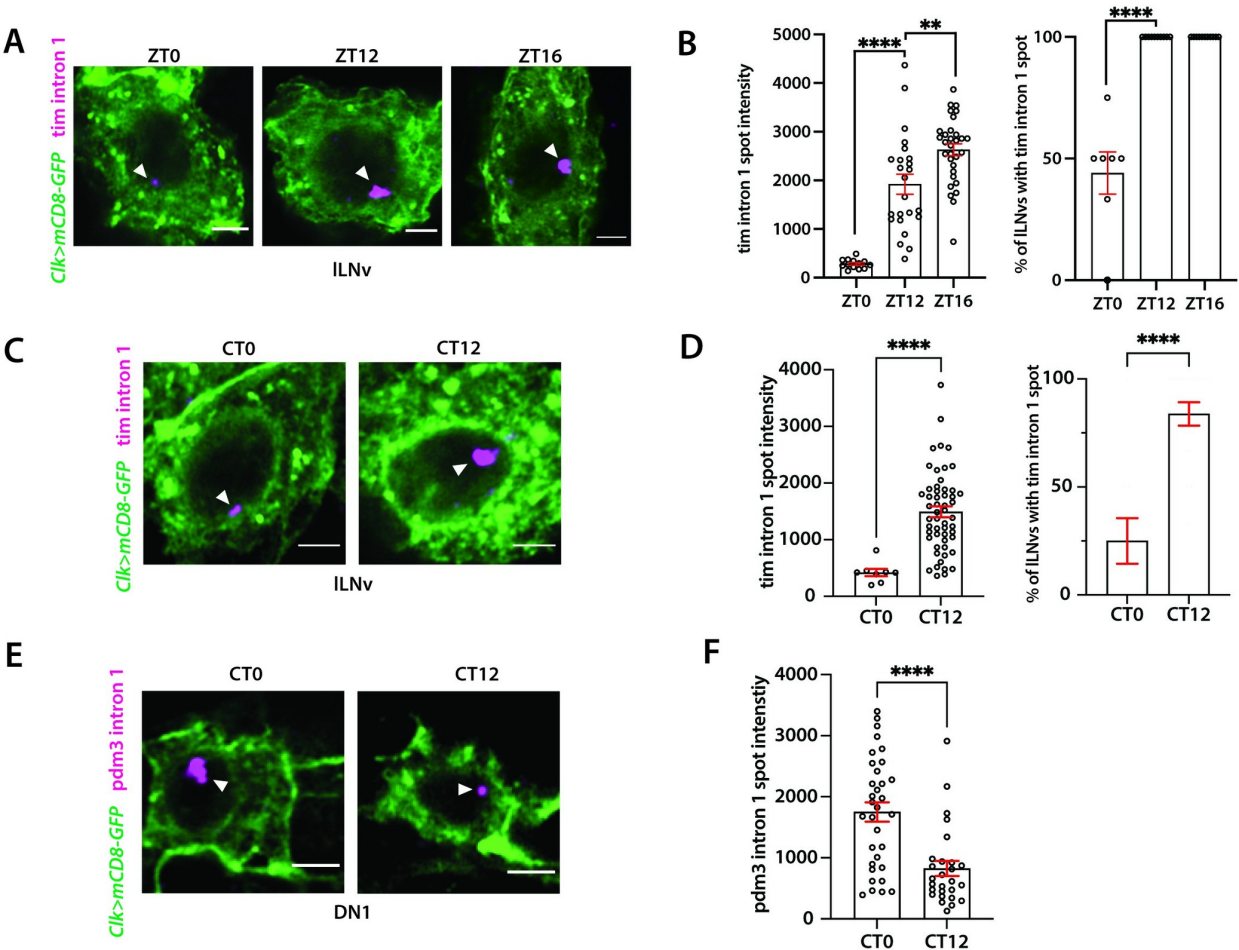
Transcriptional activity of tim and pdm3 genes quantified by intronic HCR-FISH experiments. (**A**) Representative images of *tim* intron HCR-FISH in lLNv clock neurons at dawn (ZT0) and dusk (ZT12, ZT16) timepoints. A specific intron (‘intron 1’) was probed as it yields a single bright spot of the transcription site. (**B**) Spot intensity fluorescence of the *tim* transcription site and percentage of lLNv clock neurons with the transcription spot. Transcription activity of *tim* is higher at dusk compared with dawn, consistent with the ATAC differential analysis. (**C, D**) Representative images and quantification of *tim* intron 1 HCR-FISH at subjective dusk and dawn timepoints. (**E**) Representative images of *pdm3* intron 1 HCR-FISH at subjective dusk and dawn timepoints in DN1 clock neurons. (**F**) Spot intensity fluorescence of the *pdm3* transcription site in DN1 clock neurons. Transcription activity of *pdm3* is higher in DN1’s at subjective dawn compared to dusk, consistent with its chromatin accessibility pattern. As *pdm3* was found to be a cycling gene specific to DN1 neurons by published single cell RNA-seq dataset [28], *pdm3* nascent mRNA was imaged in DN1 neurons instead of lLNvs. The statistical test used was a two-sided Student’s t-test. **P < 0.001. Scale bar: 2μm.

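The intron of *pdm3* (FBgn0261588, 2R, 8327490 to 8396280) holds a peak of Table S2 at 8375680 to 8376495. It had 15.2 ± 2.34 CPM at CT24 and 11.6 ± 0.301 at CT36 (SD, n = 3), and every CT24 library lay above every CT36 library (two-sided exact permutation p = 0.1, the smallest possible, limma log2 change -0.33, adjusted p = 0.392). In LD the values were 10.2 ± 2.44 at ZT0 and 9.13 ± 1.74 at ZT12 (SD, n = 4, exact permutation p = 0.514).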

To further validate our findings, we performed HCR-FISH experiments using probes a targeting an intron of another gene, *pdm3*, which is more accessible at subjective dawn than at subjective dusk. Previous single cell RNA-seq study has shown this gene is rhythmically expressed in DN1 clock neurons [28]. Our HCR-FISH experiments in DN1 clock neurons revealed that the signal from the *pdm3* intron 1 was more intense at subjective dawn compared to subjective dusk in DN1 clock neurons, suggesting higher transcription activity at subjective dawn, which is consistent with our ATAC-seq findings (**Fig 3E and 3F)**. Taken together, our study reveals that the chromatin accessibility of regulatory elements of clock-regulated genes varies between dawn and dusk, with periods of heightened accessibility coinciding with their peak expression times.

### Genes more accessible at dusk contain E-box motifs, while those more accessible at dawn contain VP-box motifs

To identify potential transcription factors that might bind to the differentially accessible peaks within clock neurons, we conducted both de novo and known motif discovery analyses using the HOMER tool [36]. 

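The sequences of the differential peaks in dm6 were searched on both strands for the palindrome CACGTG, the core E-box. Of the LD peaks more accessible at dusk, 56.4% held it (75 of 133), against 2.93% of those more accessible at dawn (8 of 273; Fisher's exact test, two-sided, p = 1.82e-35). Among 24768 other regions called in at least 2 LD libraries, 7.55% did. These regions had a median length of 275 bp and the dusk peaks one of 356 bp. In the central 200 bp of each peak, the shares were 41.4% at dusk and 0.733% at dawn. Of all 64 palindromes of 6 bases, this one had the largest difference between dusk and dawn peaks, a control added after the data were seen. The search differs from HOMER, which fits its motifs to the peaks.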

Intriguingly, we observed a substantial overrepresentation of the E-box motif [37, 38], with more than 70% prevalence, in peaks that were more accessible at dusk (**Fig 4A**). Conversely, the VP-box motif [22] was predominantly identified in peaks that were more accessible at dawn (**Fig 4A**). 

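The pattern TTAYRTAA, taken as the VP-box, occurred in 17.6% of the LD dawn peaks (48 of 273) and in 1.50% of the dusk peaks (2 of 133; Fisher's exact test, two-sided, p = 2.64e-07). It occurred in 3.99% of the other LD regions. With TTATGTAA alone the shares were 10.6% at dawn and 0% at dusk.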

The E-box motif is the target of the CLOCK and Arnt-like transcription factors, homologs to the *Drosophila* CLOCK and CYCLE proteins [37,38], while the VP-box motif can be bound by the transcription factors NFIL3 and DBP, homologs to the *Drosophila* VRILLE and PDP1 proteins [22]. Our findings indicate that peaks exhibiting increased accessibility at dusk predominantly correlate with genes regulated by the PER/CLK feedback loop, such as *per*, *tim*, *vri*, and *Pdp1*. Conversely, peaks with enhanced accessibility at dawn tend to be associated with genes regulated by the VRI/PDP1 feedback loop, such as *Clk*. These chromatin accessibility patterns correspond well with known phases of circadian gene expression [28].

**Fig 4:**
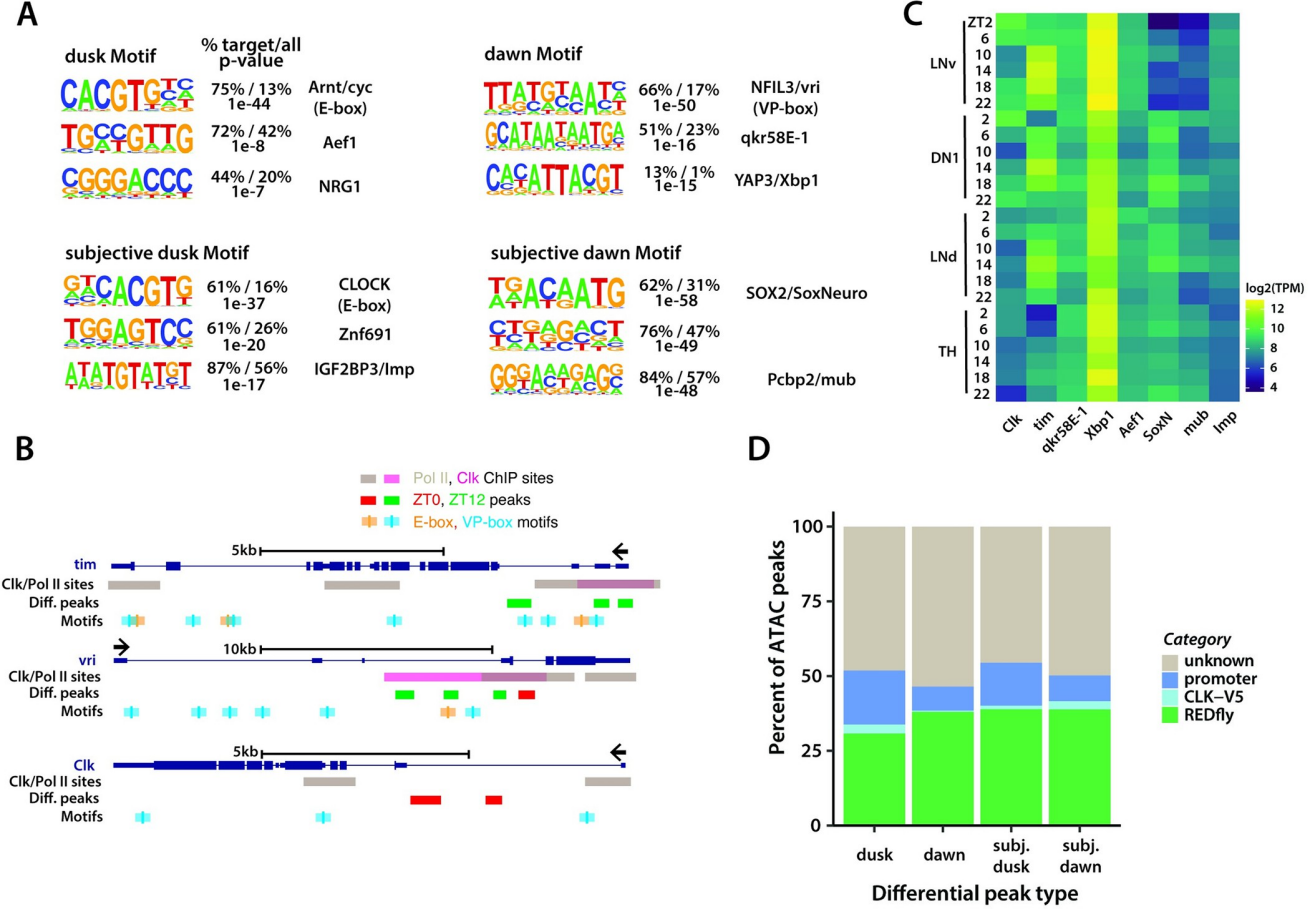
Identification of motifs and analysis of differential peaks. (**A**) De novo motif analysis of differential ATAC peaks. Peaks more accessible at dusk (ZT12/CT36) are highly enriched in E-box sequences, indicating that the corresponding regulatory elements might be directly regulated by the CLK feedback loop. Peaks more accessible at dawn (ZT0/CT24) shows different motif enrichment. ZT0 peaks are enriched in VP-box sequences while CT24 peaks are instead enriched in HMG-domain transcription factor SoxNeuro motif. (**B**) mRNA-seq expression profile of identified motif proteins in different clock neuron groups (LNv, DN1, LNd) and a control non-clock cell group (TH). Analysis was performed with publicly available data (32). (**C**) Illustration of E-box and VP-box motif sites along core clock genes *tim*, *vri*, and *Clk*. RNA polymerase II (Pol II) and CLK binding sites [42] and ATAC differential peaks (from this study) are shown. (**D**) Overlap analysis of differential ATAC peaks against known regulatory elements. ATAC peaks are first overlapped with a public database of Drosophila cis-regulatory elements [43] (REDfly). For the peaks that do not overlap, they are then overlapped with CLK-binding regions identified by a previous microarray study [42]. Finally, the unannotated peaks are overlapped with promoter regions. Overall, ~50% of differential ATAC peaks correspond to known regulatory elements.

Beyond the E-box and VP-box motifs, we discovered additional motifs linked specifically to peaks that were more accessible either at dusk or dawn. By analyzing a previously published RNA-seq dataset [28], we found that a majority of these transcription factors are expressed across various clock neuron subsets, implying that they could play a role in modulating the diurnal rhythms of essential biological functions (**Fig 4B**). Specifically, at dawn, we found motifs associated with qkr58E-1, a central component of the spliceosome machinery, and Xbp1, a central component in the unfolded protein response (**Fig 4A**). Our findings are particularly striking as past research has demonstrated that alternative splicing of numerous mRNAs crucial for processes like metabolism, cell cycle, apoptosis, and cell proliferation as well as unfolded protein response are regulated rhythmically over the circadian cycle [39,40]. Collectively, our data hint at a coordinated upregulation of vital pathways like alternative splicing and the unfolded protein response during dawn.

Under constant darkness (DD) conditions, we observed a significant enrichment of the E-box motif in peaks that were more accessible at subjective dusk, similar to our previous observations at dusk in LD conditions (**Fig 4A**). However, while in LD conditions we noted a VP-box motif enrichment at dawn, under DD conditions, SOX2 was the predominant motif at subjective dawn (**Fig 4A**). Additionally, we performed known motif analyses, but we couldn’t identify a notable presence of the VP-box motif in peaks with heightened accessibility at this subjective dawn period, suggesting that the VRI/PDP1 feedback loop might be less active or differently regulated under constant darkness conditions. 

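In DD, CACGTG was present in 43.7% of the subjective dusk peaks (73 of 167), in 8.60% of the subjective dawn peaks (56 of 651; Fisher's exact test, two-sided, p = 6.03e-24) and in 1526 of 21496 other called regions. It again ranked 1 among the 64 palindromes by its difference between dusk and dawn. The central 200 bp held it in 24.6% and 3.69% of the peaks.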

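In DD, TTAYRTAA occurred in 6.76% of the subjective dawn peaks (44 of 651) and 3.59% of the subjective dusk peaks (6 of 167; Fisher's exact test, two-sided, p = 0.149). Against the 3.63% of other called DD regions, the share at subjective dawn was higher (Fisher's exact test, p = 0.000135). Subjective dawn peaks are the longer ones, with a median of 526 bp against 257 bp, and in the central 200 bp the shares were 2.46% and 2.05% (Fisher's exact test, p = 0.481). The SOX2 motif was not searched here. From the missing VP-box, the paper proposes that the VRI/PDP1 loop is less active or differently regulated in constant darkness.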

Notably, recent studies have shown that SOX2 is expressed in adult SCN neurons and is essential for the expression of neuropeptides and maintaining ~24-hour locomotor rhythms [41]. Our results underscore the potential pivotal role of SOX2 in modulating circadian rhythms, especially under constant darkness conditions.

Next, we compared our ATAC-seq profiles with previously published CLK and RNA polymerase II (Pol II) ChIP-seq data from *Drosophila* clock neurons [42]. We observed that differential peak regions for core clock genes either align directly with or are closely adjacent to CLK and Pol II binding sites (**Fig 4C**). However, generally, less than 10% of peaks overlapped with the CLK/Pol-II regions identified by [42]. Notably, the differential ATAC peaks are predominantly located far from the CLK/Pol-II sites, with a median distance of ~30kb (**S6 Fig, see** **Discussion**). Furthermore, we investigated the overlap of differential peaks identified in our ATAC-seq experiments with other established regulatory elements. This included cis-regulatory elements highlighted in a prior circadian study [42] as well as entries from the REDfly database, which is a dedicated repository for transcriptional regulatory elements in Drosophila [43]. We also performed overlap analysis between our differential ATAC-peaks overlap with characterized insulator sites bound by CTCF, SU(HW), BEAF-32 [44–46]. We found that 11.3% of the subjective dusk/dawn peaks and 4.2% of the dusk/dawn peaks overlap with insulator sites. Overall, our analysis revealed that ~50% of the differential peaks overlap with known regulatory elements (**Fig 4D and S2 Table**). Our results reveal that genes with heightened accessibility at dusk are predominantly regulated by the PER/CLK loop through E-box motifs [37,38], whereas genes with increased accessibility at dawn likely fall under the regulatory domain of the VRI/PDP1 loop, mediated by VP-box motifs [22].

### Chromatin accessibility rhythms correlate with mRNA expression rhythms observed in clock neurons

To assess the relationship between rhythms in chromatin accessibility and gene expression within clock neurons, we compared our ATAC-seq findings with data from a previously published single-cell RNA-seq study [28]. Our analysis revealed that between 30–40% of genes displaying rhythms in chromatin accessibility also show cycling patterns in their transcript levels across different clock neuron clusters (**Fig 5A**). Remarkably, despite our ATAC-seq being a bulk procedure that captures all clock neurons, we were able to identify rhythmic chromatin accessibility in genes expressed specifically within smaller subsets of clock neurons. Furthermore, our data highlighted a significant presence of genes linked to the DN1p clock neuron group (**Fig 5B**). This aligns with prior observations indicating a higher prevalence of DN1p neurons in the brain compared to other clock neuron groups [28].

**Fig 5:**
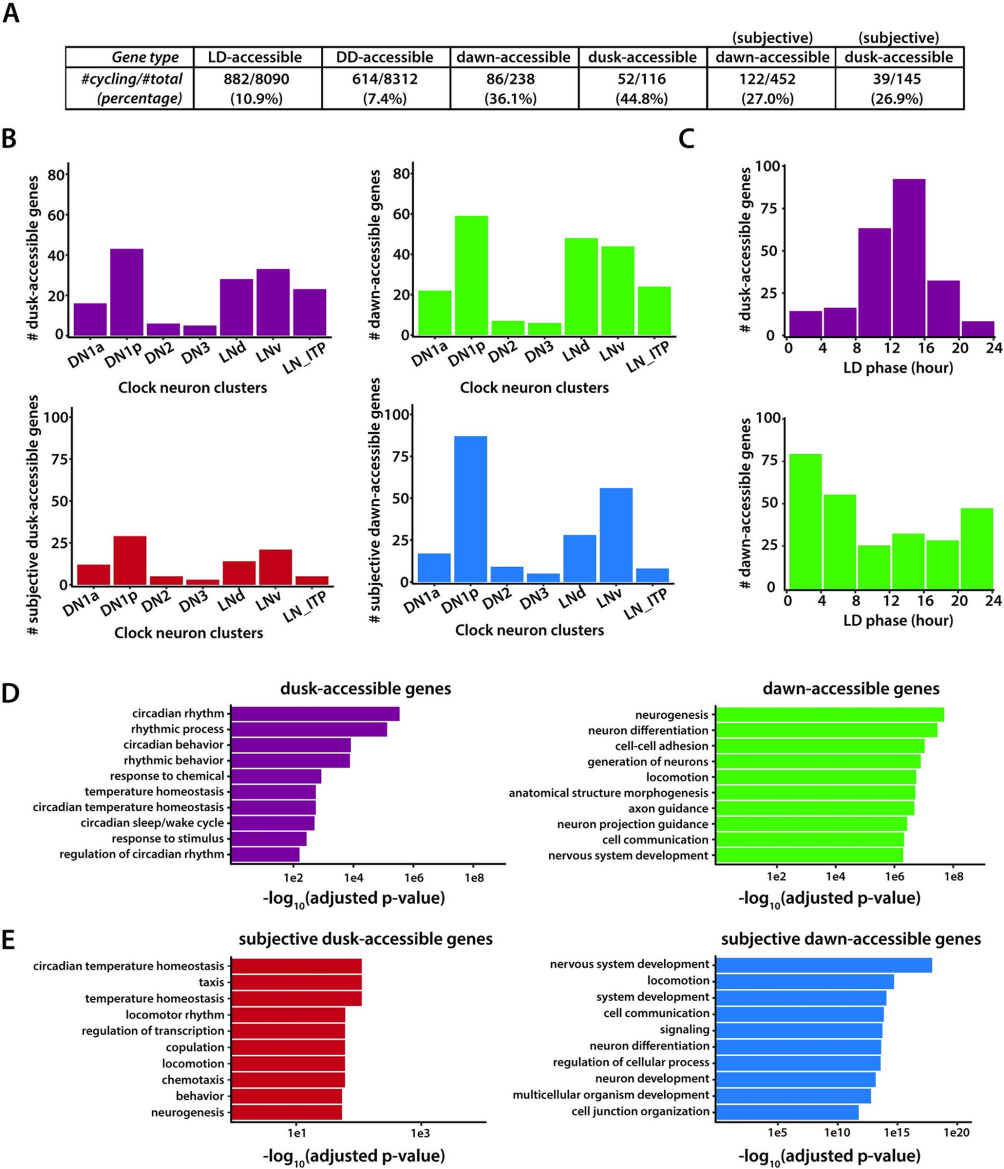
Correlation between gene expression and chromatin accessibility in clock neurons. (**A**) Table showing overlap between scRNA-seq data set [28] and our ATAC-seq dataset. For genes with any ATAC peak (i.e., genes that are accessible in clock neurons), a small percentage of them are found to be cycling in scRNA-seq dataset (10.9% and 7.4% under LD and DD conditions, respectively). For genes with differential ATAC peaks, overlap percentage increases to 36%/45% under LD and 27% under DD conditions. Analysis was performed with publicly available data [28]. (**B**) Distribution of genes with differential ATAC peaks under LD and DD conditions among all the scRNA-seq clock neuron clusters. (**C**) Distribution of phases for peak expression for genes that were more accessible at dawn or dusk. Dawn-accessible genes tend to reach peak transcript levels around ZT0, while dusk-accessible genes tend to reach peak transcript levels around ZT12, indicating strong correlation between chromatin accessibility and transcription. Individual genes may be cycling in multiple clock neuron clusters with different phases and all phases are plotted. (**D**) Ontology enrichment of genes that were more accessible at dusk or dawn. (**E**) Ontology enrichment of genes that were more accessible at subjective dusk or subjective dawn. To remove trivial enrichment terms from pan-neuronal genes, a custom background set of all clock-neuron accessible genes is used.

Importantly, our ATAC-seq findings reveal a congruence between the phases of higher chromatin accessibility and peak RNA expression as reported in prior RNA-seq studies [32]. Specifically, while genes with heightened chromatin accessibility at dusk (ZT12) typically achieve their peak mRNA expression between ZT12 and ZT16, those most accessible at dawn (ZT0) tend to peak between ZT0 and ZT4 (**Fig 5C**). This coherence between enhanced chromatin accessibility and peak gene expression underscores the significance of chromatin dynamics in orchestrating rhythmic gene transcription in clock neurons. The variations in the phases of peak mRNA expression for some genes that we observed could be due to the influence of post-transcriptional regulation [47,48].

Finally, gene ontology (GO) enrichment analysis revealed that genes with heightened chromatin accessibility at dusk show a significant enrichment for circadian rhythms (**Fig 5D and 5E**). In contrast, genes specifically more accessible at dawn were predominantly associated with processes like neuronal structure morphogenesis and axon guidance (**Fig 5D and 5E**), hinting at an upregulation of these processes in the day’s early hours. These findings are consistent with previous research demonstrating that small ventrolateral neurons (sLNvs), a group of clock neurons, experience daily structural changes leading to more intricate branched projections during the early day compared to the early night [49]. To sum up, we found that phases of heightened chromatin accessibility in clock neurons align closely with phases of peak gene expression, underscoring the intricate relationship between chromatin dynamics and rhythmic gene expression within clock neurons.

### Chromatin accessibility rhythms are abolished in the arrhythmic *per*^*01*^ null mutants

We next sought to determine whether a functional clock is required for generating rhythms in chromatin accessibility in clock neurons. To address this, we performed ATAC-seq experiments on FAC-sorted clock neurons from *per*^*01*^*;Clk-GAL4;UAS-GFP-NLS* flies [26] at two timepoints on the second day of constant darkness (DD2), subjective dawn (CT24) and subjective dusk (CT36). 

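The *per*01 mutants lack PER and with it a working clock. Their GFP-positive clock neurons gave 4 libraries at CT24 and 4 at CT36, and their GFP-negative cells 4 libraries without a labelled time. The labels describe hemizygous males, while the paper's text describes flies of both sexes. The authors called peaks as for wild type, and the names of the peaks in replicates 2 to 4 of each group carry another prefix than those of replicate 1 and of all wild-type libraries, so replicates 2 to 4 may have been processed apart. The CT24 libraries had 5.15 to 9.03 M tags (median 8.66 M) and the CT36 libraries 4.18 to 12.2 M (median 6.08 M), with medians below those of wild type in DD. Non-clock cells had 16.7 to 28.8 M tags (median 18.5 M). Tags at summits, regions and tests were as for wild type. A test of *per*01 against wild type has no labelled batch to set apart from the genotype, so a technical difference between the sets of libraries is not excluded in it.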

Notably, in stark contrast to the wild-type condition where we observed 818 differentially accessible chromatin regions between subjective dawn and subjective dusk, we detected no differentially accessible regions between these timepoints in the *per*^*01*^ mutant flies. Furthermore, the ATAC profiles for core clock genes in the *per*^*01*^ mutants at both timepoints closely resembled the wildtype’s subjective dusk profile, indicating that these genes remain more accessible in the absence of a functional clock (**Fig 6A and 6D**).

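Between CT24 and CT36 of *per*01, 0 of 18528 regions passed an adjusted p of 0.1 (limma with Benjamini-Hochberg adjustment), and 530 had a p below 0.05 before adjustment, where 926.4 are expected by chance. The voom method of limma gave 1. All libraries of one time lay above all of the other in 1.99% of the regions, where chance gives 2.86%. Without CT36 replicate 1, 9 regions passed, and without CT24 replicate 3, 3 did. In simulated libraries of this depth and spread, 67.7% of changes of 2-fold and 38% of changes of 1.5-fold (0.58 on the log2 scale) were found. The method found fewer in real libraries. Of 112 LD dusk regions with a median log2 change of 0.66 from ZT0 to ZT12, 5 passed. Of 224 LD dawn regions with a median of -0.63, 6 passed. The simulated shares may thus overstate what could be found in *per*01. With the wild-type DD libraries thinned to the depth of the *per*01 libraries, 82 to 154 regions passed (median 129 over 20 draws).

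A difference between the genotypes in the change over time was tested by itself. In one limma fit of the 4 groups, 12 of 22986 regions passed an adjusted p of 0.1 for the interaction, of which 11 had no call in at least 1 library, and 0 passed with those libraries at the limit of their local background. Over the 167 subjective dusk peaks, the median log2 change from CT24 to CT36 was 0.49 in wild type and 0.00 in *per*01, a difference of -0.48 (exact permutation of the genotypes within each time, two-sided, p = 0.0114; adjusted p = 0.0229 by Benjamini-Hochberg over 4 lists). These peaks were chosen on the same wild-type libraries. The 133 dusk peaks were chosen in LD, and over them the change was 0.52 in wild type and 0.01 in *per*01 (difference -0.51, exact permutation p = 0.00898, adjusted p = 0.0229). Over the 651 subjective dawn peaks the changes were -0.47 and -0.05 (exact permutation p = 0.0922), and over the 273 dawn peaks -0.24 and 0.02 (exact permutation p = 0.212).

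**Figure D1:**
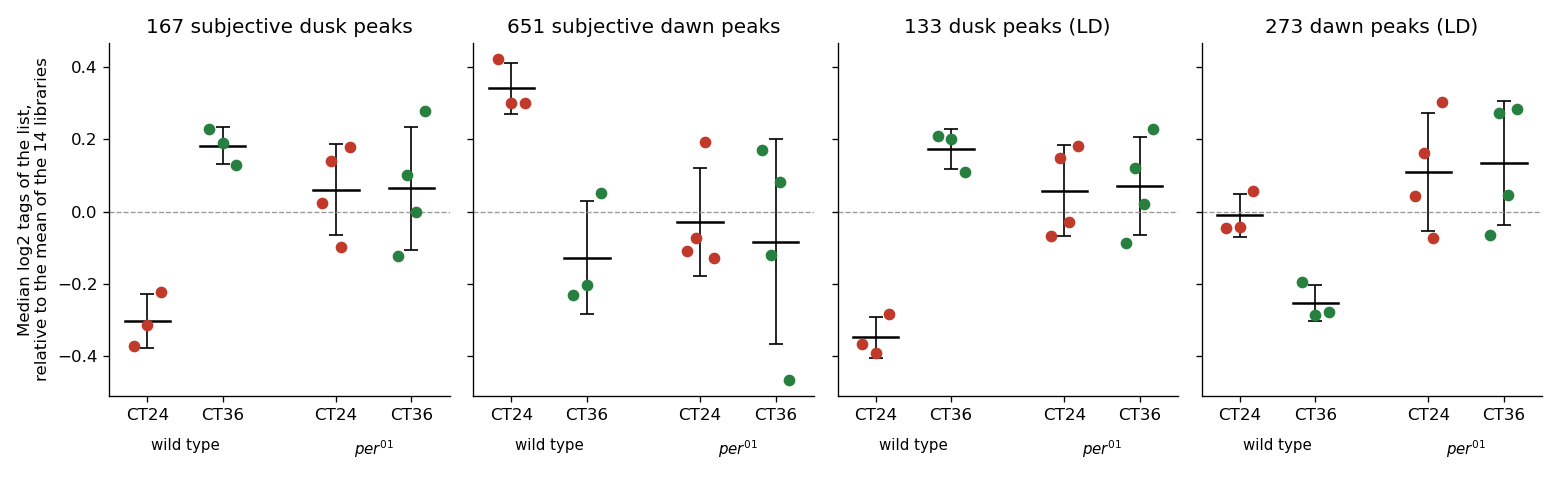
Median log2 tags of the peaks of each Table S2 list, relative to the mean of the 14 libraries, in each wild-type and *per*01 clock neuron library at CT24 (red) and CT36 (green), scaled by the median of ratios. Circles are libraries and bars the mean ± SD. Over the 167 subjective dusk peaks, chosen on these wild-type libraries, wild type changed by 0.49 from CT24 to CT36 and *per*01 by 0.00. Over the 133 dusk peaks, chosen in LD, the changes were 0.52 and 0.01.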

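In *per*01 the peak at the first transcription start of *tim* had 10.8 ± 0.660 CPM at CT24 and 11.9 ± 2.06 at CT36 (SD, n = 4, two-sided exact permutation p = 0.314). At CT24 that is 2.07 times the wild-type value (limma log2 difference 0.99, standard error 0.14, adjusted p = 0.00306). The *vri* intron peak had 18.2 ± 2.28 and 18.9 ± 2.67 (SD, n = 4), and 2.09 times the wild-type value at CT24 (limma adjusted p = 0.000859). At CT36 the *tim* and *vri* peaks had 1.33 and 1.41 times the wild-type values (exact permutation p = 0.0857 and 0.0571, limma adjusted p = 0.446 and 0.174). The *per* intron peak had 9.46 ± 1.27 and 10.3 ± 2.18 (SD, n = 4). Its CT24 value was 2.27 times that of wild type, where 1 library had no call (exact permutation p = 0.0286, limma adjusted p = 0.0549). The *Pdp1* intron peak at 7833692 had 23.1 ± 2.03 and 21.2 ± 2.91 CPM (SD, n = 4, limma adjusted p = 0.00252 against wild type at CT24). None of the 24 peaks that Table S2 assigns to *tim*, *per*, *Clk*, *vri*, *Pdp1* and *pdm3* separated the times in *per*01. Several of them are the same place listed for LD and again for DD, so they are fewer than 24 separate measurements. From the likeness of both times to the wild type at subjective dusk, the paper concludes that these genes remain more accessible without a functional clock.

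**Figure D2:**
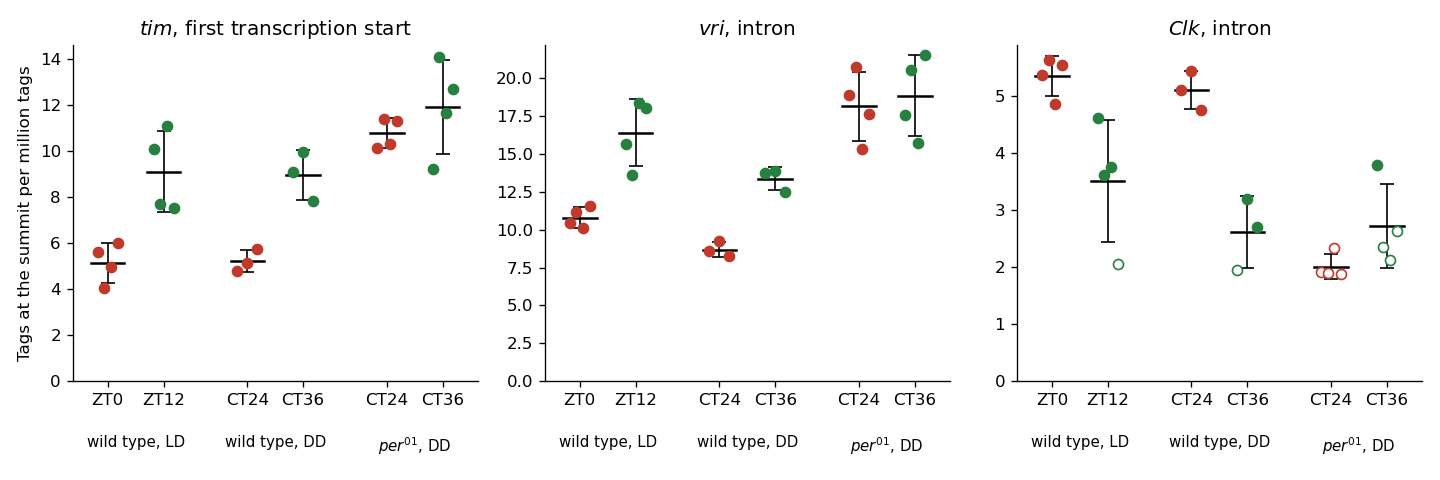
CPM at the summit of 3 peaks in each clock neuron library, at dawn (ZT0, CT24, red) and dusk (ZT12, CT36, green) in wild type and *per*01. Circles are libraries, open where no peak was called and the lowest called number of tags stands in, and bars are the mean ± SD. At *tim* and *vri*, both *per*01 timepoints lie above wild type at CT24.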

**Fig 6:**
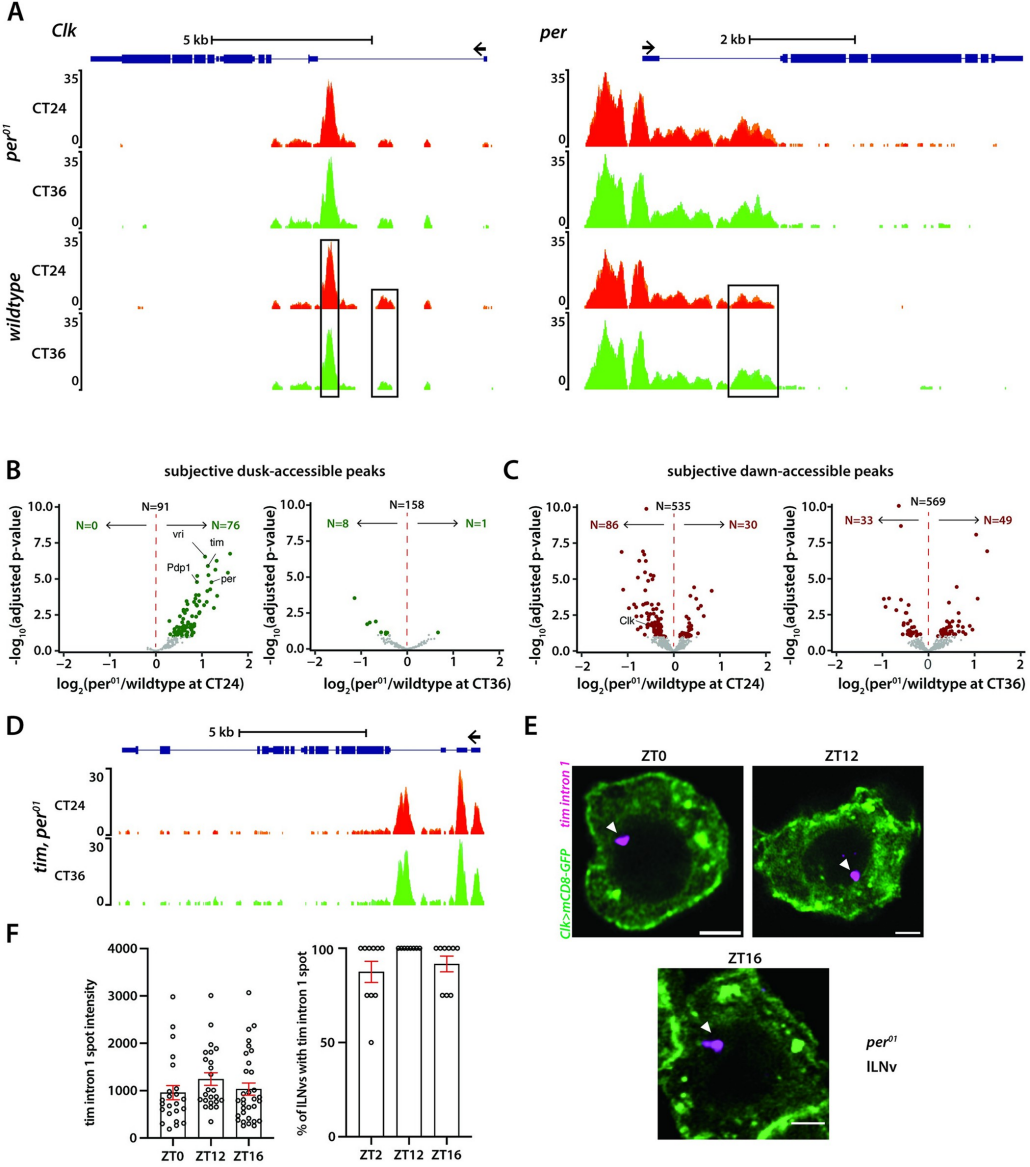
Chromatin accessibility rhythms are abolished in arrhythmic *per*^*01*^ null mutants. (**A**) ATAC signal pile-up tracks of *Clk* and *per* gene loci in clock neurons from *per*^*01*^ mutants at subjective dawn and dusk. As showcased here and by a genome-wide differential analysis, no differential accessibility is identified between subjective dawn and subjective dusk in *per*^*01*^ mutants. Peaks that are differentially accessible in wildtype are marked by black boxes. (**B-C**) Volcano plots of differential peaks comparing *per*^*01*^ to wildtype at subjective dawn and subjective dusk timepoints. (**D**) ATAC signal pile-up tracks of *tim* locus in clock neurons from *per*^*01*^ mutants at subjective dawn and dusk. (**E-F**) Representative images of *tim* intron HCR-FISH (E) and quantification of fluorescence intensity and percentage of lLNv clock neurons with the transcription spot in *per*^*01*^ mutants at dawn (ZT0) and dusk timepoints (ZT12, ZT16) (F). The statistical test used was a two-sided Student’s t-test, no significance was detected. Scale bar: 2μm.

Of the 818 peaks with differential accessibility found in wild-type settings, 167 peaks were more open at subjective dusk, whereas 651 were more open at subjective dawn (**Fig 2C**). In *per*^*01*^ mutants, many of these 167 subjective dusk peaks, especially those linked to core clock genes, exhibited increased accessibility at CT24 compared to the wildtype (**Fig 6B**). Notably, almost none showed reduced accessibility in the *per*^*01*^ mutants compared to wildtype at this timepoint. Moreover, when comparing the *per*^*01*^ mutants to wild-type conditions at subjective dusk (CT36), there were no significant differences in chromatin accessibility (**Fig 6B**). Together, our data suggest that the PER protein plays a pivotal role in facilitating dawn chromatin compaction, and clock-regulated genes remain in a consistently "open" state throughout the circadian cycle in the absence of a functional clock.

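Of the 167 subjective dusk peaks, 163 were tested at CT24, and their median log2 difference between *per*01 and wild type was 0.33. At an adjusted p below 0.1 (limma with Benjamini-Hochberg adjustment over all 20406 regions), 51 were higher in *per*01 and 1 was lower. The number of higher ones ranged from 16 (without wild-type CT24 replicate 1) to 62 (without *per*01 CT24 replicate 3) over the alternatives. Adjusted over the list alone, 79 were higher and 1 lower, which is not independent evidence, because the list was chosen on the same wild-type libraries. In 200 simulations without any difference of genotype, that choice gave medians from 0.23 to 0.33. The 133 dusk peaks, chosen in LD, do not share libraries with this comparison. Their median difference was 0.36 over 86 regions, of which 31 were higher and 0 lower, and the library medians were 0.20 ± 0.10 in *per*01 (SD, n = 4) and -0.25 ± 0.10 in wild type (SD, n = 3, exact permutation, two-sided, p = 0.0286). Over all regions, 730 were higher and 853 lower in *per*01.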

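At CT36, 166 of the 167 peaks were tested. Their median log2 difference between *per*01 and wild type was -0.16, with 0 higher and 3 lower at a limma adjusted p below 0.1. The choice of the list alone gave medians from -0.35 to -0.22 in 200 simulations without a difference of genotype. The library medians were -0.04 ± 0.17 in *per*01 (SD, n = 4) and 0.08 ± 0.05 in wild type (SD, n = 3, exact permutation, two-sided, p = 0.314). The 133 dusk peaks of LD had a median of -0.09, with 1 higher and 3 lower of 94, and 0.01 with CPM. Over all 19964 regions tested at this time, 151 were higher and 150 lower in *per*01.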

Next, we examined how the 651 peaks which were more accessible at subjective dawn in wild-type flies are affected in *per*^*01*^ mutants. 

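The weaker *Clk* intron peak (3L, 7772223 to 7772612) was called in 3 of 3 wild-type libraries at CT24 and in 0 of 4 of *per*01. Libraries of *per*01 without a call could hold up to 3.09 CPM there, under the wild-type mean of 5.10 ± 0.34 (SD, n = 3). The limma log2 difference was -1.34 (standard error 0.19, adjusted p = 0.00256) and depends on the value given to a missing call. The stronger *Clk* intron peak (3L, 7770407 to 7771147) is on the LD list only, and its wild-type change from CT24 to CT36 did not exceed the spread. It therefore does not test a loss at a subjective dawn peak. No difference between the genotypes exceeded the spread there at CT24, with 23.3 ± 0.542 CPM in *per*01 (SD, n = 4, two-sided exact permutation p = 0.629, limma adjusted p = 0.859).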

We observed that peaks associated with the *Clk* gene displayed diminished accessibility at CT24 in the absence of PER, consistent with previous findings of reduced *Clk* mRNA levels in *per*^*01*^ mutants [50] (**Fig 6C**). Yet, a comparative analysis between wildtype and *per*^*01*^ conditions for other peaks did not follow a consistent pattern; some peaks displayed heightened accessibility in *per*^*01*^, while others were less accessible (**Fig 6C**). Thus, while PER protein plays a specific and significant role in regulating chromatin accessibility of *Clk*, its regulatory control over other dawn-activated genes seems more nuanced, suggesting a possible indirect and context-dependent regulatory mechanism.

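At CT24, 643 of the 651 subjective dawn peaks were tested, and their median log2 difference between *per*01 and wild type was -0.37. Of these, 216 were lower in *per*01 and 1 was higher (limma with Benjamini-Hochberg adjustment over all regions, adjusted p below 0.1), and 386 and 5 when adjusted over the list alone. The choice of the list on the same wild-type libraries gave medians from -0.25 to -0.20 in 200 simulations without a difference of genotype. The number of lower peaks ranged from 60 to 349 over the alternatives, and 1 or 2 were higher in each. At CT36 the median was 0.03 over 629 peaks, with 8 higher and 1 lower. The choice of the list alone gave 0.20 to 0.26 at that time, so a median near 0 does not show that the genotypes were alike. The 273 dawn peaks of LD, chosen on other libraries, had a median of 0.14 at CT24 (13 higher and 10 lower of 236) and 0.38 at CT36 (10 higher and 0 lower of 221). Adjusted over this list alone, 14 were higher and 10 lower at CT24, and 60 were higher and 0 lower at CT36. The library medians gave a two-sided exact permutation p of 0.0571 at CT36.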

As our findings indicate that the lack of PER renders the chromatin of clock-regulated genes more accessible, we asked if this leads to higher transcription of clock-regulated genes at both dawn and dusk. To test this, we employed HCR-FISH to visualize nascent *tim* mRNA transcripts in *per*^*01*^ background. Unlike the wild-type scenario (**Fig 3B and 3D**), we observed no significant difference in the fluorescence intensity of the *tim* ‘intron spot’ between dusk and dawn timepoints in *per*^*01*^ mutant flies (**Fig 6E and 6F**). Moreover, nearly all clock neurons in *per*^*01*^ mutant flies exhibited a *tim* ‘intron spot’ at both dawn and dusk timepoints (**Fig 6E and 6F**), suggesting that *tim* is expressed at high levels throughout the day in the absence of a functional clock. To sum up, our results indicate that a functional clock is essential for the chromatin compaction of clock-regulated genes during the repression phase, which is required for generating ~24-hour gene expression rhythms.

### Differential chromatin accessibility in non-clock cells

We asked whether we could identify any differentially accessible peaks between dawn and dusk timepoints in GFP-negative cells, which include a diverse set of neurons and glial cells in the brain. Interestingly, we detected a small group of differentially accessible peaks that were more accessible at dusk (ZT12), a period typically associated with sleep in flies, in comparison to dawn (ZT0) (**Fig 7A and 7B**). This suggests that these regulatory elements might be more accessible across a broad range of neurons in the brain during dusk. These peaks are associated with a select group of genes, including the eukaryotic translation initiation factor (*eIF5B*), Ecdysone-induced protein 75B (*Eip75B*), Shaker (*Sh*), Vrille (*vri*), and *CG31140* (**Fig 7A and 7B**). Given the crucial role of eIF5B in translation initiation, our results suggest a potential upregulation in translation activity during dusk, which aligns with previous studies that showed an accumulation of messenger RNAs and proteins related to translation during the sleep phase [51]. The vrille gene, required for both development [52] and circadian rhythms [53], encodes a transcriptional repressor and is known to be widely expressed in the brain. We found that ATAC-peaks linked to the vrille gene exhibited heightened accessibility at dusk not just within clock neurons but also in other brain neurons (**S4D Fig**). We also observed increased accessibility at dusk in sites connected to CG31140, a lipid kinase essential for the ATP-driven phosphorylation of diacylglycerol (DAG) to yield phosphatidic acid [54], hinting at temporal regulation of lipid signaling pathways.

**Fig 7:**
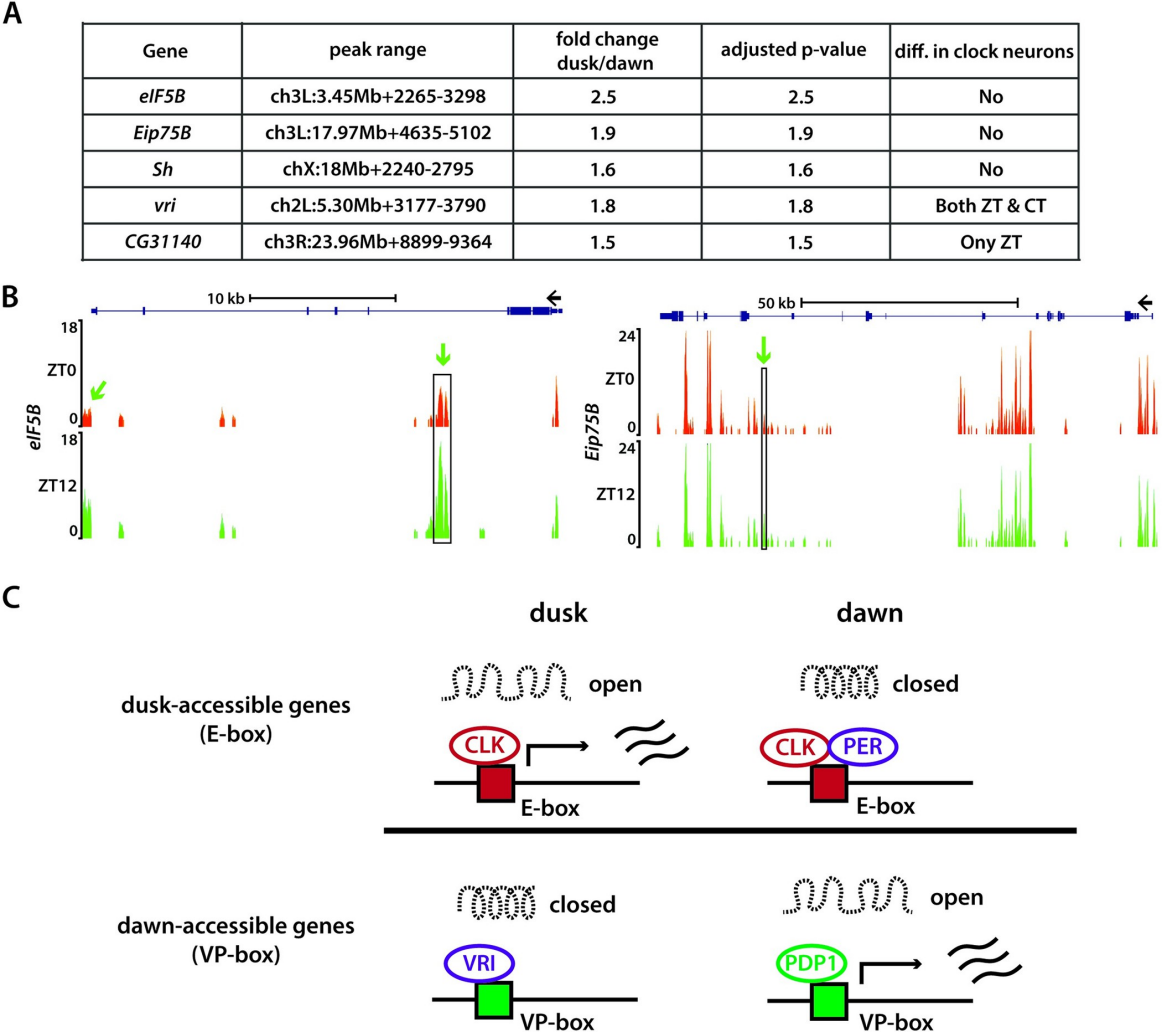
Differential chromatin accessibility in non-clock cells and model. (**A**) Summary table of differential peaks identified in non-clock cells at dusk compared to dawn. (**B**) ATAC signal pile-up tracks of *eIF5B* and *Eip75B* gene loci in non-clock cells at dawn and dusk. Differentially accessible peaks are marked in black boxes. (**C**) Summary of our model. Chromatin accessibility of regulatory elements of clock-regulated genes varies at dawn and suck timepoints over the circadian cycle. E-box containing genes, such as *per* and *tim*, were typically more accessible at dusk, while VP-box containing genes, such as *Clk*, were typically more accessible at dawn.

Interestingly, our analysis revealed enhanced accessibility in the regulatory regions of two key sleep-regulating genes, Shaker and Eip75B [55–57], during dusk—a period when flies are naturally asleep—compared to dawn. The Shaker gene, responsible for encoding a voltage-gated potassium channel [58], plays a critical role in modulating the excitability of neurons and mutations in Shaker have been linked to disrupted sleep behaviors, including shorter sleep and more fragmented sleep patterns [55,56]. Recent studies have shown that the ecdysone receptor (EcR) and its downstream nuclear hormone receptor Eip75B (E75) influence the timing and duration of sleep [57]. Furthermore, Eip75 has been identified as a high-confidence cycling gene in several RNA-seq studies [59,60], with its mRNA expression phase reported to vary across different clock neuron types, spanning from ZT6 to ZT12. Intriguingly, our research reveals that the regulatory regions of Eip75 also display diurnal accessibility patterns in non-clock cells, being twice as accessible at dusk as compared to dawn.

To further delve the question of differential chromatin accessibility in GFP-negative cells, we focused on testing whether the transcriptional activity of the Shaker gene exhibits variation between dawn and dusk in non-clock cells. Specifically, we employed the fru-GAL4>mCD8-GFP marker to label courtship neurons in the brain [29]. We note that a small portion of fru-positive neurons are also recognized as clock neurons [28]. Nevertheless, we made certain that our imaging was confined to the non-clock neurons identified by the fru-GAL4 driver, leveraging their distinct anatomical features for precise selection. We designed HCR-FISH probes targeting each of the seven different introns within the Shaker gene, and identified that probes targeting Shaker intron 4 revealed a unique transcription spot within the nucleus. Our findings indicate that the intensity of the FISH signal for the Shaker intron does not significantly vary between dawn and dusk in fru-positive neurons (**S7 Fig**). This suggests that the pre-mRNA levels of Shaker do not oscillate from dawn to dusk in this specific set of non-clock neurons (Fru-positive neurons). It is possible that other subset of neurons might display rhythms in Shaker transcription from dawn to dusk, which remains to be determined. Future studies could shed light on whether the regulatory regions of the Shaker gene exhibit differential accessibility at dawn versus dusk within a particular subset of brain cells, and if this variation contributes to rhythmic transcription patterns.

## Discussion

Biological clocks are regulated by clock proteins that participate in complex feedback loops, which ensure the timely expression and repression of specific genes that aligns with the day-night cycle. Our study introduces an additional layer of complexity to this understanding. We have unveiled how clock proteins coordinate rhythms in chromatin accessibility across the regulatory elements of numerous clock-regulated genes in *Drosophila* clock neurons, which might be vital for the establishment of approximately 24-hour rhythms in mRNA expression (**Fig 7C**). Our results suggest that differences in chromatin accessibility could be a key factor that contributes to the observed heterogeneity in circadian gene expression within clock neurons. A recent study on mouse liver cells has demonstrated similar dynamic changes in the accessibility of the liver genome throughout the day [61]. This convergence of findings—both in Drosophila and mammals—underlines the universality and importance of chromatin accessibility in shaping circadian rhythms.

### Chromatin accessibility rhythms in clock neurons and non-clock cells

This study represents the first investigation into the dynamics of chromatin accessibility genome-wide in FAC-sorted Drosophila clock neurons. Typically, ATAC-seq requires tens of thousands of cells to assess chromatin accessibility. Considering the Drosophila brain has only ~150 clock neurons, conducting ATAC-seq experiments with such a scarce cell population posed significant technical challenges. In this study, we successfully overcame these challenges and conducted ATAC-seq experiments on ~2000 FAC-sorted Drosophila clock neurons. Our study identified two distinct gene sets based on their chromatin accessibility patterns: one set has regulatory elements that were more accessible at dusk, while the other set has regulatory elements more accessible at dawn. Motif analysis revealed that genes with heightened accessibility at dusk possessed E-box motifs [37,38], suggesting they might be governed by the PER/CLK loop. In contrast, genes more accessible at dawn possessed VP-box motifs [22], suggesting they might be controlled by the VRI/PDP1 loop. In addition to the E-box and VP-box motifs, we identified other motifs uniquely associated with chromatin peaks exhibiting heightened accessibility at either dusk or dawn. Intriguingly, peaks with heightened accessibility at dawn were associated with motifs tied to alternative mRNA splicing and the unfolded protein response. These findings align with prior studies and emphasize the cyclical regulation of processes like alternative splicing and the unfolded protein response over the circadian cycle [39,40].

In our analysis of chromatin accessibility in GFP-negative (non-clock) cells, we made an intriguing observation that regulatory regions of a small set of genes exhibited increased accessibility at dusk compared to dawn. This suggests a unique temporal regulation in the chromatin landscape of these specific genes across non-clock cells in the brain during the day-night cycle. It’s worth noting that the opposite scenario–peaks being more accessible at dawn than at dusk in non-clock cells–was not observed. Given that flies are diurnal creatures, sleeping during the lights-off phase from ZT12 to ZT0, it would be intriguing to investigate whether these changes in chromatin accessibility contribute to the regulation of sleep patterns, behaviors, or other physiological processes during their sleep phase. Furthermore, it’s intriguing to consider how these rhythms might emerge without a traditional clock mechanism and to discern the influence of ambient light, or its absence, on these chromatin accessibility patterns.

### Chromatin accessibility correlates with peak mRNA expression in clock neurons

The relationship between chromatin structure and gene expression can be intricate and multifaceted, as various factors, such as the timed presence of specific transcription factors during the circadian cycle, epigenetic alterations, and the spatial organization of the nucleus, might all modulate gene expression. Interestingly, our research demonstrates that a significant 30–40% of genes displaying circadian rhythms in chromatin accessibility also show oscillations in transcript levels among various clock neuron clusters. This underscores the crucial interplay between chromatin dynamics and gene transcription in the case of clock-regulated genes in clock neurons. This is especially striking considering the central role post-transcriptional regulation plays in shaping ~24-hour circadian rhythms [47,48].

Circadian regulation has been shown to be largely cell- and tissue-specific in both *Drosophila* and mammalian clock neurons [28,62]. In most cases, only transcripts of core clock genes and a handful of other genes demonstrate consistent cycling across all clock neuron groups. While many mRNAs showed cyclical patterns in single-cell RNA-sequencing studies [28], these patterns were often absent in the wider context of fly head or brain mRNA [63]. However, our ATAC-seq method proved effective in detecting rhythmic chromatin accessibility in gene regulatory regions, even if rhythmic expression was limited to a small subset of clock neurons.

We performed analysis to assess how our differential ATAC-seq peaks overlapped with regulatory elements characterized in other studies including CLK/Pol-II regions [42], REDfly database [43], and insulator sites [44–46]. Our analysis revealed that ~50% of the differential peaks overlap with known regulatory elements, however, only ~10% of peaks overlapped with the CLK/Pol-II regions. The minimal overlap between these two sets of peaks is intriguing. The discrepancy could arise from the fact that our data were sourced from FACS-sorted clock neurons, whereas the datasets involving CLK/Pol-II were derived from whole head extracts that included cells expressing ectopically tagged CLK protein and employed microarray technology [42].

### Transcriptional dynamics of Timeless gene

Prior research has demonstrated that the frequency of transcriptional bursting is dependent on the rate of successful binding events at sites near the transcription start site [64]. Prolonged binding of transcription factors at a specific promoter can increase the probability of forming a pre-initiation complex, potentially triggering several rounds of transcription and thus enhancing both the frequency and magnitude of transcriptional bursts. Increased chromatin accessibility of the Timeless gene during its activation phase might facilitate extended binding of CLK transcription factors, thereby elevating both the frequency and size of transcriptional bursts at dusk. On the other hand, during the repression phase, CLK binding to the promoter region might become less stable and more stochastic, due to the chromatin being more compacted. Consequently, fewer than 50% of the clock neurons exhibited transcriptional bursts, which are also characterized by significantly reduced sizes. Notably, during the activation phase at dusk, we observed a widespread ATAC signal encompassing the entire gene body of Timeless, a phenomenon absent during the repression phase at dawn. The dynamics of transcriptional bursts can be affected by a range of factors, including chromatin accessibility and the proximity between promoters and enhancers.

### How might PER protein drive chromatin compaction during the repression phase?

Past studies have shown that the activators, CLOCK and BMAL1, interact with histone acetlytransferases (HATs) such as p300 and CBP [65], as well as the methyltransferase MLL1 [66], to promote acetylation and methylation of histones, respectively, to promote an open chromatin state to facilitate transcription. Intriguingly, CLOCK has also been reported to have intrinsic HAT activity [67]. On the other hand, PER/CRY complex is known to be a large macromolecular complex composed of at least 25 proteins [68,69]. PER protein has been shown to recruit several transcriptional repressor complexes, such as Mi-2/nucleosome remodelling and deacetylase (NuRD) [70], SIN3-HDAC [71], and Hp1γ–Suv39h histone methyltransferase [72], as well as RNA helicases DDX5 and DHX9 [73], to target genes to promote repression. The interaction of PER with these transcriptional repressor complexes may promote chromatin compaction, essential for the effective silencing of target genes and the creation of rhythmic gene expression patterns vital to circadian regulation. Subsequent studies could delve deeper into the molecular mechanisms controlling chromatin accessibility rhythms within clock neurons.

Chromatin accessibility plays a critical role in regulating gene expression and determining cell fate. As animals develop, distinct DNA regions become variably accessible to transcriptional machinery, ensuring timely and appropriate gene expression at the right stages of development [3,4]. Although chromatin configuration, typically set during development, tends to remain stable throughout the lifespan of the cell [3,4], our research presents divergent findings in clock neurons. Our research uncovers a dynamic chromatin landscape in Drosophila clock neurons: chromatin accessibility of regulatory elements of clock-regulated genes is not static but rather oscillates within a 24-hour day, is dependent on a functional clock, and this rhythmic pattern recurs daily.

## Materials and methods

### Fly stocks

Flies were raised on standard cornmeal/yeast media and maintained at room temperature (20 to 22°C) under a 12h:12h LD schedule. The following flies used in the study were previously described or obtained from the Bloomington Stock Center: *Clk-GAL4* [27], *per01* [26]. Flies were entrained to Light-Dark (LD) cycles where they were exposed to 12-hour Light-Dark (LD) cycles for 5–7 days, followed by a shift to complete darkness (DD) for another 6–7 days. The initiation of the light phase is labeled as Zeitgeber Time (ZT) 0, while ZT12 signifies the beginning of the dark period. When referencing the times in the continuous darkness phase, we use Circadian Time (CT)—with CT24 (subjective dawn) marking the time when lights would have been turned on and CT36 (subjective dusk) the time when lights would have been turned off in second day of darkness (DD2). The labels DD1 and DD2 represent the first and second days of complete darkness, respectively. To make the UAS-GFP-NLS fly lines, coding sequences of GFP-NLS-tetR fusion protein was synthesized and cloned into UAS expression plasmid pJFRC-MUH (Addgene #26213) by GenScript Biotech, and this plasmid was microinjected into phiC31 integrase line with docking site attP40.

### Hybridization Chain Reaction Fluorescence In Situ Hybridization (HCR-FISH)

To perform Hybridization Chain Reaction Fluorescence In Situ Hybridization (HCR-FISH) in whole-mount Drosophila brains, we adapted our previous protocol on single molecule RNA-FISH [74]. Probes and amplifier hairpins were synthesized by Molecular Instruments. In our HCR-FISH protocol, the amplification step was done for ~15 hours, which is slightly longer than the duration recommended by Molecular Instruments Inc. This amplification duration has been determined to be optimal for conducting intron-specific HCR-FISH experiments. Furthermore, due to the compact size of introns, we were limited to designing around five probes per intron. This number is significantly below the preferred "quantitative probe set" size of at least 20 probes. For our HCR-FISH experiments, we housed the flies in density-regulated food vials, each containing 4 females and 4 males. They were acclimated in incubators for 5–7 days. All imaging tests were conducted on male or female flies aged between 5–7 days. Notably, there were no observable differences in the outcomes of our experiments between genders. Specific fly genotypes and Zeitgeber Time (ZT) details are provided in the accompanying Fig legends. To express transgenes in the brain’s clock neurons, we employed the GAL4/UAS system. We captured our images using the Zeiss LSM800 confocal microscope, equipped with an AiryScan super-resolution module that offers 125 nm lateral and 350 nm axial resolution. Imaging was done utilizing a 63x Plan-Apochromat Oil (N.A. 1.4) objective, with laser lines of 405, 488, and 561 nm. Our imaging sessions included collecting Z-stack series (with approximately 250 nm per Z-slice) of distinct clock neurons. Following image acquisition, we imported the CZI files into ImageJ, ensuring we maintained a lossless 16-bit resolution for each channel, using the Bio-Formats Importer to process them as composite images. Subsequently, we manually delineated regions of interest (ROIs) on the channel, fine-tuning the white values to optimize visualization. To guarantee an unbiased fluorescence analysis, we remained consistent with our visualization settings across all images, keeping them specific to each fly line and neuron type. To measure fluorescence intensity of HCR-FISH spot, we used the ImageJ software to measure both the mean pixel brightness (in arbitrary units or a.u.) and the geometric area (in μm^2) of the designated ROI. To calculate the integrated intensity of the spot, we multiplied the pixel brightness with the geometric area, resulting in a numeric value represented in a.u.×μm^2.

### Brain dissociation and flow cytometry

To obtain suspension of clock neurons, we adapted steps described in [29]. Flies were anesthetized and brains were dissected for up to an hour with Schneider’s medium (Sigma S0146) supplemented with 1% bovine serum albumin (BSA, Sigma A7030). Brains were kept on ice, and we aimed to get 60 brains per sample. After dissection, we added collagenase (Sigma C0130) to a final concentration of 2mg/mL. Samples were incubated at 37C for 20min without mixing. We then adjusted solution volume to 200uL and triturated by pipetting with standard 200uL tips 1Hz for up to 80–100 times. Cells were resuspended in 300uL PBS with 0.1% BSA by centrifugation at 300g for 5min at 4C. To obtain a positive control for dead cell marker, suspension equivalent to 3 brains were heated at 60C for 5min. DAPI was added at a final concentration of 2ug/mL as dead cell marker. DAPI at low concentration is cell-impermeable for fly live cells. Finally, suspensions were filtered using FACS tube with strainer cap (Falcon 352235) to obtain single cell suspension and live clock neurons were sorted with FACS sorter (BD Aria III). Cells were sorted into 1.5mL DNA low-bind tubes (Eppendorf) with 50uL PBS with 0.1% BSA. DAPI threshold was set based on the dead cell control sample and GFP threshold was set based on the expected fraction of clock neurons in the whole brain (0.1%). We typically obtained 1500–3000 clock neurons per sample. For non-clock cell control samples, we sorted ten thousand live cells of similar sizes. BSA solution was filtered with 0.22um polyethersulfone membrane (Millipore GPWP047000) and solutions were kept at 4C and reused for up to 5 days to prevent potential contamination. All plastics (including tubes and tips) were coated with PBS 1% BSA for all steps starting trituration to prevent cell loss.

### Assay for transposase-accessible chromatin by sequencing (ATAC-seq)

We adapted steps described in [25,29]. Below, we describe our experiment and analysis procedure.

#### Transposition reaction

Sorted clock neurons were immediately used for ATAC assay after sorting. All plastics were pretreated with 1XPBS with 1% BSA to prevent cell/nucleus loss. First, cells were spun down at 600g for 8min, 4C using spin-out rotor centrifuge. Supernatant was carefully pipetted out and cells were resuspended in 50uL of ice-cold nuclei lysis buffer (10mM Tris-Cl pH 7.4, 3mM MgCl2, 10mM NaCl, 0.1% IGEPAL CA-630) by gently pipetting a few times on ice. Next, nuclei were pelleted at 1200g for 12min, 4°C. Supernatant was carefully pipetted out and permeabilized nuclei were resuspended in 10uL of transposition solution (5uL 2xTD buffer, 0.5uL loaded Tn5 transposase, 4.5uL ultrapure water) by gently pipetting. 2xTD buffer and Tn5 transposase were commercially available (Diagenode C01019043, C01070012). Reactions were incubated at 37C for 30min without agitation, after which DNA was purified by silica column (Zymo DCC-5) with final volume of 20uL using elution buffer. Elution buffer was heated to 55°C and we performed two elution steps (10uL each) to increase yield. Purified DNA was stored at -20°C for up to one week before library preparation.

#### Library preparation and sequencing

Transposed DNA was adjusted to volume of 20uL for each sample and limited-cycle PCR mix was prepared (20uL transposed DNA, 5uL single-indexed Nextera primer mix at 10uM each, 25uL NEBNext High-fidelity PCR master mix). We purchased Nextera primer mix from Integrated DNA technologies which provides universal 8bp index sequences. Next, we performed pre-amplification to repair nicks and then determined amplification cycle numbers by qPCR following standard procedure. We made sure that amplification is in exponential phase and typically 8–10 additional cycles were used to obtain sufficient product for sequencing (>5nM in 20uL after purification). Amplified libraries were purified by non-selective SPRI bead purification and size distribution was assessed by gel electrophoresis (Agilent Tapestation, high-sensitivity DNA 5000 assay). If excess adapter dimers were observed, an extra size-selective SPRI purification was performed. Libraries were then sequenced by shared NovaSeq S4 flow cell, paired-end 150bp cycle targeting 30–50 million reads per sample.

#### Alignment and quality controls

Reads were trimmed to remove sequencing adapters (cutadapt 4.1) and aligned against the dm6 genome assembly using Bowtie2 (version 2.4.5) with parameters ‘—very-sensitive—dovetail -X 1000’. After alignment, mitochondrial reads were removed (samtools 1.15.1) and PCR duplicates were removed using Picard Tools (version 2.27.4). MultiQC (version 1.13a) was used to aggregate result summaries and ATACseqQC (version 1.21.0) was used for standardized quality control designed for ATAC-seq. We typically observed an alignment rate of 30–50%. Unaligned fragments show contamination enriched in bacterial and fungal sequences (NCBI BLAST). Mitochondrial DNA (mtDNA) reads were around 3–5% and PCR duplicate rate was typically around 50%. Overall, we obtained 6–15 million unique non-mtDNA aligned reads.

#### Peak calling and differential analysis

Alignment BAMs were converted to BED with Rsamtools (version 2.13.0) and MACS2 (version 2.2.7.1) was used for peak calling with typical ATAC analysis parameters ‘-f BED -g dm -q 0.001 –nomodel—shift -37—extsize 74—min-length 74—max-gap 74—keep-dup all’. To quantify chromatin accessibility of each peak, we counted read ends that map within the peak using a publicly available R custom package edgeCounter (https://github.com/yeyuan98/edgeCounter). Counts were then used for differential analysis with DESeq2 (version 1.38.3). Pile-up tracks are publicly available on UCSC genome browser (https://tinyurl.com/2ftuhv5p).

### Additional bioinformatics analyses

HOMER (version 4.11) was used for de-novo and known motif enrichment analysis. gProfiler was used for gene ontology enrichment in genes containing differential peaks. Specifically, we used gProfiler2 (g:GOSt module) with g:SCS threshold and unordered query. We provided all accessible genes as the background gene set to reject trivial enrichment results such as “neuron development”. All genes showing ATAC signal were used to scope the statistical domain to remove non-specific enrichment. HOMER de novo analysis results are publicly browsable (https://yeyuan98.github.io/motifAnalysisExports/). Pairwise correlation was computed by counting ATAC reads in 10kb genomic bins. Other analyses shown in this study were performed with packages from the R Bioconductor project [75] including genomic feature annotation using ChIPpeakAnno [76]. The pile-up tracks of all genomic loci from all replicates at all timepoints are readily available on the UCSC genome browser at - **http://tinyurl.com/2ftuhv5p**. To visualize the individual tracks: 1) load the session with the provided URL, 2) click on individual tracks to change their display settings, and 3) set the “Overlay method” to “none”.

Published RNA-seq data of LNv, DN, and LNd [32] was aligned against the FlyBase Release 6.45 assembly using STAR aligner. List of identified rhythmic genes in each cluster from a published single cell RNA-seq data [28] was used to compare our ATAC-seq results to scRNA-seq data.

### Analysis of locomotor activity and rhythmicity

We investigated the locomotor activity of individual adult male flies (3–5 days old) using TriKinetics DAM2 Drosophila Activity Monitors. Each fly was placed in a glass capillary tube (around 4 mm in diameter and 5 cm long) containing food made of 2% agar and 4% sucrose. These monitors, equipped with infrared sensors, detect when the flies move across the tube’s midpoint, causing infrared beam breaks. The monitors were stationed in incubators, and as the flies moved, their activity, measured as infrared beam breaks, was recorded on a connected computer. For behavior analysis, we divided this activity data into 30-minute intervals. To process and visualize this data, we utilized both ClockLab (Actimetrics) software. Each fly’s activity was normalized such that its average daily activity (over 48 intervals) equaled 1. By computing the population mean of this normalized activity, we produced normalized activity plots which are showcased in the Figs. For analyzing rhythmicity, we assessed the activity counts from each fly during the total darkness phase post-entrainment. Using the ClockLab software, we employed a chi-square periodogram analysis (confidence level set at 0.001) to determine the free-running period of the circadian clock and each fly’s rhythmicity. The results from this analysis, the "Power" and "Significance" metrics, enabled us to derive a "Rhythmic Power" value, representing the robustness of each fly’s rhythm.

### Statistical analysis

For assessing the characteristics of HCR-FISH spots, including fluorescence intensity and the percentage of cells with spots, data were aggregated from multiple hemi-brain images. These images were taken across over three separate experiments, ensuring a robust pool of biological replicates. When measuring fluorescence, each neuron was unique to a brain and was measured only once. For behavioral studies, the sample size ranged between 30 to 60 flies, only male flies were used for behavior experiments. For ATAC-seq experiments, we dissected ~60 brains from both male and female flies. We repeated each experiment four times. All data was plotted and statistically analyzed using OriginPro from OriginLab (Northampton, MA, USA).

## Supporting information

S1 Fig Experimental schema for entrainment and FACS procedure. **(A)** Schema of *Drosophila* clock neuron subgroups shown in a hemi-brain. (**B**) Behavior actogram of *Clk-GAL4>UAS-GFP-NLS* flies. These flies were entrained to LD cycles (ZT0: lights on; ZT12: lights off) for 5 d and released into DD for 7 d. Averaged population locomotor-activity profiles of flies (n = 31) in LD and DD with rest-activity shown for two consecutive days in the same line. These flies display rhythmic behaviors with a period of 23.70 ± 0.05 h, with activity peaks around the time of lights on and lights off. (**C**) Representative plots for the fluorescence activated cell sorting procedure. Left panel shows DAPI-forward scatter (FSC) plot for a typical dead-cell control. Right panel shows a representative DAPI-FSC plot for experiment samples. Typical cell viability is 80~90%. (**D**) Representative side scatter (SSC)-GFP plot where live (DAPI-) cells are gated by GFP fluorescence. GFP threshold for clock neurons is set based on ~0.1% expected positive rate. Clock neurons show significantly higher GFP signal, typically >10-fold compared to the GFP-negative population. Green line shows a representative GFP-gate setting. (**E**) Representative TSS enrichment score distribution showing clear signal enrichment immediately upstream of TSS. Enrichment score is computed using the ATACseqQC package.
(DOCX)

S2 Fig ATAC signal pile-up tracks for core clock genes in GFP-positive clock neurons and GFP-negative non-clock cells. (**A**) ATAC signal pile-up tracks at *per*, *vri*, *Pdp1* and *cyc* loci in clock neurons (GFP-positive) and non-clock cells (GFP-negative). We did not observe any accessibility changes in the *cycle* locus. Differentially accessible peaks are marked in black boxes. (**B-D**) ATAC signal pile-up tracks at the tim locus (B), per locus (C), andneuropeptide CCHa1 locus (D) showing individual biological replicates.
(DOCX)

S3 Fig Schema of ATAC signal differential analysis. (**A**) Illustration of how we counted ATAC signal from MACS2 called peaks using the custom edgeCounter package (see Methods). (**B,C**) Binary heatmap comparing MACS2 called peaks under LD and DD conditions (B) and differentially accessible peaks at dawn, dusk, subjective dawn, and subjective dusk (C). (**D**) Distribution of subjective dusk and subjective dawn-accessible peaks with respect to known genomic features reported by ChIPpeakAnno. (**E**) Quantile-quantile plots showing correlation between ZT and CT peaks at dawn (ZT0/CT24) and dusk (ZT12/CT36). Differential peaks that are conserved between ZT and CT conditions (y-axis) shows lower adjusted p-values compared to peaks that are not conserved (i.e., only found in ZT, x-axis).
(DOCX)

S4 Fig ATAC signal pile-up tracks of core clock genes *Clk*, *Pdp1 and vri* under LD and DD conditions. (**A,B**) *Clk* locus is more accessible at dawn (ZT0/CT24) compared to dusk while *per* locus shows the opposite pattern. (**C**) Transcript variants of Pdp1 exhibit varying accessibility changes. The "long variants" possess a regulatory element that is more accessible at dusk, whereas the "short variants" display the opposite pattern. (**D**) *vri* locus also shows complex differential peak patterns. It possesses regulatory elements that are more accessible at dawn and dusk in GFP-positive clock neurons. Additionally, *vri* locus also possesses a regulatory element that is more accessible specifically at dusk even in non-clock cells (GFP-negative). Fold change and adjusted p-value are shown at the bottom of each of the differential peaks identified.
(DOCX)

S5 Fig Genes with peaks that are more accessible at both dusk and dawn. (**A**) List of genes that have differentially accessible peaks at both dusk and dawn. In all, 11 genes meet this criterion, and only those that exhibit cyclical changes in mRNA levels are presented here (6 out of 11). (**B**) Expression level of “short” and “long” transcript variants of Pdp1 in differential clock neuron subgroups (DN1, LNv, LNd) and a non-clock cell control (dopamine neurons, TH). While short variants show robust cycling profiles in all clock neuron groups, long variants are not cycling in DN1 neurons. Analysis was performed with publicly available data [28].
(DOCX)

S6 Fig Overlap analysis of differential ATAC peaks to CLK-binding regions While some differential ATAC peaks overlap with CLK-binding regions identified in a previous microarray study [42], most (>90%) differential ATAC peaks are far away from CLK-binding regions with a median distance of ~30kb.

S7 Fig Transcriptional activity of *Shaker* in non-clock neurons. (**A**) Representative images of *Shaker* intron 4 HCR-FISH in non-clock cells (*fru*-positive neurons). B) Quantification of fluorescence intensity of Shaker intron spot in *fru*-positive neurons. The statistical test used was a two-sided Student’s t-test, no significance was detected. Scale bar: 2μm.
(DOCX)

S1 Table Analysis of pervasive gene accessibility genome-wide.

S2 Table Annnotations of all the differential peaks identified in ZT and CT conditions.

## References

[1] FlavahanWA, GaskellE, BernsteinBE. Epigenetic plasticity and the hallmarks of cancer. Science. 2017;357(6348). doi: 10.1126/science.aal2380 ; PubMed Central PMCID: PMC5940341.28729483 PMC5940341

[2] JanssensJ, AibarS, TaskiranII, IsmailJN, GomezAE, AugheyG, et al. Decoding gene regulation in the fly brain. Nature. 2022;601(7894):630–6. Epub 20220105. doi: 10.1038/s41586-021-04262-z .34987221

[3] BuenrostroJD, CorcesMR, LareauCA, WuB, SchepAN, AryeeMJ, et al. Integrated Single-Cell Analysis Maps the Continuous Regulatory Landscape of Human Hematopoietic Differentiation. Cell. 2018;173(6):1535–48 e16. Epub 20180426. doi: 10.1016/j.cell.2018.03.074 ; PubMed Central PMCID: PMC5989727.29706549 PMC5989727

[4] KlemmSL, ShiponyZ, GreenleafWJ. Chromatin accessibility and the regulatory epigenome. Nat Rev Genet. 2019;20(4):207–20. doi: 10.1038/s41576-018-0089-8 .30675018

[5] HoL, MillerEL, RonanJL, HoWQ, JothiR, CrabtreeGR. esBAF facilitates pluripotency by conditioning the genome for LIF/STAT3 signalling and by regulating polycomb function. Nat Cell Biol. 2011;13(8):903–13. Epub 20110724. doi: 10.1038/ncb2285 ; PubMed Central PMCID: PMC3155811.21785422 PMC3155811

[6] Bell-PedersenD, CassoneVM, EarnestDJ, GoldenSS, HardinPE, ThomasTL, et al. Circadian rhythms from multiple oscillators: lessons from diverse organisms. Nat Rev Genet. 2005;6(7):544–56. Epub 2005/06/14. doi: 10.1038/nrg1633 ; PubMed Central PMCID: PMC2735866.15951747 PMC2735866

[7] PatkeA, YoungMW, AxelrodS. Molecular mechanisms and physiological importance of circadian rhythms. Nat Rev Mol Cell Bio. 2020;21(2):67–84. doi: 10.1038/s41580-019-0179-2 WOS:000510887000006. 31768006

[8] TakahashiJS. Transcriptional architecture of the mammalian circadian clock. Nat Rev Genet. 2017;18(3):164–79. Epub 20161219. doi: 10.1038/nrg.2016.150 ; PubMed Central PMCID: PMC5501165.27990019 PMC5501165

[9] MermetJ, YeungJ, HurniC, MauvoisinD, GustafsonK, JouffeC, et al. Clock-dependent chromatin topology modulates circadian transcription and behavior. Genes Dev. 2018;32(5–6):347–58. Epub 20180323. doi: 10.1101/gad.312397.118 ; PubMed Central PMCID: PMC5900709.29572261 PMC5900709

[10] KimYH, MarhonSA, ZhangY, StegerDJ, WonKJ, LazarMA. Rev-erbalpha dynamically modulates chromatin looping to control circadian gene transcription. Science. 2018;359(6381):1274–7. Epub 20180208. doi: 10.1126/science.aao6891 ; PubMed Central PMCID: PMC5995144.29439026 PMC5995144

[11] XiaoY, YuanY, JimenezM, SoniN, YadlapalliS. Clock proteins regulate spatiotemporal organization of clock genes to control circadian rhythms. Proc Natl Acad Sci U S A. 2021;118(28). doi: 10.1073/pnas.2019756118 ; PubMed Central PMCID: PMC8285898.34234015 PMC8285898

[12] ZhaoH, SifakisEG, SumidaN, Millan-ArinoL, ScholzBA, SvenssonJP, et al. PARP1- and CTCF-Mediated Interactions between Active and Repressed Chromatin at the Lamina Promote Oscillating Transcription. Mol Cell. 2015;59(6):984–97. Epub 20150827. doi: 10.1016/j.molcel.2015.07.019 .26321255

[13] BeldenWJ, LorosJJ, DunlapJC. Execution of the circadian negative feedback loop in Neurospora requires the ATP-dependent chromatin-remodeling enzyme CLOCKSWITCH. Mol Cell. 2007;25(4):587–600. doi: 10.1016/j.molcel.2007.01.010 .17317630

[14] ChaJ, ZhouM, LiuY. CATP is a critical component of the Neurospora circadian clock by regulating the nucleosome occupancy rhythm at the frequency locus. EMBO Rep. 2013;14(10):923–30. Epub 20130820. doi: 10.1038/embor.2013.131 ; PubMed Central PMCID: PMC3807232.23958634 PMC3807232

[15] WangB, KettenbachAN, GerberSA, LorosJJ, DunlapJC. Neurospora WC-1 recruits SWI/SNF to remodel frequency and initiate a circadian cycle. PLoS Genet. 2014;10(9):e1004599. Epub 20140925. doi: 10.1371/journal.pgen.1004599 ; PubMed Central PMCID: PMC4177678.25254987 PMC4177678

[16] KwokRS, LiYH, LeiAJ, EderyI, ChiuJC. The Catalytic and Non-catalytic Functions of the Brahma Chromatin-Remodeling Protein Collaborate to Fine-Tune Circadian Transcription in Drosophila. PLoS Genet. 2015;11(7):e1005307. Epub 20150701. doi: 10.1371/journal.pgen.1005307 ; PubMed Central PMCID: PMC4488936.26132408 PMC4488936

[17] LugenaAB, ZhangY, MenetJS, MerlinC. Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain. PLoS Genet. 2019;15(7):e1008265. Epub 20190723. doi: 10.1371/journal.pgen.1008265 ; PubMed Central PMCID: PMC6677324.31335862 PMC6677324

[18] WeizmanEN, TannenbaumM, TarrantAM, HakimO, LevyO. Chromatin dynamics enable transcriptional rhythms in the cnidarian Nematostella vectensis. PLoS Genet. 2019;15(11):e1008397. Epub 20191106. doi: 10.1371/journal.pgen.1008397 ; PubMed Central PMCID: PMC6834241.31693674 PMC6834241

[19] ZhangY, ChenG, DengL, GaoB, YangJ, DingC, et al. Integrated 3D genome, epigenome and transcriptome analyses reveal transcriptional coordination of circadian rhythm in rice. Nucleic Acids Res. 2023;51(17):9001–18. doi: 10.1093/nar/gkad658 ; PubMed Central PMCID: PMC10516653.37572350 PMC10516653

[20] DubowyC, SehgalA. Circadian Rhythms and Sleep in Drosophila melanogaster. Genetics. 2017;205(4):1373–97. doi: 10.1534/genetics.115.185157 ; PubMed Central PMCID: PMC5378101.28360128 PMC5378101

[21] NitabachMN, TaghertPH. Organization of the Drosophila circadian control circuit. Curr Biol. 2008;18(2):R84–93. doi: 10.1016/j.cub.2007.11.061 .18211849

[22] CyranSA, BuchsbaumAM, ReddyKL, LinMC, GlossopNR, HardinPE, et al. vrille, Pdp1, and dClock form a second feedback loop in the Drosophila circadian clock. Cell. 2003;112(3):329–41. doi: 10.1016/s0092-8674(03)00074-6 .12581523

[23] GunawardhanaKL, HardinPE. VRILLE Controls PDF Neuropeptide Accumulation and Arborization Rhythms in Small Ventrolateral Neurons to Drive Rhythmic Behavior in Drosophila. Curr Biol. 2017;27(22):3442–53 e4. Epub 20171102. doi: 10.1016/j.cub.2017.10.010 .29103936

[24] BenitoJ, ZhengH, HardinPE. PDP1epsilon functions downstream of the circadian oscillator to mediate behavioral rhythms. J Neurosci. 2007;27(10):2539–47. doi: 10.1523/JNEUROSCI.4870-06.2007 ; PubMed Central PMCID: PMC1828026.17344391 PMC1828026

[25] BuenrostroJD, GiresiPG, ZabaLC, ChangHY, GreenleafWJ. Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods. 2013;10(12):1213–8. Epub 20131006. doi: 10.1038/nmeth.2688 ; PubMed Central PMCID: PMC3959825.24097267 PMC3959825

[26] KonopkaRJ, BenzerS. Clock mutants of Drosophila melanogaster. Proc Natl Acad Sci U S A. 1971;68(9):2112–6. doi: 10.1073/pnas.68.9.2112 ; PubMed Central PMCID: PMC389363.5002428 PMC389363

[27] GummadovaJO, CouttsGA, GlossopNR. Analysis of the Drosophila Clock promoter reveals heterogeneity in expression between subgroups of central oscillator cells and identifies a novel enhancer region. J Biol Rhythms. 2009;24(5):353–67. doi: 10.1177/0748730409343890 .19755581

[28] MaD, PrzybylskiD, AbruzziKC, SchlichtingM, LiQ, LongX, et al. A transcriptomic taxonomy of Drosophila circadian neurons around the clock. Elife. 2021;10. Epub 20210113. doi: 10.7554/eLife.63056 ; PubMed Central PMCID: PMC7837698.33438579 PMC7837698

[29] BrovkinaMV, DuffieR, BurtisAEC, ClowneyEJ. Fruitless decommissions regulatory elements to implement cell-type-specific neuronal masculinization. PLoS Genet. 2021;17(2):e1009338. Epub 20210218. doi: 10.1371/journal.pgen.1009338 ; PubMed Central PMCID: PMC7924761.33600447 PMC7924761

[30] ZhangY, LiuT, MeyerCA, EeckhouteJ, JohnsonDS, BernsteinBE, et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol. 2008;9(9):R137. Epub 20080917. doi: 10.1186/gb-2008-9-9-r137 ; PubMed Central PMCID: PMC2592715.18798982 PMC2592715

[31] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550. doi: 10.1186/s13059-014-0550-8 ; PubMed Central PMCID: PMC4302049.25516281 PMC4302049

[32] AbruzziKC, ZadinaA, LuoW, WiyantoE, RahmanR, GuoF, et al. RNA-seq analysis of Drosophila clock and non-clock neurons reveals neuron-specific cycling and novel candidate neuropeptides. PLoS Genet. 2017;13(2):e1006613. Epub 20170209. doi: 10.1371/journal.pgen.1006613 ; PubMed Central PMCID: PMC5325595.28182648 PMC5325595

[33] ThurmanRE, RynesE, HumbertR, VierstraJ, MauranoMT, HaugenE, et al. The accessible chromatin landscape of the human genome. Nature. 2012;489(7414):75–82. doi: 10.1038/nature11232 ; PubMed Central PMCID: PMC3721348.22955617 PMC3721348

[34] TaylorP, HardinPE. Rhythmic E-box binding by CLK-CYC controls daily cycles in per and tim transcription and chromatin modifications. Mol Cell Biol. 2008;28(14):4642–52. Epub 20080512. doi: 10.1128/MCB.01612-07 ; PubMed Central PMCID: PMC2447118.18474612 PMC2447118

[35] BiS, YueS, ZhangS. Hybridization chain reaction: a versatile molecular tool for biosensing, bioimaging, and biomedicine. Chem Soc Rev. 2017;46(14):4281–98. doi: 10.1039/c7cs00055c .28573275

[36] HeinzS, BennerC, SpannN, BertolinoE, LinYC, LasloP, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. 2010;38(4):576–89. doi: 10.1016/j.molcel.2010.05.004 ; PubMed Central PMCID: PMC2898526.20513432 PMC2898526

[37] HaoH, AllenDL, HardinPE. A circadian enhancer mediates PER-dependent mRNA cycling in Drosophila melanogaster. Mol Cell Biol. 1997;17(7):3687–93. doi: 10.1128/MCB.17.7.3687 ; PubMed Central PMCID: PMC232220.9199302 PMC232220

[38] YuW, ZhengH, HoulJH, DauwalderB, HardinPE. PER-dependent rhythms in CLK phosphorylation and E-box binding regulate circadian transcription. Genes Dev. 2006;20(6):723–33. doi: 10.1101/gad.1404406 ; PubMed Central PMCID: PMC1434787.16543224 PMC1434787

[39] MarchevaB, PerelisM, WeidemannBJ, TaguchiA, LinH, OmuraC, et al. A role for alternative splicing in circadian control of exocytosis and glucose homeostasis. Genes Dev. 2020;34(15–16):1089–105. Epub 20200702. doi: 10.1101/gad.338178.120 ; PubMed Central PMCID: PMC7397853.32616519 PMC7397853

[40] MailloC, MartinJ, SebastianD, Hernandez-AlvarezM, Garcia-RochaM, ReinaO, et al. Circadian- and UPR-dependent control of CPEB4 mediates a translational response to counteract hepatic steatosis under ER stress. Nat Cell Biol. 2017;19(2):94–105. Epub 20170116. doi: 10.1038/ncb3461 .28092655

[41] ChengAH, Bouchard-CannonP, HegaziS, LowdenC, FungSW, ChiangCK, et al. SOX2-Dependent Transcription in Clock Neurons Promotes the Robustness of the Central Circadian Pacemaker. Cell Rep. 2019;26(12):3191–202 e8. doi: 10.1016/j.celrep.2019.02.068 .30893593

[42] AbruzziKC, RodriguezJ, MenetJS, DesrochersJ, ZadinaA, LuoW, et al. Drosophila CLOCK target gene characterization: implications for circadian tissue-specific gene expression. Genes Dev. 2011;25(22):2374–86. doi: 10.1101/gad.178079.111 ; PubMed Central PMCID: PMC3222903.22085964 PMC3222903

[43] RiveraJ, KeranenSVE, GalloSM, HalfonMS. REDfly: the transcriptional regulatory element database for Drosophila. Nucleic Acids Res. 2019;47(D1):D828–D34. doi: 10.1093/nar/gky957 ; PubMed Central PMCID: PMC6323911.30329093 PMC6323911

[44] NegreN, BrownCD, MaL, BristowCA, MillerSW, WagnerU, et al. A cis-regulatory map of the Drosophila genome. Nature. 2011;471(7339):527–31. doi: 10.1038/nature09990 ; PubMed Central PMCID: PMC3179250.21430782 PMC3179250

[45] BozekM, CortiniR, StortiAE, UnnerstallU, GaulU, GompelN. ATAC-seq reveals regional differences in enhancer accessibility during the establishment of spatial coordinates in the Drosophila blastoderm. Genome Res. 2019;29(5):771–83. Epub 20190408. doi: 10.1101/gr.242362.118 ; PubMed Central PMCID: PMC6499308.30962180 PMC6499308

[46] CelnikerSE, DillonLA, GersteinMB, GunsalusKC, HenikoffS, KarpenGH, et al. Unlocking the secrets of the genome. Nature. 2009;459(7249):927–30. doi: 10.1038/459927a ; PubMed Central PMCID: PMC2843545.19536255 PMC2843545

[47] KoikeN, YooSH, HuangHC, KumarV, LeeC, KimTK, et al. Transcriptional architecture and chromatin landscape of the core circadian clock in mammals. Science. 2012;338(6105):349–54. Epub 20120830. doi: 10.1126/science.1226339 ; PubMed Central PMCID: PMC3694775.22936566 PMC3694775

[48] RoblesMS, CoxJ, MannM. In-vivo quantitative proteomics reveals a key contribution of post-transcriptional mechanisms to the circadian regulation of liver metabolism. PLoS Genet. 2014;10(1):e1004047. Epub 20140102. doi: 10.1371/journal.pgen.1004047 ; PubMed Central PMCID: PMC3879213.24391516 PMC3879213

[49] FernandezMP, BerniJ, CerianiMF. Circadian remodeling of neuronal circuits involved in rhythmic behavior. PLoS Biol. 2008;6(3):e69. doi: 10.1371/journal.pbio.0060069 ; PubMed Central PMCID: PMC2270325.18366255 PMC2270325

[50] BaeK, LeeC, SidoteD, ChuangKY, EderyI. Circadian regulation of a Drosophila homolog of the mammalian Clock gene: PER and TIM function as positive regulators. Mol Cell Biol. 1998;18(10):6142–51. doi: 10.1128/MCB.18.10.6142 ; PubMed Central PMCID: PMC109200.9742131 PMC109200

[51] BruningF, NoyaSB, BangeT, KoutsouliS, RudolphJD, TyagarajanSK, et al. Sleep-wake cycles drive daily dynamics of synaptic phosphorylation. Science. 2019;366(6462). doi: 10.1126/science.aav3617 .31601740

[52] GeorgeH, TerracolR. The vrille gene of Drosophila is a maternal enhancer of decapentaplegic and encodes a new member of the bZIP family of transcription factors. Genetics. 1997;146(4):1345–63. doi: 10.1093/genetics/146.4.1345 ; PubMed Central PMCID: PMC1208080.9258679 PMC1208080

[53] BlauJ, YoungMW. Cycling vrille expression is required for a functional Drosophila clock. Cell. 1999;99(6):661–71. doi: 10.1016/s0092-8674(00)81554-8 .10612401

[54] ShulgaYV, TophamMK, EpandRM. Regulation and functions of diacylglycerol kinases. Chem Rev. 2011;111(10):6186–208. Epub 20110729. doi: 10.1021/cr1004106 .21800853

[55] CirelliC, BusheyD, HillS, HuberR, KreberR, GanetzkyB, et al. Reduced sleep in Drosophila Shaker mutants. Nature. 2005;434(7037):1087–92. doi: 10.1038/nature03486 .15858564

[56] WuMN, JoinerWJ, DeanT, YueZ, SmithCJ, ChenD, et al. SLEEPLESS, a Ly-6/neurotoxin family member, regulates the levels, localization and activity of Shaker. Nat Neurosci. 2010;13(1):69–75. Epub 20091213. doi: 10.1038/nn.2454 ; PubMed Central PMCID: PMC2842941.20010822 PMC2842941

[57] LiY, HaynesP, ZhangSL, YueZ, SehgalA. Ecdysone acts through cortex glia to regulate sleep in Drosophila. Elife. 2023;12. Epub 20230131. doi: 10.7554/eLife.81723 ; PubMed Central PMCID: PMC9928426.36719183 PMC9928426

[58] KambA, IversonLE, TanouyeMA. Molecular characterization of Shaker, a Drosophila gene that encodes a potassium channel. Cell. 1987;50(3):405–13. doi: 10.1016/0092-8674(87)90494-6 .2440582

[59] KumarS, ChenD, JangC, NallA, ZhengX, SehgalA. An ecdysone-responsive nuclear receptor regulates circadian rhythms in Drosophila. Nat Commun. 2014;5:5697. Epub 20141216. doi: 10.1038/ncomms6697 ; PubMed Central PMCID: PMC4269253.25511299 PMC4269253

[60] JaumouilleE, Machado AlmeidaP, StahliP, KochR, NagoshiE. Transcriptional regulation via nuclear receptor crosstalk required for the Drosophila circadian clock. Curr Biol. 2015;25(11):1502–8. Epub 20150521. doi: 10.1016/j.cub.2015.04.017 ; PubMed Central PMCID: PMC4454776.26004759 PMC4454776

[61] QuM, QuH, JiaZ, KaySA. HNF4A defines tissue-specific circadian rhythms by beaconing BMAL1::CLOCK chromatin binding and shaping the rhythmic chromatin landscape. Nat Commun. 2021;12(1):6350. Epub 20211103. doi: 10.1038/s41467-021-26567-3 ; PubMed Central PMCID: PMC8566521.34732735 PMC8566521

[62] ZhangR, LahensNF, BallanceHI, HughesME, HogeneschJB. A circadian gene expression atlas in mammals: implications for biology and medicine. Proc Natl Acad Sci U S A. 2014;111(45):16219–24. Epub 20141027. doi: 10.1073/pnas.1408886111 ; PubMed Central PMCID: PMC4234565.25349387 PMC4234565

[63] HughesME, GrantGR, PaquinC, QianJ, NitabachMN. Deep sequencing the circadian and diurnal transcriptome of Drosophila brain. Genome Res. 2012;22(7):1266–81. Epub 20120403. doi: 10.1101/gr.128876.111 ; PubMed Central PMCID: PMC3396368.22472103 PMC3396368

[64] LarsonDR, ZenklusenD, WuB, ChaoJA, SingerRH. Real-time observation of transcription initiation and elongation on an endogenous yeast gene. Science. 2011;332(6028):475–8. doi: 10.1126/science.1202142 ; PubMed Central PMCID: PMC3152976.21512033 PMC3152976

[65] EtchegarayJP, LeeC, WadePA, ReppertSM. Rhythmic histone acetylation underlies transcription in the mammalian circadian clock. Nature. 2003;421(6919):177–82. Epub 20021211. doi: 10.1038/nature01314 .12483227

[66] KatadaS, Sassone-CorsiP. The histone methyltransferase MLL1 permits the oscillation of circadian gene expression. Nat Struct Mol Biol. 2010;17(12):1414–21. Epub 20101128. doi: 10.1038/nsmb.1961 ; PubMed Central PMCID: PMC6501791.21113167 PMC6501791

[67] DoiM, HirayamaJ, Sassone-CorsiP. Circadian regulator CLOCK is a histone acetyltransferase. Cell. 2006;125(3):497–508. doi: 10.1016/j.cell.2006.03.033 .16678094

[68] AryalRP, KwakPB, TamayoAG, GebertM, ChiuPL, WalzT, et al. Macromolecular Assemblies of the Mammalian Circadian Clock. Mol Cell. 2017;67(5):770–82 e6. doi: 10.1016/j.molcel.2017.07.017 ; PubMed Central PMCID: PMC5679067.28886335 PMC5679067

[69] CaoX, WangL, SelbyCP, Lindsey-BoltzLA, SancarA. Analysis of mammalian circadian clock protein complexes over a circadian cycle. J Biol Chem. 2023;299(3):102929. Epub 20230120. doi: 10.1016/j.jbc.2023.102929 ; PubMed Central PMCID: PMC9950529.36682495 PMC9950529

[70] KimJY, KwakPB, WeitzCJ. Specificity in circadian clock feedback from targeted reconstitution of the NuRD corepressor. Mol Cell. 2014;56(6):738–48. Epub 20141120. doi: 10.1016/j.molcel.2014.10.017 .25453762

[71] DuongHA, RoblesMS, KnuttiD, WeitzCJ. A molecular mechanism for circadian clock negative feedback. Science. 2011;332(6036):1436–9. doi: 10.1126/science.1196766 ; PubMed Central PMCID: PMC3859310.21680841 PMC3859310

[72] DuongHA, WeitzCJ. Temporal orchestration of repressive chromatin modifiers by circadian clock Period complexes. Nat Struct Mol Biol. 2014;21(2):126–32. Epub 20140112. doi: 10.1038/nsmb.2746 ; PubMed Central PMCID: PMC4227600.24413057 PMC4227600

[73] PadmanabhanK, RoblesMS, WesterlingT, WeitzCJ. Feedback regulation of transcriptional termination by the mammalian circadian clock PERIOD complex. Science. 2012;337(6094):599–602. Epub 20120705. doi: 10.1126/science.1221592 .22767893

[74] YuanY, PadillaMA, ClarkD, YadlapalliS. Streamlined single-molecule RNA-FISH of core clock mRNAs in clock neurons in whole mount Drosophila brains. Front Physiol. 2022;13:1051544. Epub 20221109. doi: 10.3389/fphys.2022.1051544 ; PubMed Central PMCID: PMC9682093.36439243 PMC9682093

[75] OuJ, LiuH, YuJ, KelliherMA, CastillaLH, LawsonND, et al. ATACseqQC: a Bioconductor package for post-alignment quality assessment of ATAC-seq data. BMC Genomics. 2018;19(1):169. Epub 20180301. doi: 10.1186/s12864-018-4559-3 ; PubMed Central PMCID: PMC5831847.29490630 PMC5831847

[76] ZhuLJ, GazinC, LawsonND, PagesH, LinSM, LapointeDS, et al. ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data. BMC Bioinformatics. 2010;11:237. Epub 20100511. doi: 10.1186/1471-2105-11-237 ; PubMed Central PMCID: PMC3098059.20459804 PMC3098059

# Supplementary material for: Clock-dependent chromatin accessibility rhythms regulate circadian transcription
**Source:** PLoS Genet. 2024 May 28;20(5):e1011278. doi: 10.1371/journal.pgen.1011278
**Supplement:** S1 Fig — (A) Schema of Drosophila clock neuron subgroups shown in a hemi-brain. (B) Behavior actogram of Clk-GAL4>UAS-GFP-NLS flies. These flies were entrained to LD cycles (ZT0: lights on; ZT12: lights off) for 5 d and released into DD for 7 d. Averaged population locomotor-activity profiles of flies (n = 31) in LD and DD with rest-activity shown for two consecutive days in the same line. These flies display rhythmic behaviors with a period of 23.70 ± 0.05 h, with activity peaks around the time of lights on and lights off. (C) Representative plots for the fluorescence activated cell sorting procedure. Left panel shows DAPI-forward scatter (FSC) plot for a typical dead-cell control. Right panel shows a representative DAPI-FSC plot for experiment samples. Typical cell viability is 80~90%. (D) Representative side scatter (SSC)-GFP plot where live (DAPI-) cells are gated by GFP fluorescence. GFP threshold for clock neurons is set based on ~0.1% expected positive rate. Clock neurons show significantly higher GFP signal, typically >10-fold compared to the GFP-negative population. Green line shows a representative GFP-gate setting. (E) Representative TSS enrichment score distribution showing clear signal enrichment immediately upstream of TSS. Enrichment score is computed using the ATACseqQC package.

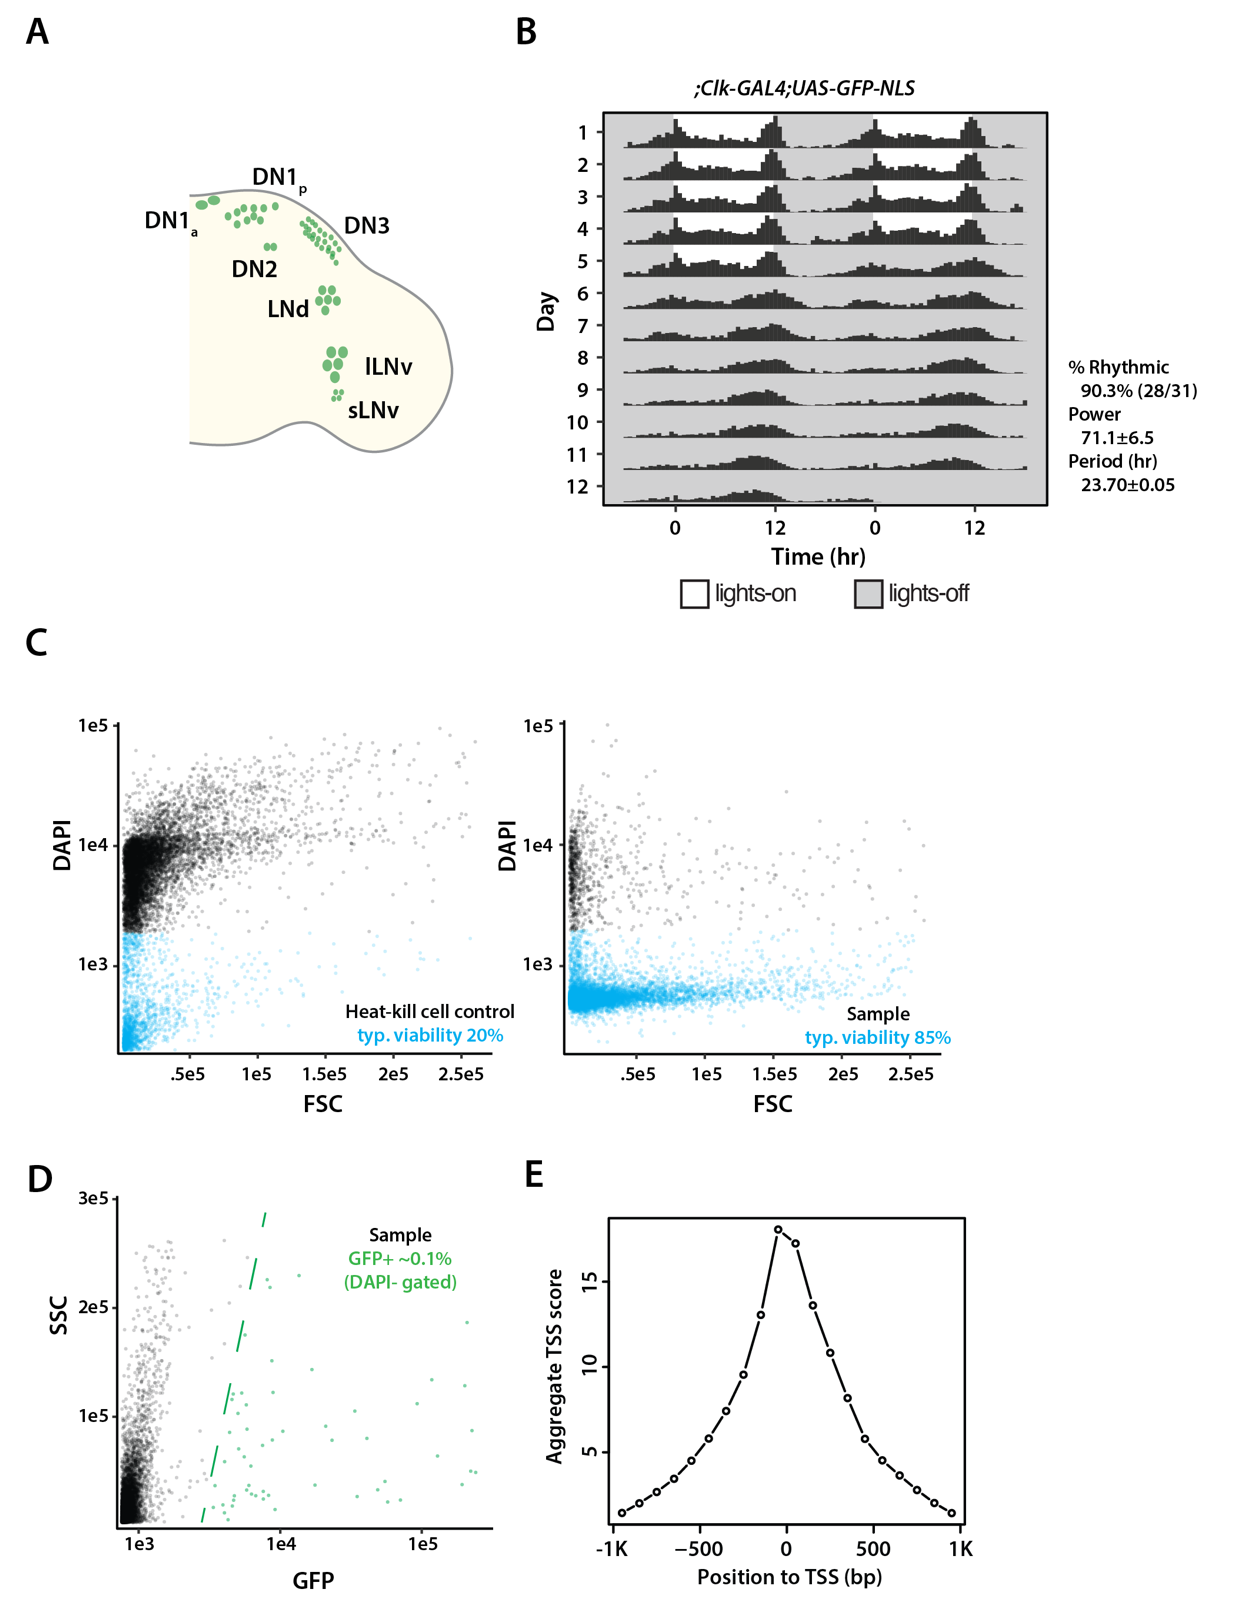

**S1 Fig. Experimental schema for entrainment and FACS procedure. (A)** Schema of *Drosophila* clock neuron subgroups shown in a hemi-brain. (**B**) Behavior actogram of *Clk-GAL4>UAS-GFP-NLS* flies. These flies were entrained to LD cycles (ZT0: lights on; ZT12: lights off) for 5 d and released into DD for 7 d. Averaged population locomotor-activity profiles of flies (n = 31) in LD and DD with rest-activity shown for two consecutive days in the same line. These flies display rhythmic behaviors with a period of 23.70 ± 0.05 h, with activity peaks around the time of lights on and lights off. (**C**) Representative plots for the fluorescence activated cell sorting procedure. Left panel shows DAPI-forward scatter (FSC) plot for a typical dead-cell control. Right panel shows a representative DAPI-FSC plot for experiment samples. Typical cell viability is $80\sim90\%$. (**D**) Representative side scatter (SSC)-GFP plot where live (DAPI-) cells are gated by GFP fluorescence. GFP threshold for clock neurons is set based on $\sim0.1\%$ expected positive rate. Clock neurons show significantly higher GFP signal, typically >10-fold compared to the GFP-negative population. Green line shows a representative GFP-gate setting. (**E**) Representative TSS enrichment score distribution showing clear signal enrichment immediately upstream of TSS. Enrichment score is computed using the ATACseqQC package.

# Supplementary material for: Clock-dependent chromatin accessibility rhythms regulate circadian transcription
**Source:** PLoS Genet. 2024 May 28;20(5):e1011278. doi: 10.1371/journal.pgen.1011278
**Supplement:** S2 Fig — (A) ATAC signal pile-up tracks at per, vri, Pdp1 and cyc loci in clock neurons (GFP-positive) and non-clock cells (GFP-negative). We did not observe any accessibility changes in the cycle locus. Differentially accessible peaks are marked in black boxes. (B-D) ATAC signal pile-up tracks at the tim locus (B), per locus (C), andneuropeptide CCHa1 locus (D) showing individual biological replicates.

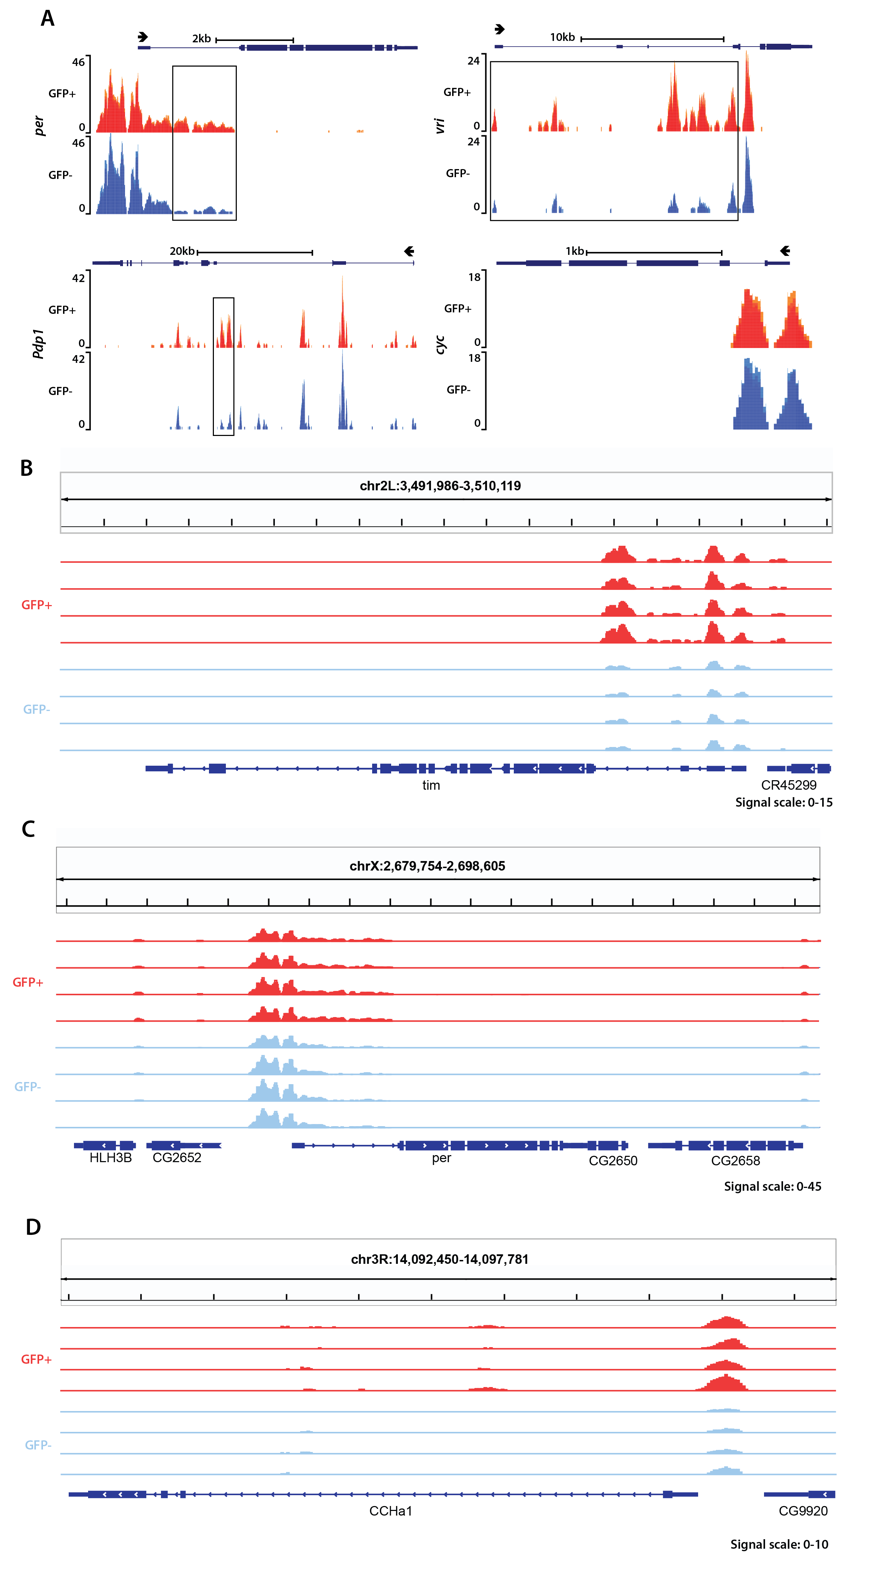

**S2 Fig. ATAC signal pile-up tracks for core clock genes in GFP-positive clock neurons and GFP-negative non-clock cells.**

(**A**) ATAC signal pile-up tracks at *per, vri, Pdp1* and *cyc* loci in clock neurons (GFP-positive) and non-clock cells (GFP-negative). We did not observe any accessibility changes in the *cycle* locus. Differentially accessible peaks are marked in black boxes. (**B-D**) ATAC signal pile-up tracks at the tim locus (B), per locus (C), andneuropeptide CCHa1 locus (D) showing individual biological replicates.

# Supplementary material for: Clock-dependent chromatin accessibility rhythms regulate circadian transcription
**Source:** PLoS Genet. 2024 May 28;20(5):e1011278. doi: 10.1371/journal.pgen.1011278
**Supplement:** S3 Fig — (A) Illustration of how we counted ATAC signal from MACS2 called peaks using the custom edgeCounter package (see Methods). (B,C) Binary heatmap comparing MACS2 called peaks under LD and DD conditions (B) and differentially accessible peaks at dawn, dusk, subjective dawn, and subjective dusk (C). (D) Distribution of subjective dusk and subjective dawn-accessible peaks with respect to known genomic features reported by ChIPpeakAnno. (E) Quantile-quantile plots showing correlation between ZT and CT peaks at dawn (ZT0/CT24) and dusk (ZT12/CT36). Differential peaks that are conserved between ZT and CT conditions (y-axis) shows lower adjusted p-values compared to peaks that are not conserved (i.e., only found in ZT, x-axis).

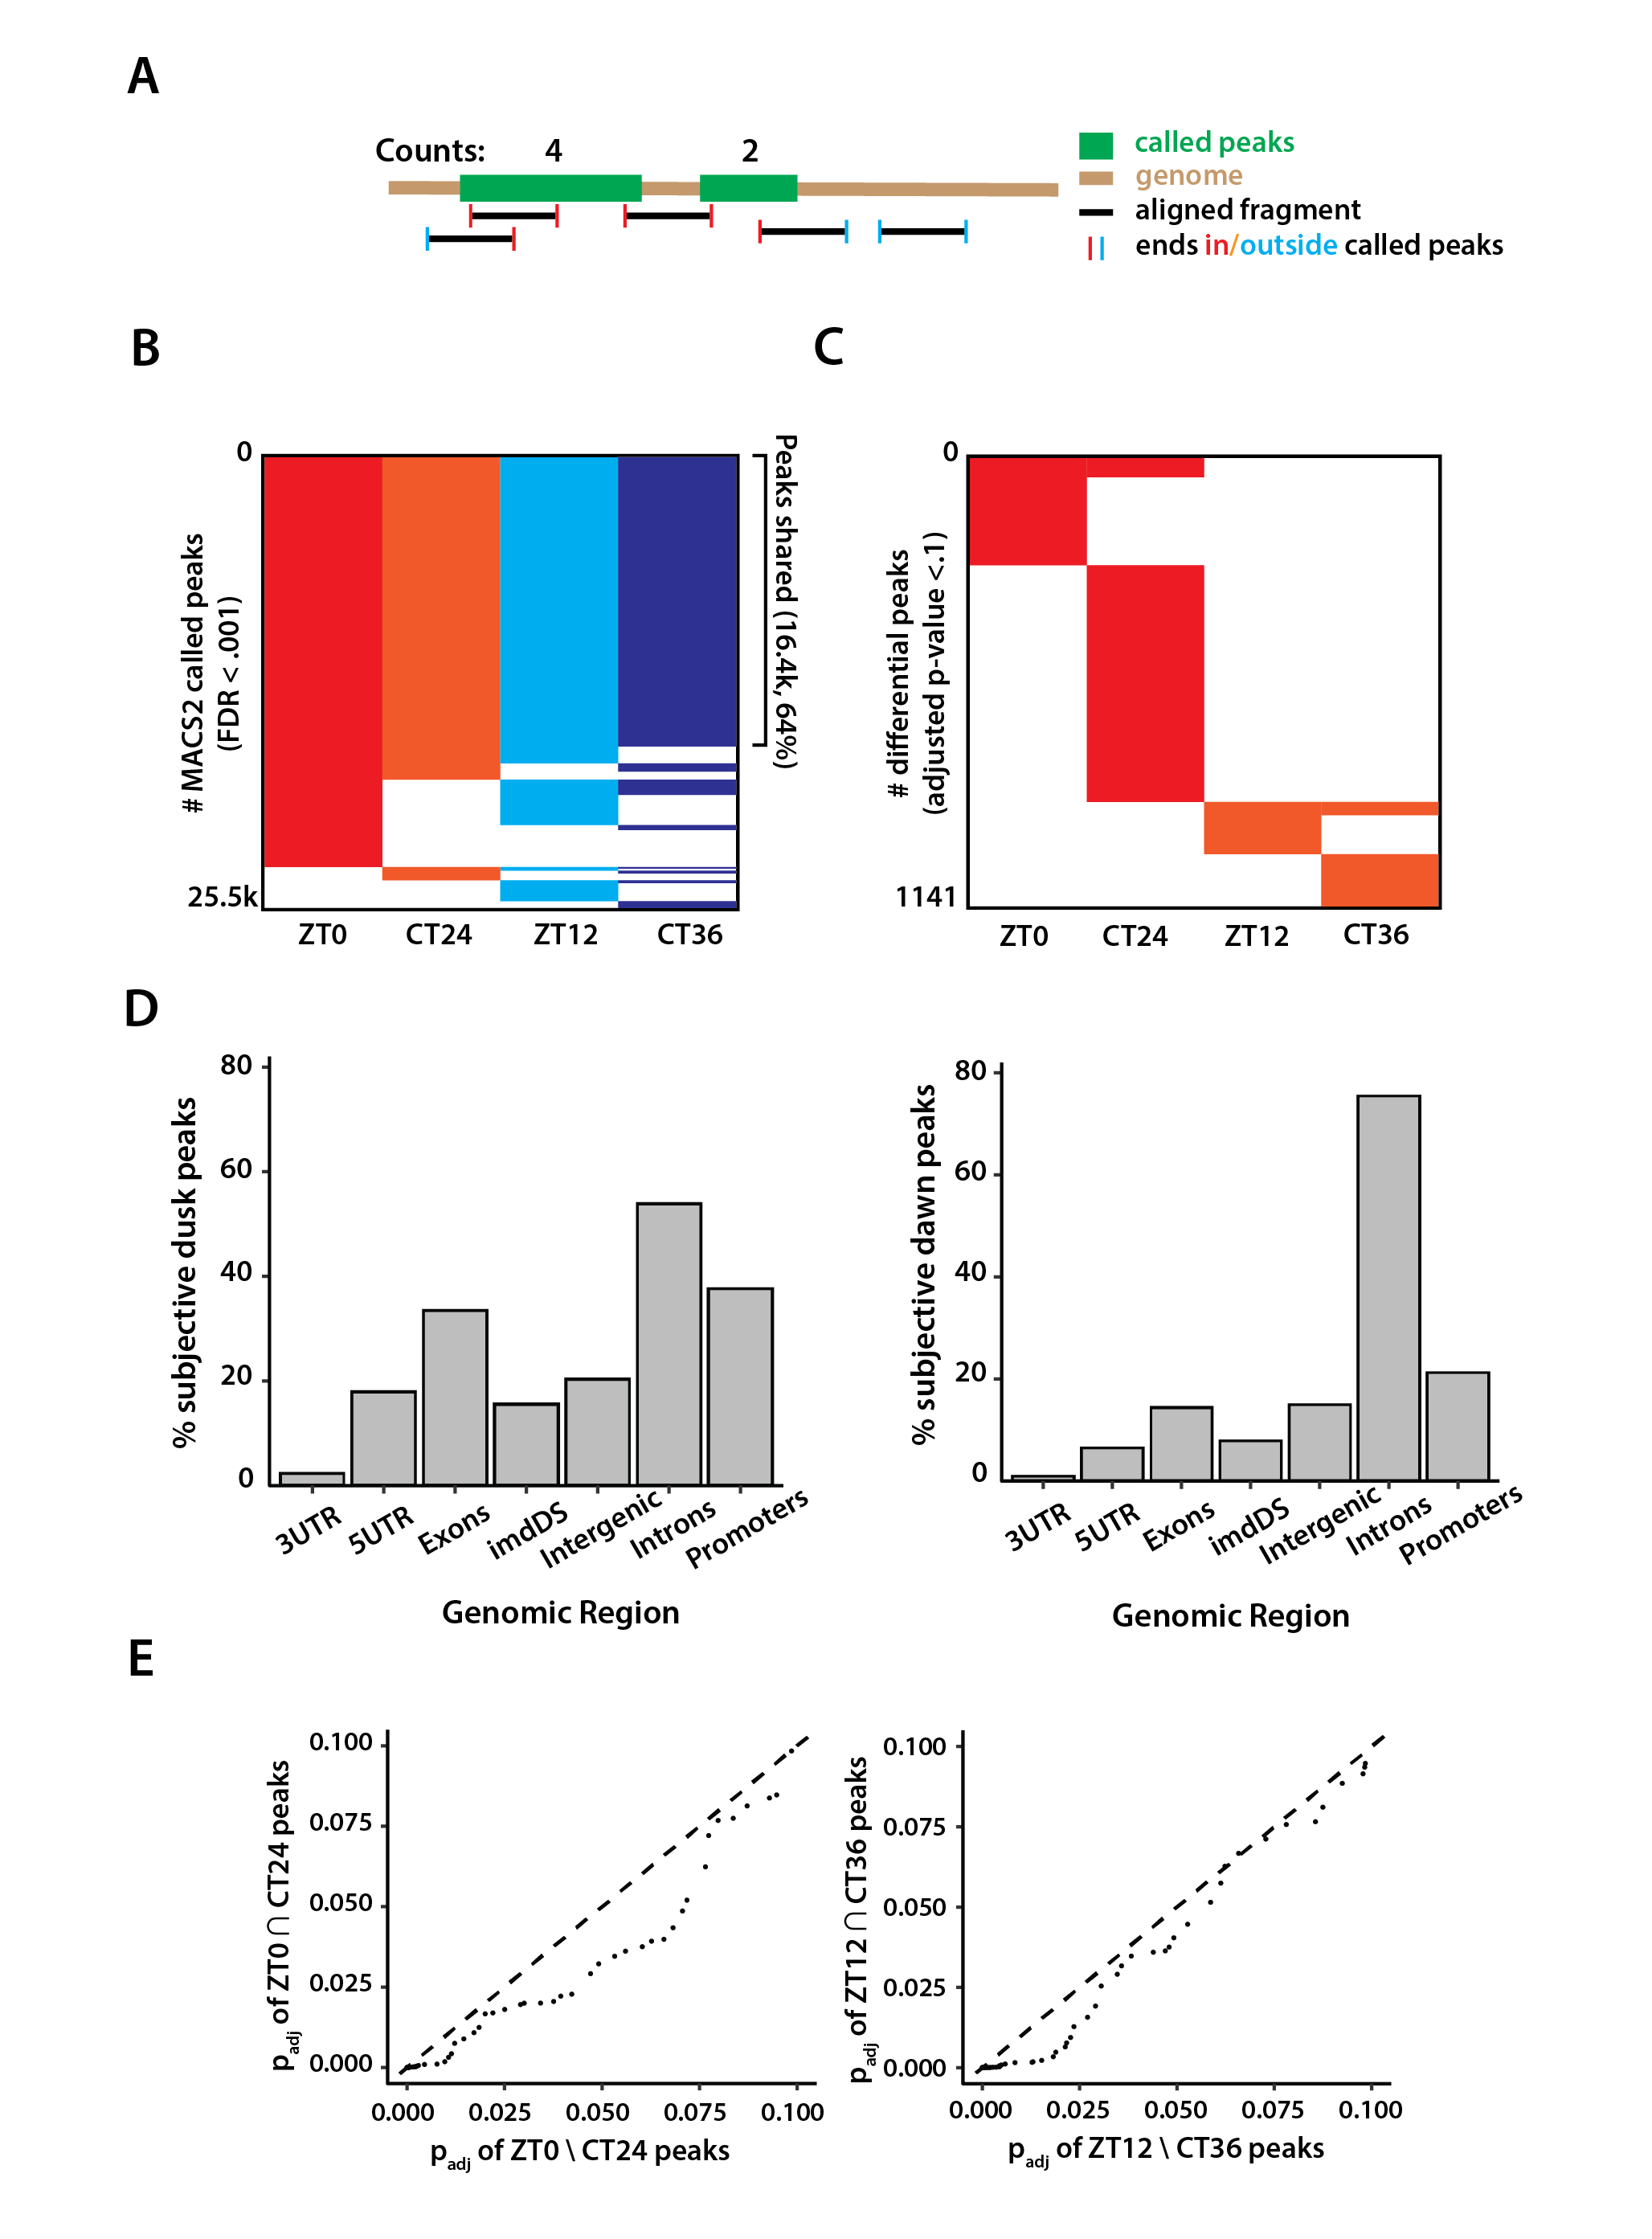

**S3 Fig. Schema of ATAC signal differential analysis.**

(**A**) Illustration of how we counted ATAC signal from MACS2 called peaks using the custom edgeCounter package (see Methods). (**B,C**) Binary heatmap comparing MACS2 called peaks under LD and DD conditions (B) and differentially accessible peaks at dawn, dusk, subjective dawn, and subjective dusk (C). (**D**) Distribution of subjective dusk and subjective dawn-accessible peaks with respect to known genomic features reported by ChIPpeakAnno. (**E**) Quantile-quantile plots showing correlation between ZT and CT peaks at dawn (ZT0/CT24) and dusk (ZT12/CT36). Differential peaks that are conserved between ZT and CT conditions (y-axis) shows lower adjusted p-values compared to peaks that are not conserved (i.e., only found in ZT, x-axis).

# Supplementary material for: Clock-dependent chromatin accessibility rhythms regulate circadian transcription
**Source:** PLoS Genet. 2024 May 28;20(5):e1011278. doi: 10.1371/journal.pgen.1011278
**Supplement:** S4 Fig — (A,B) Clk locus is more accessible at dawn (ZT0/CT24) compared to dusk while per locus shows the opposite pattern. (C) Transcript variants of Pdp1 exhibit varying accessibility changes. The "long variants" possess a regulatory element that is more accessible at dusk, whereas the "short variants" display the opposite pattern. (D) vri locus also shows complex differential peak patterns. It possesses regulatory elements that are more accessible at dawn and dusk in GFP-positive clock neurons. Additionally, vri locus also possesses a regulatory element that is more accessible specifically at dusk even in non-clock cells (GFP-negative). Fold change and adjusted p-value are shown at the bottom of each of the differential peaks identified.

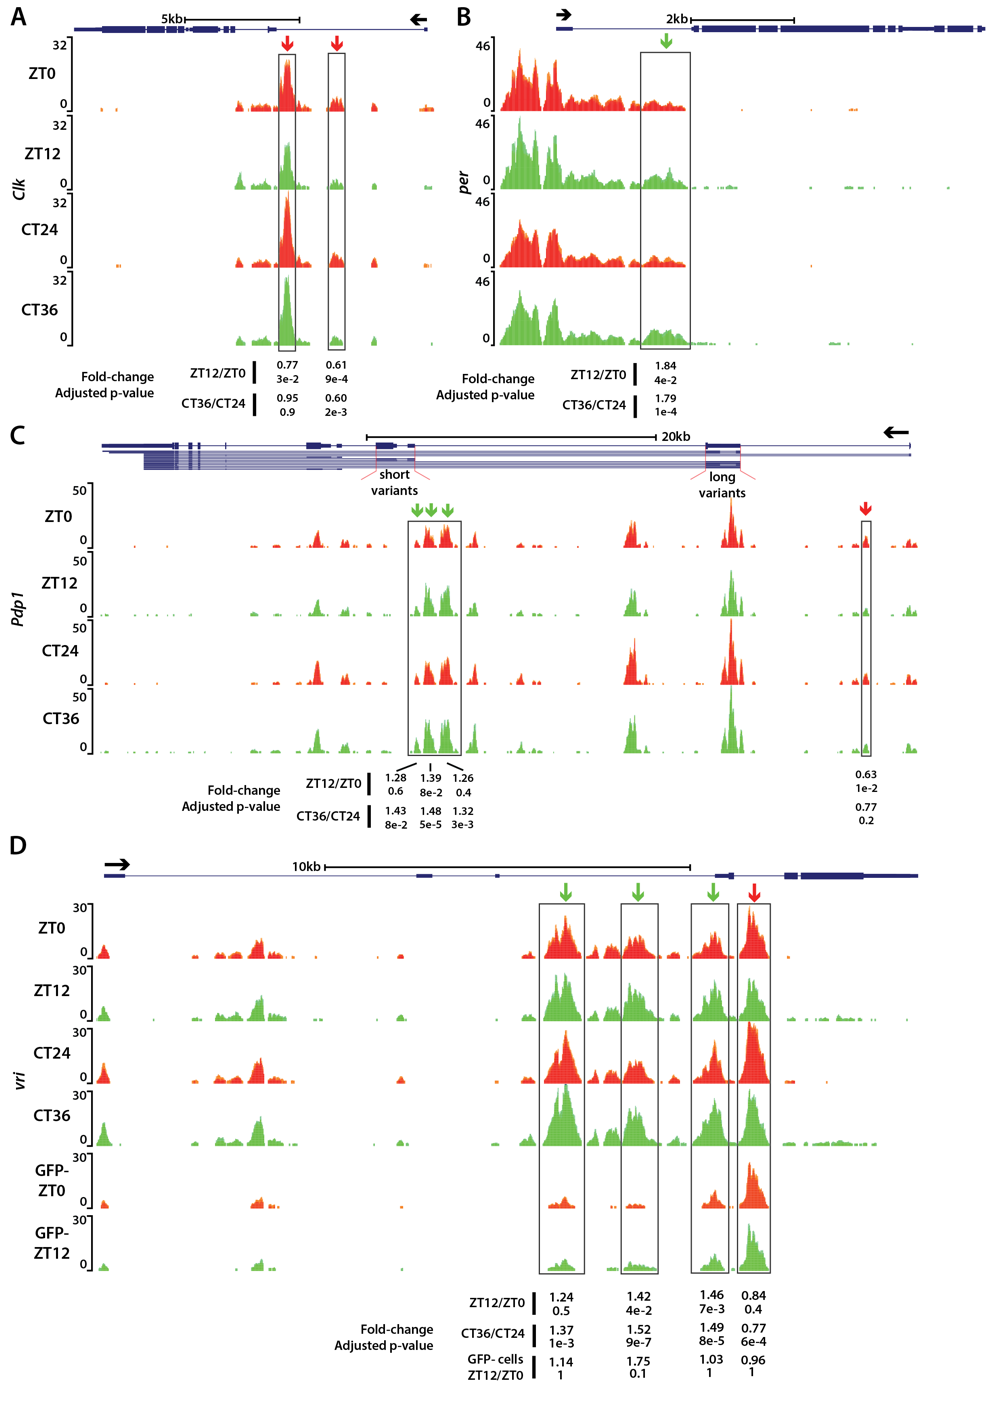

**S4 Fig. ATAC signal pile-up tracks of core clock genes *Clk, Pdp1 and vri* under LD and DD conditions.**

(**A,B**) *Clk* locus is more accessible at dawn (ZT0/CT24) compared to dusk while *per* locus shows the opposite pattern. (**C**) Transcript variants of Pdp1 exhibit varying accessibility changes. The "long variants" possess a regulatory element that is more accessible at dusk, whereas the "short variants" display the opposite pattern. (**D**) *vri* locus also shows complex differential peak patterns. It possesses regulatory elements that are more accessible at dawn and dusk in GFP-positive clock neurons. Additionally, *vri* locus also possesses a regulatory element that is more accessible specifically at dusk even in non-clock cells (GFP-negative). Fold change and adjusted p-value are shown at the bottom of each of the differential peaks identified.

# Supplementary material for: Clock-dependent chromatin accessibility rhythms regulate circadian transcription
**Source:** PLoS Genet. 2024 May 28;20(5):e1011278. doi: 10.1371/journal.pgen.1011278
**Supplement:** S5 Fig — (A) List of genes that have differentially accessible peaks at both dusk and dawn. In all, 11 genes meet this criterion, and only those that exhibit cyclical changes in mRNA levels are presented here (6 out of 11). (B) Expression level of “short” and “long” transcript variants of Pdp1 in differential clock neuron subgroups (DN1, LNv, LNd) and a non-clock cell control (dopamine neurons, TH). While short variants show robust cycling profiles in all clock neuron groups, long variants are not cycling in DN1 neurons. Analysis was performed with publicly available data [28].

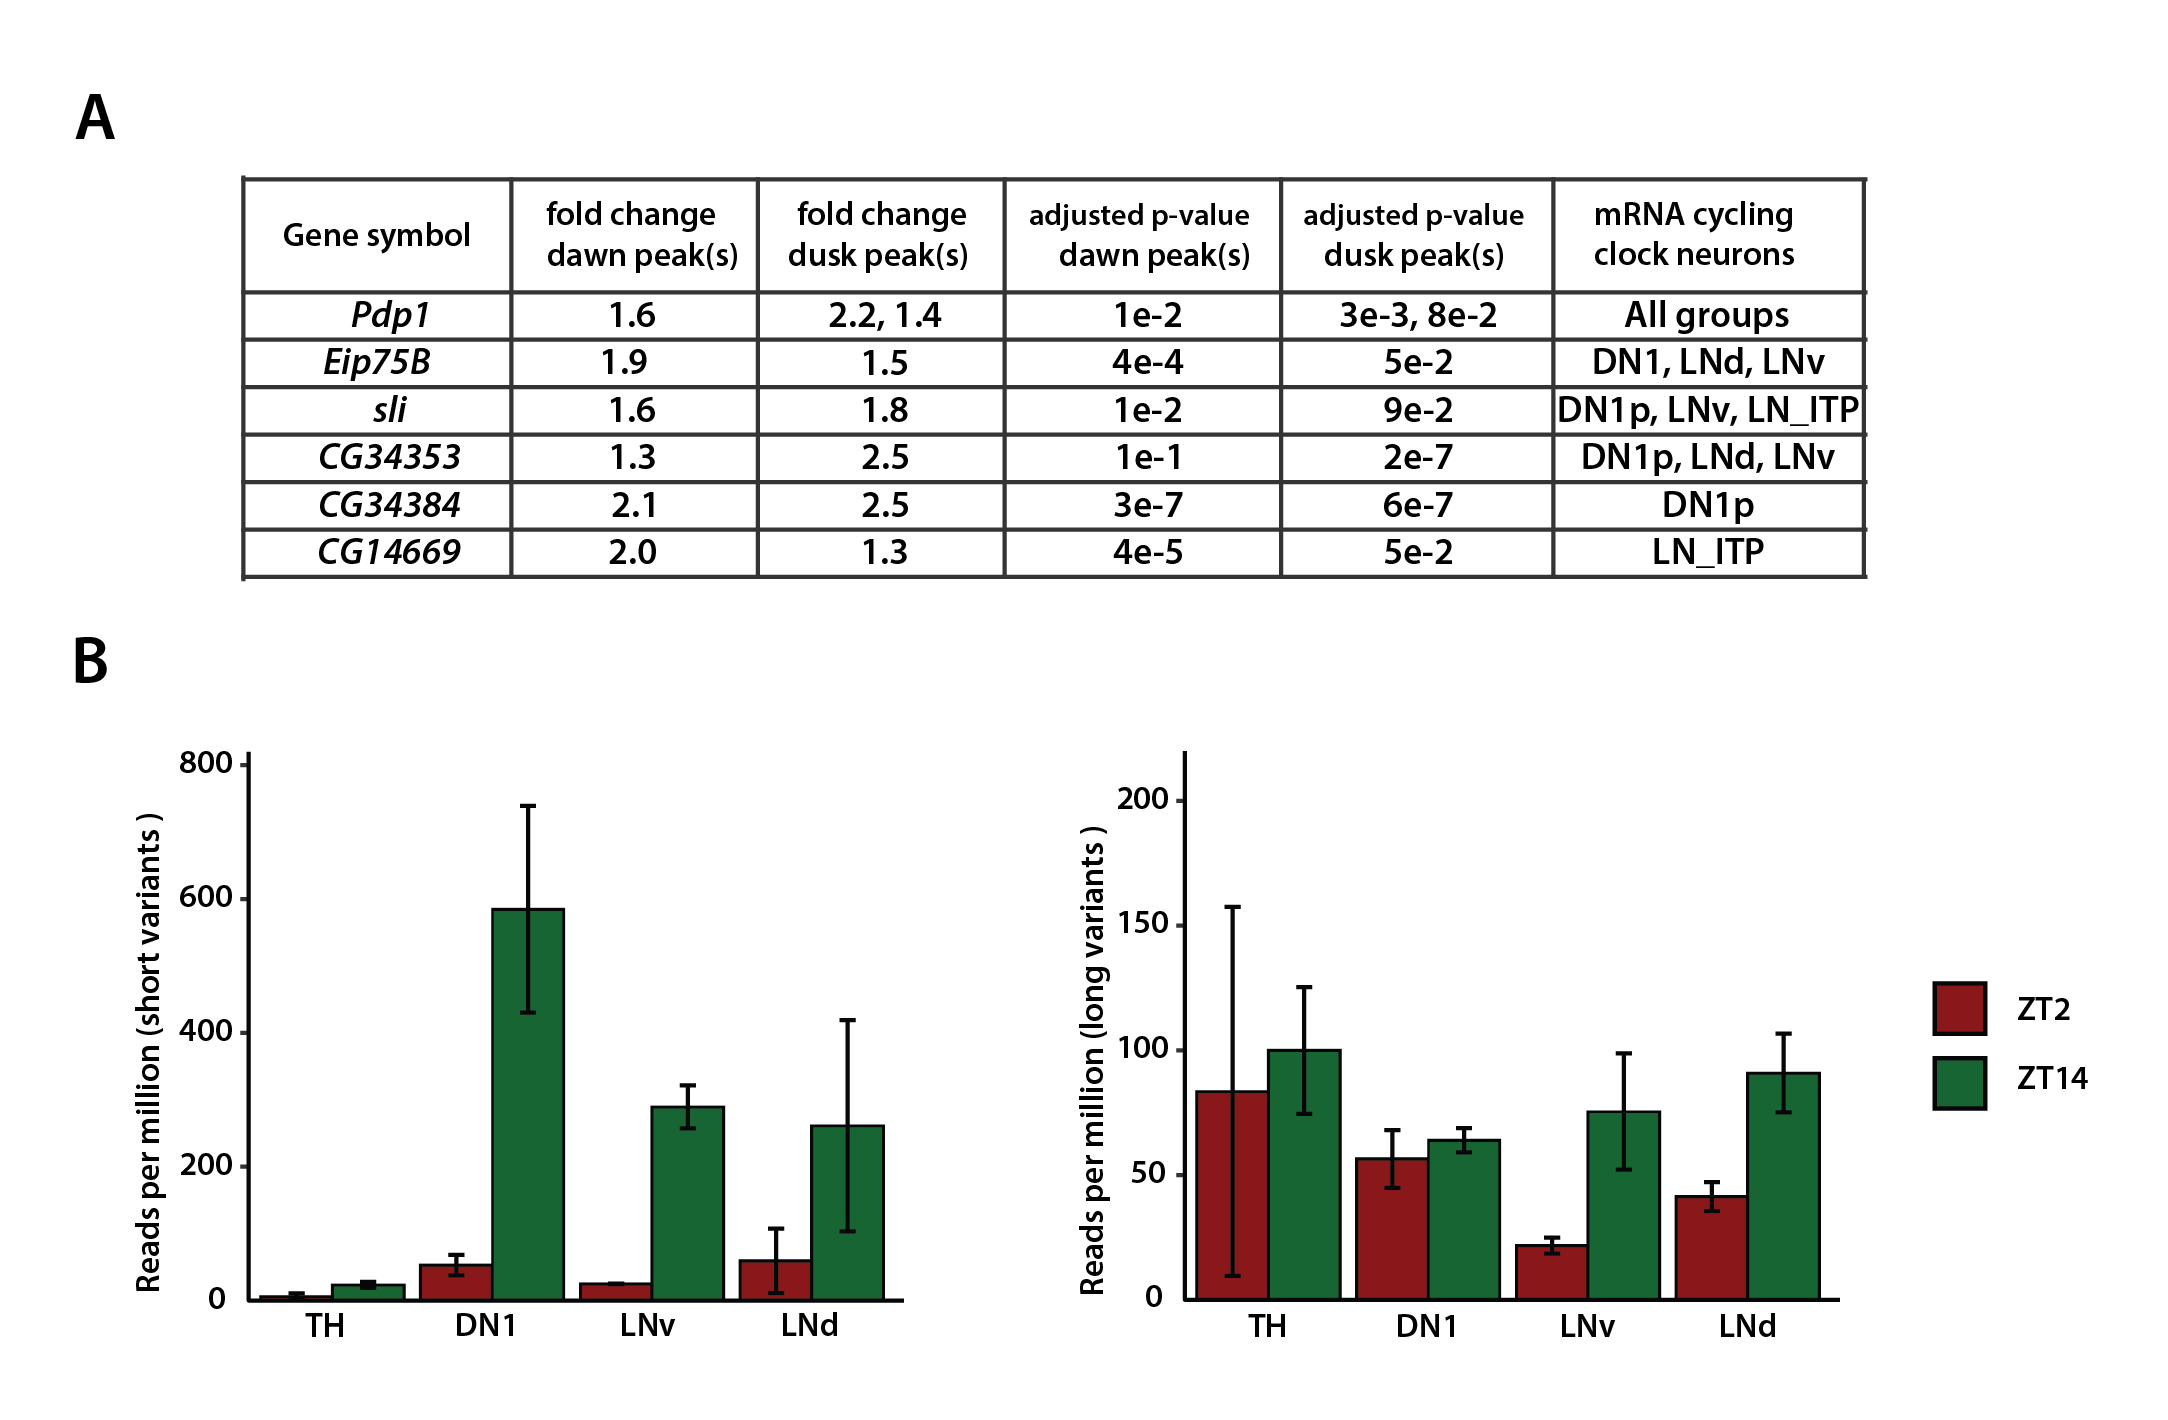

**S5 Fig. Genes with peaks that are more accessible at both dusk and dawn.**

(**A**) List of genes that have differentially accessible peaks at both dusk and dawn. In all, 11 genes meet this criterion, and only those that exhibit cyclical changes in mRNA levels are presented here (6 out of 11). (**B**) Expression level of “short” and “long” transcript variants of Pdp1 in differential clock neuron subgroups (DN1, LNv, LNd) and a non-clock cell control (dopamine neurons, TH). While short variants show robust cycling profiles in all clock neuron groups, long variants are not cycling in DN1 neurons. Analysis was performed with publicly available data (28).

# Supplementary material for: Clock-dependent chromatin accessibility rhythms regulate circadian transcription
**Source:** PLoS Genet. 2024 May 28;20(5):e1011278. doi: 10.1371/journal.pgen.1011278
**Supplement:** S6 Fig

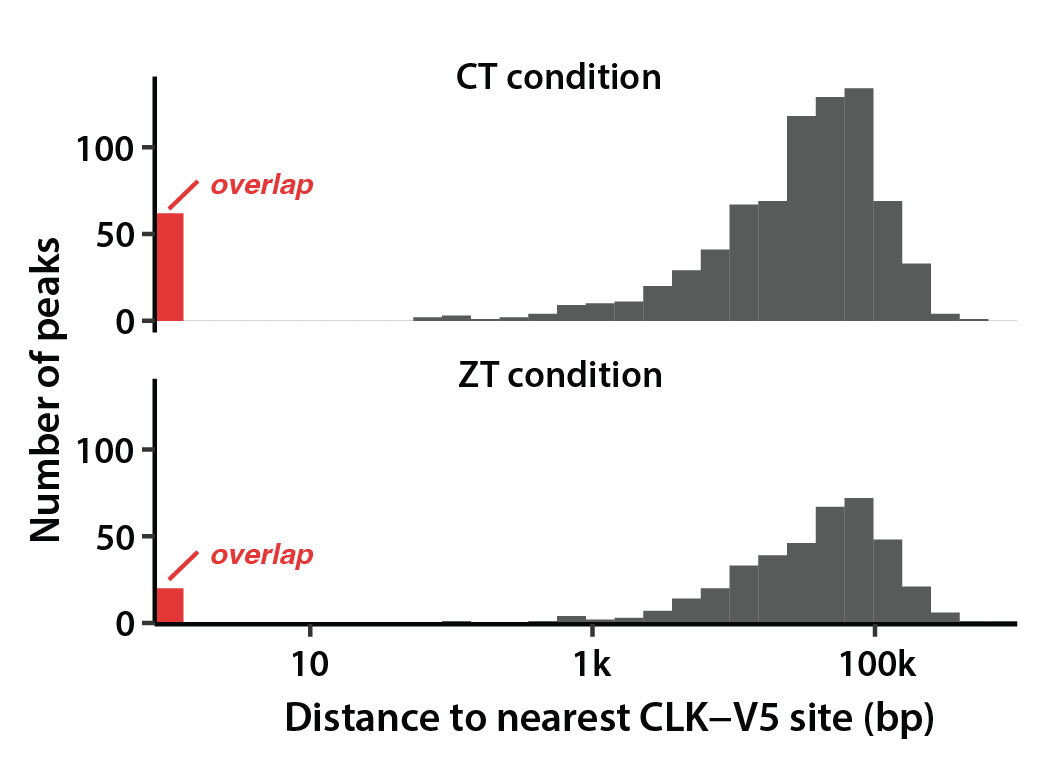

**S6 Fig. Overlap analysis of differential ATAC peaks to CLK-binding regions**

While some differential ATAC peaks overlap with CLK-binding regions identified in a previous microarray study (42), most (>90%) differential ATAC peaks are far away from CLK-binding regions with a median distance of ~30kb.

# Supplementary material for: Clock-dependent chromatin accessibility rhythms regulate circadian transcription
**Source:** PLoS Genet. 2024 May 28;20(5):e1011278. doi: 10.1371/journal.pgen.1011278
**Supplement:** S7 Fig — (A) Representative images of Shaker intron 4 HCR-FISH in non-clock cells (fru-positive neurons). B) Quantification of fluorescence intensity of Shaker intron spot in fru-positive neurons. The statistical test used was a two-sided Student’s t-test, no significance was detected. Scale bar: 2μm.

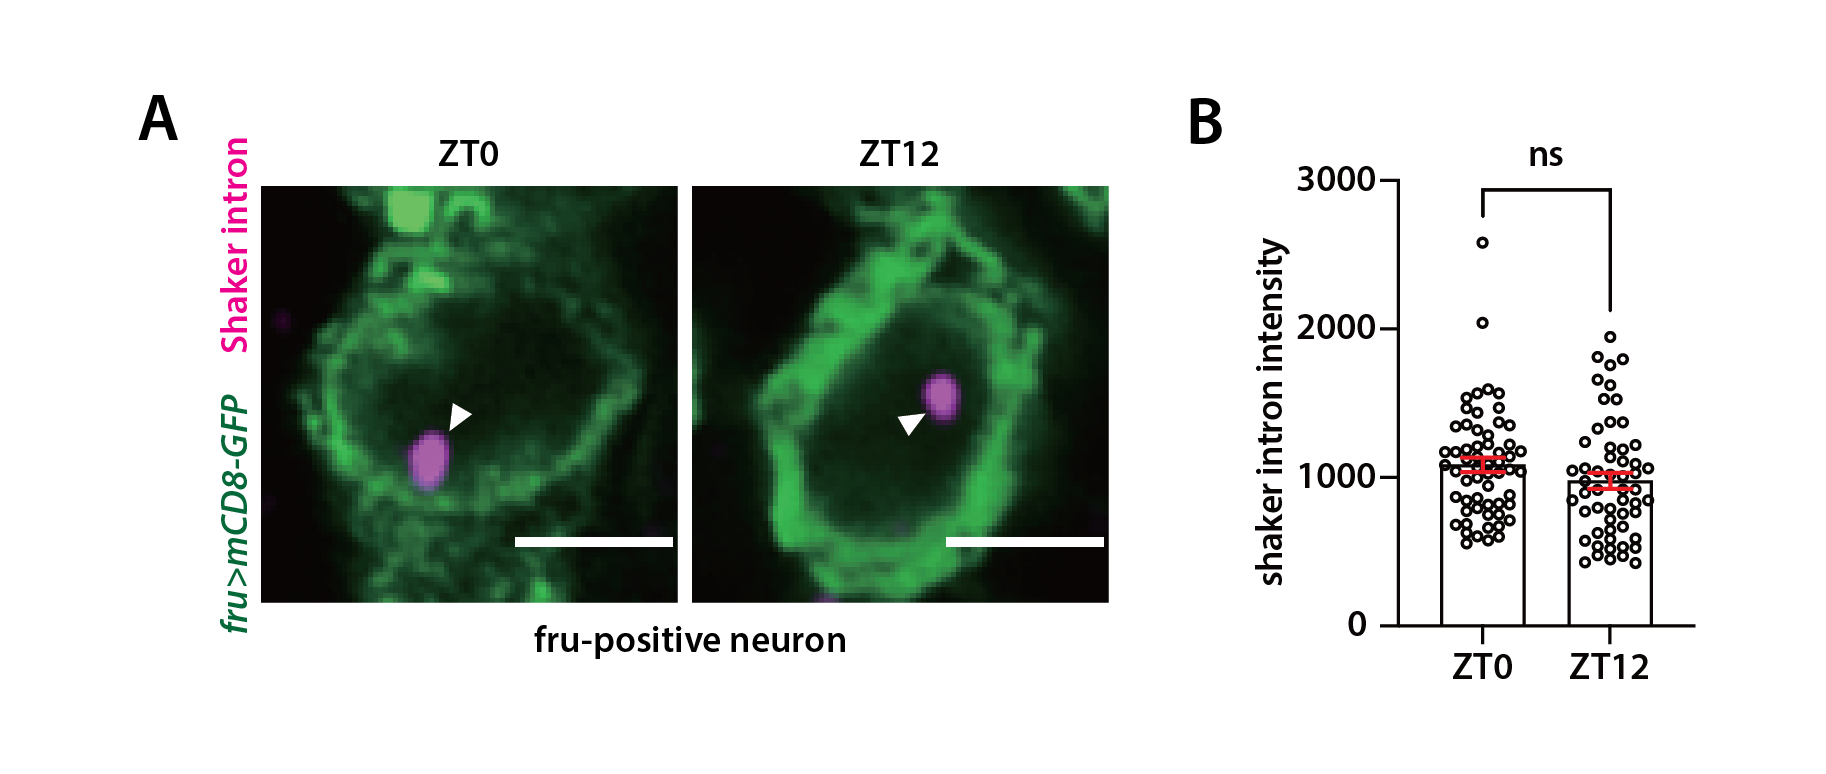

**S7 Fig. Transcriptional activity of *Shaker* in non-clock neurons.**

(**A**) Representative images of *Shaker* intron 4 HCR-FISH in non-clock cells (*fru*-positive neurons). B) Quantification of fluorescence intensity of Shaker intron spot in *fru*-positive neurons. The statistical test used was a two-sided Student’s t-test, no significance was detected. Scale bar: 2µm.

How the deposited data were processed for this re-analysis (not part of the article)

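The authors deposited 33 peak lists, 1 per library, in the narrowPeak format of MACS2 on the dm6 assembly, and every column was assigned to a library, with 0 columns left without one. As deposited, the score of a peak is 10 times its −log10 q cut to a whole number by MACS2, and it was not used. The fold enrichment at the summit was made by the authors with MACS2, as the tags covering the summit plus 1 divided by the expected tags plus 1, where the expected tags are the local background of the same library. The −log10 p of a peak was made by the authors with MACS2, as the Poisson probability of at least that many tags, and the −log10 q adjusts it for multiple tests within the library. Replicates were not pooled by the authors. The condition, time, genotype and replicate of each library came from its label, and the lists were not used to infer them.

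The tags at each summit were recovered by solving the fold and the −log10 p together, and they were whole within 0.02 for 100% of the peaks of every library. The recovery was tested on simulated data, and 100% of 5000 simulated peaks gave the number put in. The total tags of a library were taken from its genome-wide background over 1.2e+08 bp with an extension of 74 bp, which 32.7% to 44.8% of the peaks of a library were tested against. The fold and the −log10 p as deposited were not compared between libraries themselves, and only the whole numbers of tags solved from them were. These are counts at called summits and not read counts over whole regions, and every comparison between libraries here rests on that step. CPM are tags per M tags of the library. No 2 libraries shared more than 0.0364% of identical peaks.

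Peaks of the libraries compared were merged into regions where they shared at least 1 bp, and the value of a region in a library was its highest summit. A library with no call received the lowest number of tags among its own called peaks. A region was tested when at least as many libraries called it as the smaller group holds. Libraries were scaled by the median of ratios, log2(tags + 1) was compared with limma 3.58.1 in R 4.3.3 with a trend in the variance, and p was adjusted by Benjamini-Hochberg to a threshold of 0.1. DESeq2 on read counts was the authors' tool, and read counts were not used here. Single regions and genes were compared with exact permutation tests, two-sided. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

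The method was tested on simulated data drawn from the spread of each comparison. Changes of 2-fold were found in 68.0% of the LD, 75.8% of the DD and 67.7% of the *per*01 regions that carried one, and changes of 1.5-fold in 36%, 37.4% and 38%. Of the regions called in these sets, 20 of 122, 22 of 131 and 16 of 119 carried no change. Real libraries gave a lower yield. In LD, 5 of 112 dusk and 6 of 224 dawn regions of Table S2 passed, with median log2 changes of 0.66 and -0.63. The simulated shares may thus be too high for the real data.

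The named genes are those that the paper names from these data and the regions those that Table S2 assigns to clock genes and *pdm3*. Table S2 and the values of Fig 7A had been seen when this rule was written. Coordinates are 1-based, with 1 added to the 0-based starts of the lists and of Table S2. The comparisons, the main settings and the alternatives to them were fixed in the design and variants tables before the data were examined. The alternative with missing calls at the limit of the local background was added after the data were seen. De novo motif discovery, read density along genes and counts in genomic bins need reads, which were not analysed here, and expression data were not used here.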

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

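The tests of the missing calls, of the number of peaks in *per*01 CT24 replicate 3 and of the choice of the 167 peaks were chosen after the result was seen, and the other tests named here were written before their own result.

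Among 131 groups of 4 replicates, a single library stood apart from the others (Dixon's test) in 9, or 6.87%, where chance gives 5%. All libraries were kept. *per*01 CT24 replicate 3 had 5.15 M tags, against 8.43 to 9.03 M in the others, and 17577 peaks against 20725 to 21075. Its lower depth was not the whole cause, because the other libraries thinned to that depth kept 19307 to 19842 peaks. In the same library the *vri* intron peak at 2L, 5306397 had 22.7 CPM, against 19.3 to 19.5 in the others. A higher share of tags in peaks may account for it, since the gap divided by the range was 0.406 after scaling by the median of ratios, below the critical value of that test. *per*01 CT24 replicate 4 had an X share of 14.7% of the summit tags, against 15.0% in each of the others. This difference was not followed further. It also had 19.3 CPM at the *Pdp1* intron peak at 3L, 7834838, against 21.4 to 21.7, and a lower share of tags in peaks may account for this too (0.441 after scaling).

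ZT12 replicate 4 had 14.2 CPM at the *vri* intron peak at 2L, 5306397, against 19.8 to 20.3 in the other ZT12 libraries. After scaling the ratio was 0.803, so a lower share of its tags in peaks may account for it. The same library had no call at the *Pdp1* intron peak at 3L, 7836825, where 2.05 CPM stood in and the others had 5.66 to 6.32. Up to 4.92 CPM could go without a call there, so the library may lie just under the others. ZT0 replicate 1 alone was called at the *per* intron, with 5.77 CPM over X, 2687363 to 2687974 and 5.30 CPM over the overlapping LD peak at 2687711, where the lowest called tags stood in for the others, at most 1.81 CPM. Up to 5.53 CPM could go without a call in them, within the counting error of 0.583 CPM, so the libraries may not differ.

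In the change over time, 3 values differed between the genotypes. In the interaction of genotype and time 12 regions passed the threshold. Of 100 regroupings of the libraries, the real one included, 6 gave at least 12 and the highest other gave 1345, so chance is not excluded. Of the 11 regions with a missing call, 0 passed under both values for it, and that value may account for them. The change over the 167 subjective dusk peaks was lower in *per*01 by a log2 of -0.48. That list was chosen on the same wild-type libraries, and the choice may account for some or all of this value. In 200 simulations without a difference of genotype it gave -0.66 to -0.51. All of these exceed in size the observed value and the wild-type change of 0.49 itself. The simulations therefore differ from the data, and how large a part the choice has stays open. Over the 133 dusk peaks, chosen on other libraries, the difference was -0.51 (exact permutation p = 0.00898, adjusted p = 0.0229). For this list, a change of equal size hidden by the spread of the *per*01 libraries would leave no difference, which this value argues against.

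Of the regions past the threshold, 7 in LD (2 higher and 5 lower at dusk) and 45 in DD (19 higher and 26 lower at subjective dusk) overlapped no peak of Table S2 with the same direction. With missing calls at the local limit, 0 of the 7 and 15 of the 45 stayed past the threshold, so the value given to a missing call may account for most. Of the 11 LD and 66 DD regions that are in the table, 8 and 60 stayed.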

How the results depend on the processing

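The alternative with missing calls at the limit of the local background was chosen after the result was seen, as were the tests of missing calls, while every other alternative here was fixed before the data were examined.

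Over 33 main results, 357 alternatives were run, of which 274 gave the same result, 82 moved it and 1 made it stronger. The same means a count within 1.5 times the main one, a value within 1 SD of it, or a test with the same direction on the same side of its threshold, so a value near 0 can change its sign and still count as the same. Over 81 results on single genes, regions and lists, 1167 of 1306 alternatives gave the same, 90 were weaker, 29 stronger, 19 moved and 1 reversed. The cause was not tested for any moved result below unless a sentence says otherwise.

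Between ZT0 and ZT12, 18 regions passed the threshold. The number was 56 with voom, 46 with CPM, 36 with summits matched within 150 bp, 81 in 1 fit over all clock neuron libraries and 59 with missing calls at the local limit. Leaving out 1 library gave 10 (ZT12 replicate 1 or 3) to 54 (ZT12 replicate 4), and 29 without ZT12 replicate 2. Of 35 splits of the libraries, 3 gave at least 18 and the highest other gave 19, so chance is not excluded. Of 17 regions with a missing call, 7 passed under both values, so that value may account for most of them.

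Between CT24 and CT36, 111 regions passed. The number was 198 with CPM, 515 over regions called in every library, 48 over regions called in at least 1 library, 11 in 1 fit over all clock neuron libraries and 433 with missing calls at the local limit. Leaving out 1 library gave 53 (CT24 replicate 1), 69 (CT24 replicate 2), 57 (CT36 replicate 1), 60 (CT36 replicate 2) and 547 (CT36 replicate 3). Without CT24 replicate 3 it gave 107, of which 49 were higher at CT24 and 58 at CT36. Of 10 splits, only the real 1 gave as many and the highest other gave 30, and with 10 splits chance and a real difference cannot be told apart at 0.05. Of 54 regions with a missing call, 18 passed under both values.

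With the replicate number as a block, 54 regions passed in LD and 29 in DD. No label says that libraries of the same number belong together. In LD their mean correlation was 0.204, with single pairs from -0.0833 to 0.469, against -0.0656 for libraries of other numbers (highest 0.208), so a pairing is not excluded there. In DD it was -0.0119 against 0.00595.

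In *per*01 0 regions passed with limma, with 530 below a raw p of 0.05, and voom gave 1. With log2(tags + 5) 1 passed, in 1 fit over all clock neuron libraries 1, and with summits within 150 bp 7. Leaving out 1 library gave 0 (CT24 replicate 1) to 9 (CT36 replicate 1), and 3 without CT24 replicate 3. All 35 of 35 splits gave at least 0, the highest 21. Depth did not account for the difference from wild type, since wild-type libraries thinned to the same depths gave a median of 129. Processing of replicates 2 to 4 apart from replicate 1 did not account for it either, since 7 passed without replicate 1 at both times.

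The interaction of genotype and time had 12 regions, and 0 over regions called in every library and 0 with missing calls at the local limit. Leaving out 1 library gave 2 (wild-type CT36 replicate 2), 5 and 6 (*per*01 CT24 replicates 2 and 4), 19 (*per*01 CT36 replicate 1), 21 and 24 (wild-type CT24 replicates 3 and 2).

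Between the genotypes, 1583 regions passed at CT24 and 301 at CT36. Only the real split of 35 gave as many, with 809 and 62 in the highest others, so chance is excluded, while a batch is not. Of 706 and 178 regions with a missing call, 519 and 111 passed under both values. The median for *per*01 against wild type at CT36 over the 133 dusk peaks was -0.09 and became 0.0130 with per-library CPM. Over the 651 subjective dawn peaks at CT24 it was -0.37, and the choice of the list alone reached -0.25 in simulations. That median lay below all 200 simulated ones, which argues against the choice of the list as the whole cause. The 273 dawn peaks, chosen on other libraries, were not lower (0.14), so how large a part the choice of the list has stays open. Over the 167 subjective dusk peaks at CT36 it was -0.16, and the choice of the list alone gave -0.35 to -0.22 in simulations. These are lower still, so the lower tags may need no difference of genotype. Since -0.16 lies outside that range, the simulations do not show how large a part the choice has.

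Called at one time only were 126 regions in LD, 257 in DD and 26 in *per*01, and 1547, 3646 and 980 when 1 library per group could differ, which the looser rule brings with it. Leaving out 1 library gave 175 to 271, 512 to 605 and 43 to 131. Smaller groups meet such a rule more easily. Of 35 splits in LD only the real 1 gave as many, which excludes chance at 0.05, but by only 3 regions (highest other 123). In DD the real split alone reached 257 (1 of 10, highest other 239), which cannot be told apart from chance at 0.05, and in *per*01 25 of 35 did (highest other 166), so chance is not excluded.

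Shared by both times were 81.6% of the LD regions, and 77.6% with summits within 150 bp, 78.1% with 1 calling library and 78.4% to 82.0% without 1 library. In DD the share of 82.6% became 78.1%, 78.8% and 78.2% to 81.1%. The share also called in non-clock cells became 70.7% in LD with summits within 150 bp. In DD it became 76.4% with them, 79.7% for DD clock neuron regions also called in non-clock cells under equal list length, 81.6% with 1 calling library and 81.3% to 87.1% without 1 library.

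Of the named genes in both conditions, 19 passed an adjusted p of 0.05, and 9 to 21 without 1 library. The 9 came from leaving out any non-clock DD library, which leaves 6 against 2 libraries, too few for a DD gene to pass after adjustment. *Pdp1* in LD was reversed with the highest summit, at a log2 ratio of -0.35. Non-clock libraries were deeper, and depth changes which peaks are called or merged, so sums may differ through depth alone. The control genes were lower in clock neurons (*RpL32* 0.947 in LD and 0.734 in DD, *Gapdh1* 0.602 and 0.446), opposite to *Clk* and *tim*. They do not decide it, because added or merged peaks could move a sum up at one gene and down at another. In LD, non-clock libraries called on average 3.25 peaks at *Gapdh1* against 1.75 in clock neurons, and 1.25 at *per* against 3.13. At the highest summit, which merging leaves as it is, *Clk* and *tim* were still higher in LD (ratios 6.67 and 2.46, both with an adjusted p of 0.0121), so depth is not the whole cause there. At *vri* and *per* the ratios of 1.00 and 0.872 leave it open. This test was chosen after the result was seen. Of 11 named LD regions 8 were separated, and 4 with the median of ratios. The difference in X share between the genotypes was -0.221 points, 0.0295 with the number of peaks, and -0.312 to -0.110 without 1 library.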

Differences from the paper's values

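No test in this part was chosen after the result was seen, except the alternative with missing calls at the limit of the local background, which is not used here. A count or share is said to differ when one value is more than 1.5 times the other, and a log2 change when its sign differs or the gap exceeds the SD between replicates.

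The paper gives 406 differential peaks in LD, and 18 regions passed here, with 10 to 81 over 16 alternatives fixed before the data were seen, all of which differ. It gives 273 at dawn against 11 here (7 to 41), and 133 at dusk against 7 here (2 to 41). In DD the paper gives 818, and 111 passed here. The paper's 651 at subjective dawn stand against 82, and its 167 at subjective dusk against 29 (4 to 110). The alternatives in DD gave 11 to 547, and 13 of 14 differ. Without CT36 replicate 3, the total of 547, only just within that limit, and the 447 at subjective dawn do not. The method here was limma on recovered summit tags and that of the paper DESeq2 on reads.

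Of the log2 changes of 24 named peaks in Table S2, all 24 had the same sign here and 3 differed in size. They are a *vri* exon peak at 2L, 5305307 in DD (0.58 in the paper, 0.24 here, 0.26 with the median of ratios), a peak beside *tim* at 2L, 3492617 in LD (2.42, 0.83 and 0.84) and a *Clk* intron peak at 3L, 7770407 in LD (-0.38, -0.21 and -0.21).

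Read by eye from Fig 4A, about 13% of the other LD regions and about 16% of the other DD regions held an E-box, against 7.55% and 7.099% here (4.36% to 4.39% and 4.10% to 4.37% in 2 alternatives). The share of LD dusk peaks with an E-box, 56.4% here, lies below the share that the paper states. Read by eye from the same figure, about 66% of the dawn peaks and about 17% of the other regions in LD held a VP-box, against 17.6% and 3.99% here (9.52% to 10.6% and 2.07% to 2.38%).

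Read by eye from Fig 2F and Fig 2G, about 35% of the LD dusk and about 17% of the LD dawn peaks lay in promoters, against 21.8% and 6.59% here. With a promoter of 2 kb the shares of 27.8% and 13.9% lie within 1.5 times those read from the figures. The paper states that dawn peaks lay in introns and promoters and dusk peaks mainly in introns.

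Read by eye from Fig 6B, about 0 of the 167 peaks were lower in *per*01 at CT24, against 1 here, and 10 of 13 alternatives do not differ. At CT36 about 1 was higher and about 8 were lower, against 0 and 3 here. The first does not differ with CPM and over regions called in every library, and the second without *per*01 CT36 replicate 4. The paper states no significant differences at CT36. Read by eye from Fig 6C, about 30 of the 651 peaks were higher and about 86 lower at CT24, against 1 and 216 here. The lower ones ranged from 60 to 349, and 7 of 13 alternatives do not differ. At CT36 about 49 were higher and about 33 lower, against 8 and 1 here. The alternatives gave 1 to 15 and 1 to 4, all of which differ. The paper states no consistent pattern for this list.

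The paper's methods give up to 15 M reads per library, and the highest library had 36.2 M tags here. The lowest library had 4.18 M tags, where the paper's methods give at least 6 M reads. A tag here is a sequenced end and sequencing was paired-end, so the units are not known to be the same. The paper gives a lowest Pearson correlation of 0.94 across samples, from reads in genomic bins, and the lowest over all 528 pairs was 0.788 here, over tags at called summits, which is another quantity. The paper names *ITP* and *CNMa* among genes accessible in clock neurons, and no clock neuron library had a called peak at either. The higher signal along the *tim* gene at dusk was not seen in called peaks, which covered 24.3 bp outside the regulatory peaks at ZT12.

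The number of LD genes, 343, and the 0 regions in *per*01 are the same as in the paper. Limma gave the 0 with 530 regions below a raw p of 0.05, and voom gave 1.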

Other observations

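The explanations of the X share were devised after the X share was seen, and the matched lists were chosen after the result was seen.

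The X chromosome held 18.6% ± 0.978 of the summit tags in LD clock neuron libraries (SD, n = 8) and 15.1% ± 0.347 in DD ones (SD, n = 6; two-sided exact permutation p = 0.000333, adjusted p = 0.00133 by Benjamini-Hochberg over 12 comparisons). Non-clock cells had 19.2% ± 0.983 (SD, n = 4) and 15.8% ± 0.183 (SD, n = 3; exact permutation p = 0.0286, adjusted p = 0.0381). A few X regions opening in light would leave most of the chromosome unchanged, and 93.6% of 2019 X regions lay above the autosomal median. GC content did not account for it, since the lowest of 5 GC classes still had a log2 difference of 0.30. Nor did depth, since LD libraries thinned to the DD depths kept at least 17.2%.

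A hypothesis is that the LD samples held more females. The RNAs *roX1* and *roX2* are made in males, and against the X median *roX1* was lower in LD by a log2 of -1.72 (exact permutation p = 0.000333, adjusted p = 0.000666) and *roX2* by -0.99, which may fit this. In non-clock cells the differences were -1.58 and -0.97. The Y share of the summit tags was lower in LD clock neurons, at 0.0245% ± 0.00206 (SD, n = 8) against 0.0351% ± 0.00900 (SD, n = 6, exact permutation p = 0.000999, below 0.05 also after adjustment). In non-clock cells it was 0.0248% against 0.0277% (exact permutation p = 0.314), and *per*01 clock neurons, labelled as male, had 0.0270% ± 0.00525 (SD, n = 8), near the LD value, so the Y share is no clear sign of sex here. Light regime goes together with any difference in sex between the sets, so the explanation stays open, and the paper's text describes both sexes. A record of the sex of the dissected flies would decide it.

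The wild-type DD and *per*01 libraries had alike X shares, with 14.7% as the lowest of wild type and 15.2% as the highest of *per*01, which argues against males alone in *per*01 and both sexes in wild type. The other signs were not higher in *per*01, as males alone would need. Its Y share was lower than the 0.0351% of wild type in DD (exact permutation p = 0.0493, adjusted p = 0.123 over 5 measures), and so was *roX1* against the X median, with a log2 of 1.32 ± 0.14 (SD, n = 8) against 1.50 ± 0.14 (SD, n = 6, exact permutation p = 0.0373), while *roX2* had 0.44 and 0.42. These small differences stay unexplained. Of the X regions past the threshold, 134 were higher and 199 lower in *per*01 at CT24, and 51 were higher and 31 lower at CT36, where a difference in sex would move X regions 1 way. No Y region passed. X still held more of the regions past the threshold than X and Y held of those tested, 21.0% against 16.5% at CT24 (Fisher's exact test, two-sided, p = 9.18e-07) and 27.2% against 16.4% at CT36 (p = 2.01e-06), and this excess stays unexplained.

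Within a light regime the wild-type clock neuron libraries were more alike than between regimes by a Jaccard index of 0.0220 (exact permutation over 3003 splits, one-sided, p = 0.00233). Without X and Y it was 0.0114, so the X share is not the whole cause.

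The 273 dawn peaks of LD had median log2 differences between *per*01 and wild type of 0.14 at CT24 and 0.38 at CT36. At CT24 the library medians, 0.07 ± 0.17 (SD, n = 4) and -0.05 ± 0.06 (SD, n = 3), lay within their spread (two-sided exact permutation p = 0.371), and at CT36 p was 0.0571. Lists matched on strength, length and GC content reached at most 0.12 and 0.10, which argues against these as the cause. For the 651 subjective dawn peaks at CT24 the lowest matched list was -0.0306 against -0.37. No batch is labelled and most *per*01 libraries differ from wild type in the prefix of their peak names, so the differences may be technical, and with CPM the 133 dusk peaks at CT36 went from -0.09 to 0.0130. Libraries of both genotypes made side by side would test it.

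In non-clock cells the peaks of Fig 7 were compared by light regime alone, because no time is labelled. The *Eip75B* intron peak had a median of 6.26 CPM in LD (4.56 to 7.94, n = 4) and 4.15 in DD (3.79 to 4.48, n = 3). The *Sh* peak had 7.72 (5.72 to 10.7) and 4.52 (3.43 to 4.62), the *eIF5B* peak 10.7 (6.19 to 16.2) and 6.03 (5.35 to 6.19), and the *CG31140* peak 11.7 (8.12 to 15.4) and 6.53 (6.49 to 8.82). The *vri* peak went the other way, with 2.53 (1.19 to 4.47) and 4.39 (1.18 to 7.43), and was called in 2 of 4 and 2 of 3 libraries.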
